# Aerocyte specification and lung adaptation to breathing is dependent on alternative splicing changes

**DOI:** 10.26508/lsa.202201554

**Published:** 2022-10-11

**Authors:** Marta F Fidalgo, Catarina G Fonseca, Paulo Caldas, Alexandre ASF Raposo, Tania Balboni, Lenka Henao-Mišíková, Ana R Grosso, Francisca F Vasconcelos, Cláudio A Franco

## Abstract

Adaptation to breathing is a critical step in lung function and it is crucial for organismal survival. Alveoli are the lung gas exchange units and their development, from late embryonic to early postnatal stages, requires feedbacks between multiple cell types. However, how the crosstalk between the alveolar cell types is modulated to anticipate lung adaptation to breathing is still unclear. Here, we uncovered a synchronous alternative splicing switch in multiple genes in the developing mouse lungs at the transition to birth, and we identified hnRNP A1, Cpeb4, and Elavl2/HuB as putative splicing regulators of this transition. Notably, we found that *Vegfa* switches from the *Vegfa* 164 isoform to the longer *Vegfa* 188 isoform exclusively in lung alveolar epithelial AT1 cells. Functional analysis revealed that VEGFA 188 (and not VEGFA 164) drives the specification of Car4-positive aerocytes, a subtype of alveolar endothelial cells specialized in gas exchanges. Our results reveal that the cell type–specific regulation of *Vegfa* alternative splicing just before birth modulates the epithelial-endothelial crosstalk in the developing alveoli to promote lung adaptation to breathing.

## Abstract (precis)

Perinatal cell type–specific alternative splicing changes modulate the intercellular communication between alveolar epithelial AT1 and endothelial cells, leading to the specification of aerocytes, a specialized type of alveolar capillary ECs critical for gas exchanges.

## Introduction

Respiration, the process of gas exchanges between the body and the environment, takes place at alveoli in the lung. The efficiency of gas exchanges is ensured by the functional specialization of the numerous cell types that compose the alveoli, including epithelial alveolar type 1 (AT1) cells, thin and elongated cells that line the surface of each alveolus; epithelial alveolar type 2 (AT2) cells, which are sparsely distributed at the alveolar surface and secrete surfactant essential for alveolar inflation and deflation; and endothelial cells (ECs), which compose the interior surface of capillaries that tightly enwrap the alveolar epithelial layer, and promote gas exchanges with blood (Hogan et al, 2014; Mammoto & Mammoto, 2019).

Alveologenesis starts during late embryonic development at E16.5 in mouse and continues for 3–8 wk after birth. New alveoli form through branching morphogenesis and angiogenesis by coordinated growth and specialization of epithelial and ECs, respectively (Hogan et al, 2014; Vila Ellis & Chen, 2021). The crosstalk between these cell types is mediated by multiple signaling pathways, such as VEGFA, WNT, FGF, and HIPPO (Ellis et al, 2020; Vila Ellis & Chen, 2021; Kina et al, 2021; Zepp et al, 2021). For instance, secretion of VEGFA by epithelial cells during lung development regulates the expansion of the vascular network by binding to VEGF receptor 2 (VEGFR2) at the surface of ECs and triggering angiogenesis. Genetic deletion or pharmacological inhibition of VEGFA compromises lung alveolar epithelial development and capillary growth, leading to bronchopulmonary dysplasia, characterized by simplified alveoli and dysmorphic vasculature (Thébaud et al, 2005; Yamamoto et al, 2007; Ellis et al, 2020). Despite extensive research on lung development, how the communication between these cell types is modulated at the critical transition between embryonic to postnatal development is not fully understood.

Transcriptional and alternative splicing (AS) changes have previously been implicated in the regulation of multiple developmental processes (Baralle & Giudice, 2017; Brinegar et al, 2017; Weyn-Vanhentenryck et al, 2018; Farini et al, 2020). Previously published RNAseq and single-cell RNAseq studies from lungs at different developmental stages have enabled the comprehensive characterization of cell populations and the detailed study of gene expression changes occurring during lung development (Treutlein et al, 2014; Wang et al, 2018; Ellis et al, 2020). Yet, because of the lack of sequencing depth, none of these approaches has allowed the study of AS, and thus, the knowledge regarding AS during lung development is limited. One of the few genes shown to undergo AS changes during lung development was *Vegfa* (Healy et al, 2000; Ng et al, 2001; Greenberg et al, 2002). *Vegfa* is composed of eight exons and the most common *Vegfa* isoforms differ on the inclusion or exclusion of exons 6 and 7: *Vegfa 188* contains all eight *Vegfa* exons, *Vegfa 164* does not contain exon 6, and *Vegfa 120* does not contain exons 6 and 7. *Vegfa* isoforms are functionally distinct in terms of binding to the extracellular matrix, and in their potential to induce angiogenesis, EC proliferation, survival and vascular permeability (Domigan et al, 2015; Yamamoto et al, 2016; Peach et al, 2018b; Bowler & Oltean, 2019). In addition to these classical isoforms, *Vegfaxxxb* isoforms have been identified and differ from the prior ones by a differential alternative splicing (DAS) of exon 8 (inclusion of exon 8b instead of 8a). *Vegfaxxxb* isoforms have been originally identified in human renal cell carcinoma and have been shown to have an anti-angiogenic potential (Bates et al, 2002). However, the existence of these isoforms in physiological contexts remains controversial (Harris et al, 2012; Bridgett et al, 2017; Dardente et al, 2020). During lung development, it has been shown that the relative proportion between *Vegfa 120*, *164*, and *188* isoforms changes (Healy et al, 2000; Ng et al, 2001; Greenberg et al, 2002) and that loss of specific isoforms has a functional impact. Mice expressing exclusively *Vegfa 120* showed impaired lung development, whereas mice expressing exclusively *Vegfa 164* or *Vegfa 188* isoforms have no gross morphological defects (Compernolle et al, 2002; Galambos et al, 2002). Despite the relevance of *Vegfa* AS during lung development, the temporal dynamics and cell type-specific expression of *Vegfa* isoforms along lung development remain poorly defined.

Here, we performed an unbiased genome-wide analysis of AS at late embryonic and early postnatal stages of lung development and we identified that most of the AS changes occur at the transition from the pre- to postnatal life, suggesting that AS regulation may be associated with lung adaptation to birth. We validated our genome-wide analysis by focusing on *Vegfa* isoforms and we identified a cell type–specific switch in AS of *Vegfa* during lung alveologenesis.

## Results

### Genome-wide analysis reveals that AS changes occur at the transition from the pre- to post-natal period

To analyze the genome-wide AS changes occurring during lung development, we extracted and sequenced mRNA of whole mouse lungs at two embryonic (E15.5 and E18.5) and two postnatal (P5 and P8) stages (Fig 1A). We performed 101 nt paired-end RNAseq with triplicate samples and obtained an average of 59.8 million reads per sample (Fig S1A).

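RNA from whole lungs of C57Bl/6 mice of both sexes was sequenced at the 4 time-points with 3 replicates at each, which gave 12 libraries. The replicates of a time-point came from the same litter, so differences between litters and differences between time-points cannot be told apart in these samples. The authors aligned the reads to the mm10 genome with TopHat2 and Bowtie2, counted the reads on each Gencode gene with HTSeq-count, and deposited the counts of the 16152 genes they kept as expressed, without normalization. They also deposited CPM values for a larger set of genes, in which each count is divided by the total mapped reads of the library. The reads counted on the 16152 genes ranged from 44050482 to 53901957 per library at E15.5 (median 44168462), from 42334697 to 47990099 at E18.5 (median 45749171), from 42180691 to 53221643 at P5 (median 52620195) and from 41337443 to 53410024 at P8 (median 53120945). The mapped reads behind the CPM values were found from the deposited counts divided by the CPM values, as the median over genes. They lay between 48436716 and 62279460 per library with a mean of 55132018. The paper's reported mean is 59.8 M reads per sample in its results and 56.8 M raw reads per sample in its methods. Its reported total of 897 M reads at the first of these corresponds to 15 samples, where 12 libraries are used here. The values printed here use the deposited counts and CPM, and the CPM of a gene is given as the mean ± SD of the 3 replicates. The 10 most abundant genes took between 3.28% and 6.49% of the counts of a library. No 2 libraries of a time-point held the same counts within the sampling noise (mean chi-square per gene between 13.0 and 75.3), so none is a copy of another. Differential gene expression was computed from the deposited counts with edgeR's quasi-likelihood test after TMM normalization, in one fit of all 12 libraries over the 15994 genes with at least 1 CPM in at least 3 libraries. A gene was called differentially expressed in a comparison when its absolute log2 fold change was above 1 and its Benjamini-Hochberg FDR was under 0.05. On simulated counts with 200 changed genes, this test called 194 of them at a log2 fold change of 1.5, together with 2 unchanged genes. The changed genes were drawn from the better expressed genes only, and no difference between litters was simulated. How well the test detects changes in genes at low CPM was therefore not measured.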

**Figure 1.**
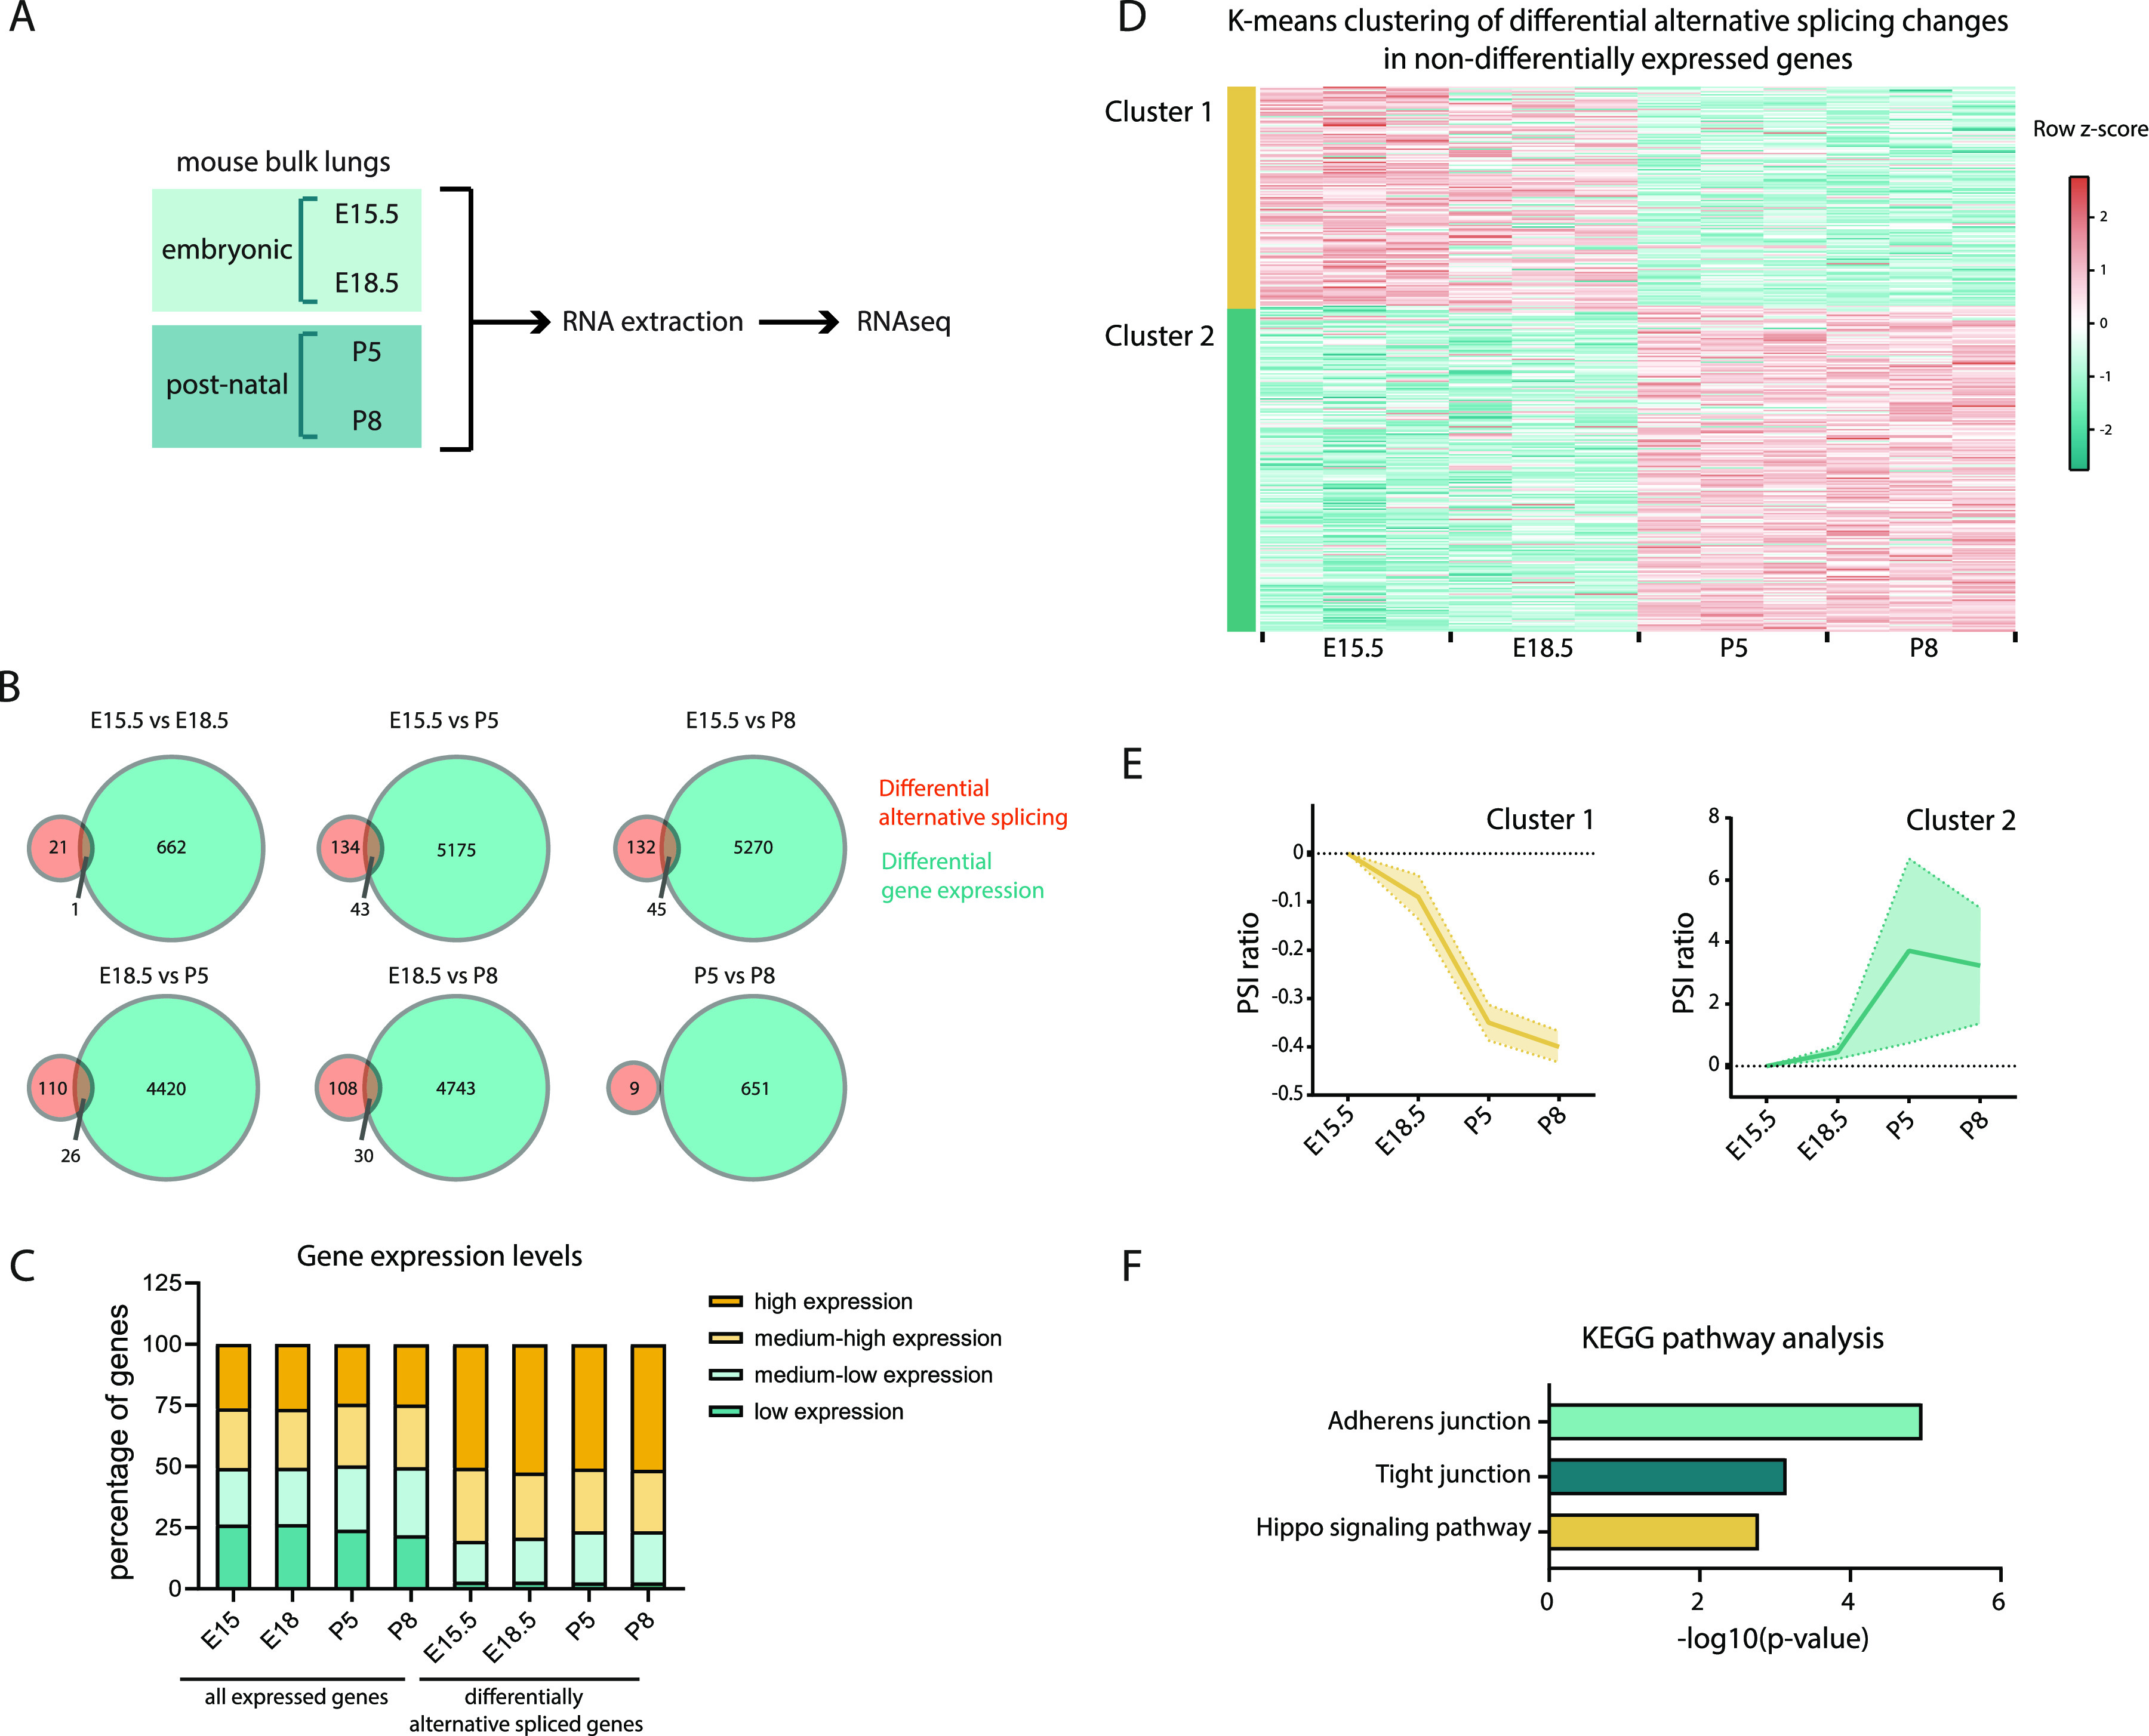
Genome-wide analysis of alternative splicing (AS) during lung development reveals that most splicing changes occur at the perinatal period. **(A)** Schematic representation of workflow: Mouse lungs were collected at different developmental time-points. RNA was extracted and gene expression and splicing analyses were performed by RNAseq. **(B)** Venn diagrams representing the genes undergoing differential alternative splicing and/or differential gene expression in each pair-wise comparison between time-points. **(C)** Distribution of gene expression levels of genes undergoing differential AS in at least one pair-wise comparison between time-points. The 16,152 expressed genes expressed in the mouse developing lungs were grouped in four bins of equal size according to their absolute level of expression (CPMs) (low expression, medium-low expression, medium–high expression, and high expression). Then, the genes undergoing differential AS in at least one pairwise comparison between time-points were distributed within these bins. **(D)** Heat map representing the K-means clustering of differentially AS events in at least one pair-wise comparison between time-points associated with genes that do not undergo differential gene expression in the same comparison (K = 2). Cyan and coral represent decreased and increased percent spliced in (PSI), respectively, relative to the mean of each AS event across the time course (row z-score calculated from logit [PSI]). Table S5 contains all AS events associated with each cluster. **(E)** AS dynamics of the two kinetic clusters represented by mean ratio (PSI) (bold line) and 95% confidence interval (shaded area), data were centered in zero. **(F)** Enrichment of KEGG terms associated with differential alternative splicing events associated with non-differentially expressed genes. Table S6 contains the genes associated with each KEGG term and associated statistics.

**Figure S1.**
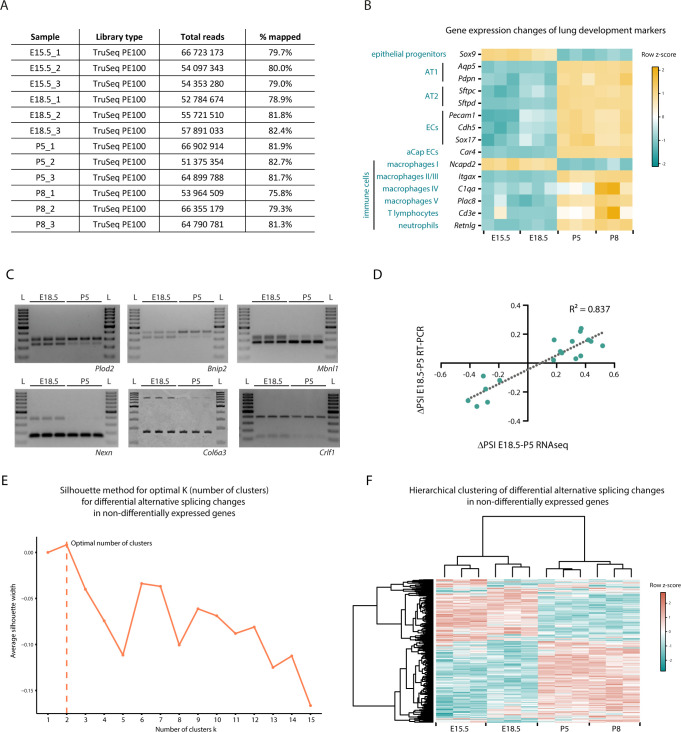
Analysis of RNAseq datasets from developing bulk mouse lungs. **(A)** Total number of reads and percentage of alignment per sample. **(B)** Heat map representing gene expression changes of lung lineage-specific markers. Yellow and green represent increased and decreased gene expression, respectively, relative to the mean of each gene across the time course (row z-score calculated from log_2_[CPMs + 1]). **(C)** Validation of alternative splicing (AS) changes between E18.5 and P5 identified on the RNAseq analysis by RT-PCR. The AS of selected genes (N = 20) was analysed on E18.5 and P5 bulk lung triplicate samples by RT-PCR and PCR products were run on TBE-urea PAGE or agarose gels. The representative examples of 6/20 genes are depicted in this figure. The relative intensity of the bands obtained was quantified and used to calculate the ΔPSI for each gene. **(D)** Correlation plot for the ΔPSI quantified through RNAseq and the ΔPSI quantified through. RT-PCR for the genes in which AS changes could be validated (N = 18). The dashed line represents the linear regression line and the coefficient of determination R2 represents the strength of correlation. **(E)** Identification of the optimal number of clusters to use in K-means clustering of differentially AS events in at least one pair-wise comparison between time-points associated with non-differentially expressed genes in the same comparison using the average silhouette width method. The optimal number of clusters k is the one that maximizes the average silhouette, in this case K = 2. **(F)** Heat map representing the hierarchical clustering of differentially AS events in at least one pair-wise comparison between time-points associated with non-differentially expressed genes in the same comparison. Cyan and coral represent decreased and increased PSI (percent spliced in), respectively, relative to the mean of each AS event across the time course (row z-score calculated from logit[PSI]).

To assess the quality of our datasets, we analysed the expression of a set of known lineage-specific markers (Fig S1B). 

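*Sox9* (ENSMUSG00000000567) was at 55.5 ± 3.33 CPM (SD, n = 3) at E15.5, 40.0 ± 8.76 at E18.5, 4.78 ± 0.852 at P5 and 5.88 ± 0.785 at P8. Its log2 fold change was -0.46 from E15.5 to E18.5 (standard error 0.15, edgeR FDR = 0.042) and -2.99 from E18.5 to P5 (standard error 0.16, edgeR FDR = 1.4e-08). From P5 to P8 it changed by 0.29, which was not past the FDR threshold (edgeR FDR = 0.24). The AT1 marker *Aqp5* was at 1.18 ± 0.337 CPM at E18.5 and 158 ± 8.45 CPM at P5, a log2 fold change of 7.15 (standard error 0.24, edgeR FDR = 5.3e-10). *Pdpn*, also a marker of AT1 cells, changed less, from 27.7 ± 3.07 to 63.3 ± 7.01 CPM over the same interval (log2 fold change 1.28, standard error 0.12, edgeR FDR = 1.4e-06). For the AT2 markers, *Sftpc* rose from 635 ± 119 CPM at E15.5 to 1417 ± 374 at E18.5 and 12281 ± 811 at P5, and *Sftpd* from 0.754 ± 0.199 to 1.90 ± 0.417 and 419 ± 72.5 CPM. Their log2 fold changes from E18.5 to P5 were 3.20 (standard error 0.19) and 7.88 (standard error 0.21), and each of the 3 P5 libraries lay above each of the 3 E18.5 libraries for all 4 AT1 and AT2 markers. Between P5 and P8 none of these 4 markers was past the FDR threshold, with edgeR FDR = 0.95 for *Aqp5*, 0.32 for *Pdpn*, 0.38 for *Sftpc* and 0.79 for *Sftpd*.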

In accordance with what has been shown before (Beauchemin et al, 2016; Ardini-Poleske et al, 2017), our data show that the epithelial progenitor marker *Sox9* progressively decreases, whereas markers for AT1 (*Aqp5* and *Pdpn*) and AT2 (*Sfptc* and *Sfptd*) epithelial cells increase over the same developmental period. Also, the levels of EC-specific markers—*Sox17*, *Pecam1*, and *Cdh5*—increase during development, as the lung progressively becomes more enriched in blood vessels. In addition, *Car4* expression increases from E18.5 to P5, concordant with previous findings showing that Car4-positive ECs, a specialized type of alveolar capillary ECs (aCap), is specified just before birth at E19.5 (Ellis et al, 2020). It has also been shown that, after birth, the immune cells repertoire that populates the lungs undergoes profound changes: embryonic macrophages (*Ncapd2*-positive) are eliminated and postnatal lungs become enriched in T lymphocytes (*Cd3e*-positive), neutrophils (Retnig-positive) and several subtypes of macrophages (*Itgax*-, *C1qa*-, and *Plac8*-positive) (Domingo-Gonzalez et al, 2020). 

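*Sox17* was at 28.6 ± 4.69 CPM at E15.5, 38.3 ± 7.19 at E18.5, 99.3 ± 10.9 at P5 and 81.9 ± 5.77 at P8 (SD, n = 3). *Pecam1* rose from 203 ± 4.17 to 310.5 ± 18.9 and then 589.7 ± 23.8 CPM, and *Cdh5* from 253 ± 22.7 to 350.4 ± 16.5 and 771 ± 28.3 CPM. From E18.5 to P5 the log2 fold changes were 1.46 for *Sox17* (standard error 0.14, edgeR FDR = 1.8e-06), 1.01 for *Pecam1* (standard error 0.075, edgeR FDR = 1.4e-07) and 1.22 for *Cdh5* (standard error 0.086, edgeR FDR = 9.6e-08). *Pecam1* lay at the fold change cutoff, and its log2 fold change fell to 0.94 with library size only in place of TMM. It also fell short with single libraries left out, at 0.96 without E18.5 replicate 3 and 0.99 without P5 replicate 1 or P5 replicate 2. From E15.5 to E18.5, *Pecam1* and *Cdh5* rose by 0.62 and 0.48 on the log2 scale (edgeR FDR = 6.5e-04 and 0.0033), while the change of *Sox17* was not past the FDR threshold (edgeR FDR = 0.052). At P8, *Pecam1* was at 541 ± 53.7 CPM and *Cdh5* at 712 ± 74.7 CPM, and none of the 3 genes differed from P5 past the FDR threshold (edgeR FDR = 0.16, 0.2 and 0.3 for *Sox17*, *Pecam1* and *Cdh5*).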

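*Car4* (ENSMUSG00000000805) was at 0.366 ± 0.179 CPM at E15.5 and 0.372 ± 0.183 at E18.5 (SD, n = 3), and at 65.1 ± 0.962 at P5 and 63.8 ± 5.46 at P8. The log2 fold change from E18.5 to P5 was 7.51 (standard error 0.23, edgeR FDR = 3.2e-10), and it stayed between 7.24 and 7.95 with each of the 12 libraries left out in turn. Before and after this interval, no change in *Car4* was detected past the FDR threshold (edgeR FDR = 0.91 from E15.5 to E18.5 and 0.86 from P5 to P8).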

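*Ncapd2* fell from 276 ± 12.0 CPM (SD, n = 3) at E18.5 to 87.5 ± 2.64 CPM at P5, a log2 fold change of -1.57 (standard error 0.11, edgeR FDR = 6.5e-08). *Cd3e* had 1 count or none in each E18.5 library and was at 1.17, 1.01 and 1.31 CPM in the P5 libraries, which is at least 20.1-fold higher (edgeR FDR = 0.0069). At P8 its level was 4.99, 8.77 and 1.27 CPM in replicates 1, 2 and 3, and at E15.5 it was 0.0161, 1.65 and 0 CPM, and the 3 libraries with the highest values also had the highest levels of genes of the thymus. *Retnlg*, the neutrophil marker, rose from 0.129 ± 0.109 to 4.38 ± 0.558 CPM (log2 fold change 5.15, standard error 0.73, edgeR FDR = 4.1e-05). Among the macrophage markers, *Itgax* rose from 0.251 ± 0.161 to 22.5 ± 8.01 CPM (log2 fold change 6.54, standard error 0.46, edgeR FDR = 9.3e-08) and *Plac8* from 3.99 ± 1.20 to 36.1 ± 4.02 CPM (log2 fold change 3.27, standard error 0.34, edgeR FDR = 2.9e-06). *C1qa* went from 12.8 ± 1.15 to 15.3 ± 1.02 CPM, a log2 fold change of 0.34 that was not past the FDR threshold (standard error 0.15, edgeR FDR = 0.064), although each P5 library lay above each E18.5 library. It reached 26.4 ± 6.17 CPM at P8, 1.11 above E18.5 on the log2 scale (edgeR FDR = 2.8e-05).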

Concordantly, in our datasets, the expression of *Ncapd2* decreases at birth, whereas the expression of all these other immune cell markers increases at birth. Of note, all these expression changes on lineage-specific markers are concordant with those identified in previously published datasets of gene expression during mouse lung development (LungMAP Consortium, www.lungmap.net and http://lungdevelopment.jax.org/) (Beauchemin et al, 2016; Guo et al, 2019). Thus, this analysis supports that the obtained RNAseq datasets are of good quality.

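Of the 15 lineage markers, 13 rose and 2 fell from E18.5 to P5. When the p-values were adjusted over all 15994 genes tested, 14 of the 15 were past both cutoffs, and adjusted over the list alone, all 15 were under an FDR of 0.05, with the largest edgeR FDR = 0.046. With each library left out in turn, 13 or 14 of the 15 stayed past both cutoffs. From these changes and from their direction in published datasets of the developing lung, the paper reasons that its RNAseq datasets are of good quality.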

To identify AS events that change during lung development, we used the Vertebrate AS database (VastDB) and Vertebrate AS Transcription Tools (VAST-TOOLS) (Irimia et al, 2014; Tapial et al, 2017). We evaluated DAS between each pair of the above-mentioned perinatal time-points. 

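From the reads of the same 12 libraries, the authors computed the percent spliced in (PSI) of each AS event with VAST-TOOLS, and deposited it with the reads behind it for 661162 events. PSI is the percentage of the reads of an event that include the alternative sequence (the exon, the retained intron or the alternative part of an exon). An event was tested here when its PSI was known and its coverage score was above the lowest in every library, with fewer than 3 libraries under 10 reads, which 331318 events passed. These events had a median of 119 corrected reads per event and library. The reads of an event in a library set how precisely its PSI is known, and intervals from them cover counting error only. For each comparison, the minimum value (MV) of the PSI difference was recomputed as VAST-TOOLS diff does, from Beta distributions of the inclusion and exclusion reads of each library. An MV of 10% means that the difference is at least 10 percentage points with a probability of 0.95, and such events were called DAS events. The libraries of the 2 time-points were matched by replicate number, because this matching gave the MV of Table S1 to within 1 percentage point for 99.6% to 100% of its 460 events in each comparison. The replicate numbers link no samples between time-points, so MV over all 9 pairs of libraries of a comparison was computed beside it. On simulated reads for 4000 events, of which 200 changed by 30 percentage points, the MV with matched numbers called 141 of the 200 and no unchanged event, and over all pairs it called 139. The starting PSI values and their spread between libraries were chosen for this simulation. With far fewer events than the 331318 tested, it sets no limit on the false calls in these data. The deposited PSI values are listed by VastDB event, and the gene of an event was taken from Tables S3, S4 and S10.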

We obtained 460 DAS events associated with 355 genes (Table S1) that showed a statistically significant variation in at least one of the pairwise comparisons (|ΔPSI| ≥ 10%, confidence interval of 95%). 

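Over the 6 comparisons, 452 events had an MV of at least 10% in at least 1 comparison, and 439 of them are among the paper's 460. Tables S3 and S4 pair 439 of the 452 events with a gene, which gives 339 genes. There were 35 DAS events from E15.5 to E18.5 and 16 from P5 to P8, beside 165 from E18.5 to P5, 213 from E15.5 to P5, 213 from E15.5 to P8 and 170 from E18.5 to P8. The 452 events were 263 alternative exons, 99 retained introns, 45 alternative 3′ splice sites and 45 alternative 5′ splice sites. The median number of reads per event and library was 142 in the DAS events, and the lowest was 14. Of the other tests and settings, a quasi-binomial model was used, counting only events with a PSI change of at least 10 percentage points. It gave 0 such events past an adjusted p of 0.05 in each comparison, and 345 to 1192 at an unadjusted p under 0.05. In simulated reads it called 0 of 200 changes of 30 percentage points. The MV threshold also moved the count, with 1163 events at an MV of at least 5% and 101 at an MV of at least 20%. Over all 9 pairs of libraries 346 events were called in at least 1 comparison, with 15 from E15.5 to E18.5, 148 from E18.5 to P5 and 10 from P5 to P8. When the libraries of these comparisons were split into other groups, the largest split gave 15, 9 and 11 events in the same order. From E15.5 to E18.5 and from P5 to P8, the time-points thus gave no more events than another grouping of the same libraries.

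**Figure D1:**
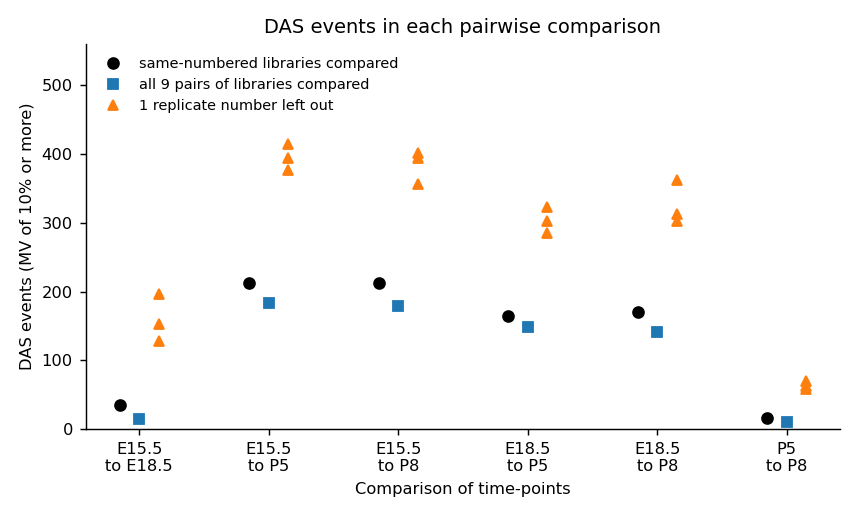
DAS events (MV of 10% or more, vertical axis) in each of the 6 pairwise comparisons (horizontal axis). Circles are the events called with libraries matched by replicate number, squares the events called over all 9 pairs of libraries, and triangles the events called with 1 replicate number left out, and within each of these 3 settings the comparisons of an embryonic with a postnatal time-point have more events than the other comparisons.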

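Past both cutoffs were 487 genes from E15.5 to E18.5 (254 higher and 233 lower at E18.5), 4289 from E18.5 to P5 (2795 higher and 1494 lower at P5) and 474 from P5 to P8 (460 higher and 14 lower at P8). Between the time-points that are not adjacent, 5092 genes were past them from E15.5 to P5, 5174 from E15.5 to P8 and 4643 from E18.5 to P8. In at least 1 comparison 6462 genes were called, beside the 6637 genes of the paper's Table S2, of which 1903 could be read here. The fold change cutoff moved these counts most, and at an FDR under 0.05 alone 3441, 11369 and 2872 genes were called in the 3 comparisons of adjacent time-points. Single libraries also moved the smaller counts, to 284 genes from E15.5 to E18.5 without E18.5 replicate 2, to 198 from P5 to P8 without P8 replicate 2 and to 682 without P8 replicate 3. The genes lower at E18.5 than at E15.5 numbered 129 without E15.5 replicate 2 and 110 without E18.5 replicate 2. Without E15.5 replicate 3, the balance turned to 248 higher and 324 lower. From P5 to P8, 38 genes in place of 14 were lower without P8 replicate 3. Among the genes with at least 10 CPM on average, the largest increases from E18.5 to P5 were in *Scgb1a1* (log2 fold change 8.17, standard error 0.11, edgeR FDR = 3.3e-13), *Scgb3a1* (8.06, standard error 1.13, edgeR FDR = 3.6e-05) and *Sftpd*. *Scgb3a1* differed between the P5 libraries, at 8.82, 148 and 82.0 CPM. The largest decreases were in the embryonic globin gene *Hbb-y* (-7.72, standard error 0.48, edgeR FDR = 3.7e-08), whose reads the counting could have split with other globin genes, *Cym* (-6.85, standard error 0.35, edgeR FDR = 8.0e-09) and *Adamts18* (-5.66, standard error 0.17, edgeR FDR = 2.9e-10).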

Because variations in gene expression levels can affect the accuracy with which AS can be detected and quantified (Gardina et al, 2006), we excluded from subsequent analysis all AS events associated with genes that undergo statistically significant changes in gene expression (log_2_FC > 1 and FDR < 0.05) in the same pairwise comparison (Table S2). 

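Of the 439 DAS events with a gene, 365 in 284 genes were called in at least 1 comparison in which their gene was not differentially expressed. The other 74 events, in 58 genes, were called only in comparisons in which their gene was differentially expressed. Of the 365 events, 354 are among the paper's 371. The expression cutoffs decide this number, and with an FDR under 0.05 alone as the criterion of differential expression 159 events remained.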

From this filtering, we obtained 371 DAS events associated with 295 genes (Table S3). 

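From E18.5 to P5, 24 of 131 genes with a DAS event (18.3%, 95% Wilson interval 12.6 to 25.8) were also differentially expressed, beside 26.8% of all 15994 genes tested. The same share was 8.70% from E15.5 to E18.5 (2 of 23 genes), 24.0% from E15.5 to P5 (41 of 171 genes), 26.3% from E15.5 to P8 (44 of 167 genes) and 22.7% from E18.5 to P8 (29 of 128 genes), and 0 of 9 genes from P5 to P8, where 9 genes allow a share of up to 29.9%. Of all genes tested, 3.04%, 31.8%, 32.3% and 29.0% were differentially expressed in these 4 comparisons and 2.96% from P5 to P8.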

Remarkably, only a minority of genes associated with DAS events undergoes changes in gene expression in the same comparison (Fig 1B and Table S4). In addition, we found that most of the genes that undergo DAS are expressed at high levels (80%), as compared with the distribution of all expressed genes (∼50%) (Fig 1C). Thus, these results suggest that most alterations in AS are independent of changes in gene expression levels of those same genes. 

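The 16152 genes were placed in 4 bins of 4038 genes by their mean CPM over the 12 libraries, with the bins divided at 5.09, 21.9 and 57.0 CPM. Of 337 genes with a DAS event, 9 were in the low bin, 64 in the medium-low, 91 in the medium-high and 173 in the high bin. Thus 78.3% (95% Wilson interval 73.6 to 82.4) lay in the upper 2 bins, which hold 50% of all genes (odds ratio 3.70, Fisher's exact test, two-sided, p = 5.0e-27). When genes were placed by their CPM at 1 time-point, the share was 81.3% at E15.5, 79.8% at E18.5, 76.6% at P5 and 77.4% at P8. The background of 16152 genes includes genes with no event that passed the coverage rule, since the deposited PSI values do not pair such events with genes. Among events with a large observed change, the share that was called also rose with the reads of the event. The MV is computed from these reads, and with few reads an observed change can be counting error. These shares are therefore not the chance of detecting a real change. The tested events were placed in 4 groups of nearly equal size by their mean reads, and among events whose mean PSI changed by 20 percentage points or more from E18.5 to P5, 18 of 202 (8.91%) were called DAS events in the group with the fewest reads, 29 of 105 (27.6%) and 36 of 78 (46.2%) in the next groups, and 58 of 69 (84.1%) in the group with the most reads.

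**Figure D2:**
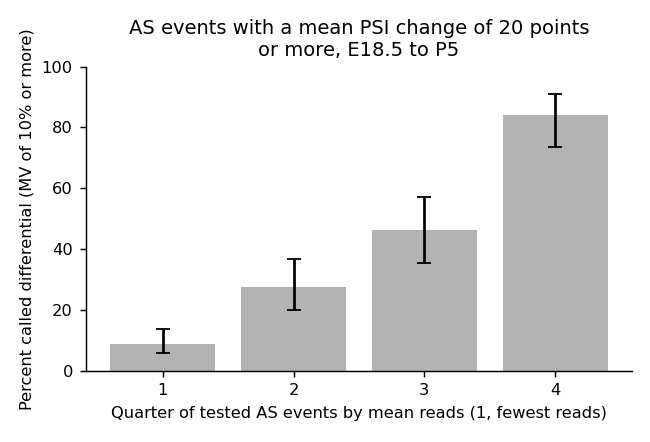
Percentage of AS events with a mean PSI change of at least 20 percentage points from E18.5 to P5 that were called DAS events (vertical axis), by group of mean reads per event (horizontal axis, 1 is the group with the fewest reads). Error bars are 95% Wilson intervals, and the bars rise from 8.91% to 84.1%.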

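Set against all genes tested, the odds ratio of differential expression for genes with a DAS event was 0.61 from E18.5 to P5, 0.673 from E15.5 to P5, 0.746 from E15.5 to P8, 0.714 from E18.5 to P8 and 3.04 from E15.5 to E18.5. None of the 6 comparisons passed an adjusted p of 0.05 (Fisher's exact test, two-sided, Benjamini-Hochberg over the 6 comparisons, adjusted p = 0.087, 0.087, 0.18, 0.18 and 0.19 in the same order, and 1 from P5 to P8), and the unadjusted p was under 0.05 in 2, at 0.029 from E18.5 to P5 and 0.026 from E15.5 to P5. With the DAS events called over all 9 pairs of libraries, 1 comparison passed, E15.5 to P8, with an odds ratio of 0.564 (Benjamini-Hochberg adjusted p = 0.033 from the same Fisher's exact test, and 0.26 to 1 in the other 5). At an MV of at least 20%, the odds ratio turned to 1.43 from E18.5 to P5, 1.19 from E15.5 to P5 and 1.08 from E18.5 to P8. This setting was chosen after seeing the data, and none of the 6 comparisons passed in it (adjusted p of 0.36 to 1 from the same Fisher's exact test, with none under 0.05 unadjusted). With an FDR under 0.05 alone as the criterion of differential expression, the odds ratio turned to 1.16 from E18.5 to P5, and 97 of the 131 genes (74.0%) were differentially expressed. From the minority of genes that change in both, and from the expression level of the genes with DAS events, the paper proposes that most AS changes are independent of changes in the expression of the same genes.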

To validate these AS changes identified in our RNAseq datasets, we performed RT-PCR on a subset of these events using independent RNA samples from mouse lungs at E18.5 and P5 (Fig S1C). 

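In the RNAseq libraries, all 20 of the events chosen for RT-PCR were DAS events from E18.5 to P5, with 14 higher and 6 lower in PSI at P5. Their mean absolute PSI change (ΔPSI) ranged from 16.8 to 58.5 percentage points with a median of 33.1. The study chose these events as DAS events in these same libraries, so the differences are no independent test of them. The largest change was in the *Col13a1* exon, from 25.8% ± 0.983 (SD, n = 3) to 84.3% ± 0.604, and the smallest in the *Pecam1* exon, from 69.5% ± 3.81 to 86.3% ± 1.61. The largest decrease among the 20 was in *Macf1*, from 67.1% ± 13.5 to 29.9% ± 2.34, and the *Polr2b* intron rose from 2.48% ± 1.14 to 35.9% ± 3.64. Over all 9 pairs of libraries, 19 of the 20 were called, and the *Nexn* intron (56.6% ± 5.03 to 36.8% ± 4.12) had an MV of -9%. The RT-PCR measurements were made on other RNA samples and are not analysed here.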

We were able to validate 18/20 of the AS changes analysed (on two of them only one splicing variant could be detected) and found a strong correlation between the ΔPSI values obtained by the two methods (Fig S1D).

Table S1 Differentially alternative splicing events in at least one pairwise comparison between time-points, as calculated by Vast diff (|ΔPSI| > 10%, confidence interval 95%).

Table S2 Differentially expressed genes in at least one pairwise comparison between time-points, as calculated by EdgeR (|log_2_FC| > 1, FDR < 0.05).

Table S3 Differentially alternative splicing events in at least one pairwise comparison between time-points associated with non-differentially expressed genes in the same comparison.

Table S4 Differentially alternative splicing events in at least one pairwise comparison between time-points associated with differentially expressed genes in the same comparison.

Next, we explored the dynamics of DAS during lung development. We performed K-means clustering of DAS events that occur in non-differentially expressed genes (Fig 1D), specifying the optimal number of clusters to 2, as determined by the average silhouette width method (Fig S1E). Remarkably, clustering of AS events segregated them between embryonic and postnatal stages. 

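K-means clustering (K = 2, Spearman correlation) of the 365 DAS events in genes that were not differentially expressed placed 151 events in the cluster that falls and 214 in the cluster that rises after birth, and 347 of the 354 events also in Table S5 were placed as there. In the falling cluster, the median PSI per library was 61.7% ± 1.63 (SD, n = 3) at E15.5, 58.5% ± 1.74 at E18.5, 40.9% ± 0.960 at P5 and 39.0% ± 0.686 at P8. In the rising cluster, it was 32.3% ± 2.41, 36.4% ± 0.209, 57.7% ± 1.05 and 59.1% ± 1.95 at these time-points. The median absolute PSI change per event was 7.76 percentage points from E15.5 to E18.5, 18.9 from E18.5 to P5 and 6.23 from P5 to P8. The largest of the 3 changes fell between E18.5 and P5 in 244 of the 365 events (66.8%), in 93 of 151 in the falling and 151 of 214 in the rising cluster, and between E15.5 and E18.5 in 84 and between P5 and P8 in 37. In 169 of the 365 events, the 6 embryonic libraries did not overlap the 6 postnatal libraries. The events were selected for a difference between these same libraries, so no p-value is given. K-means on z-scores of logit PSI placed 363 of the 365 events in the same cluster, and with 1 event per gene 175 of 284 were in the rising cluster.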

Cluster 1 contains AS events whose percent spliced in (PSI) values decrease postnatally, and cluster 2 contains AS events whose PSI values increase postnatally (Fig 1D and E and Table S5), with most of the AS changes detected occurring between E18.5 and P5. 

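Complete-linkage hierarchical clustering of the 365 events, also on Spearman correlation and divided into 2 groups, gave 139 events that fall and 226 that rise after birth. It placed 345 of the 365 events as K-means did.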

A complementary analysis using hierarchical clustering of these DAS events identifies this same trend (Fig S1F). This result suggests that adaptation to breathing (embryonic-to-postnatal transition) involves a comprehensive program of AS changes on a large number of genes, which might fine-tune their activity in a gene expression-independent manner.

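The interval between E18.5 and P5 can also be set beside the other intervals over events that were not selected for a difference. Over the 14034 tested events with a mean PSI between 5% and 95%, the median absolute PSI change was 3.80 percentage points from E15.5 to E18.5, 4.23 from E18.5 to P5 and 3.18 from P5 to P8. The PSI changed by at least 10 percentage points in 2071 (14.8%), 2509 (17.9%) and 1417 (10.1%) of these events in the same order. Low read numbers add to these changes in each interval. The interval from E18.5 to P5 is also longer than the others, so these values are no rates per day and do not place the changes at birth. The same limit applies to the changes by interval in the clusters and to the numbers of DAS events. From the clusters and from the share of changes between E18.5 and P5, the paper proposes that the adaptation to breathing involves a program of AS changes in a large number of genes.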

Table S5 Differentially alternative splicing events occurring in non-differentially expressed genes included in each kinetic cluster from K-means clustering and associated PSIs for each time-point.

To understand which pathways are associated with changes in AS during the embryonic-to-postnatal transition, we performed KEGG pathway analysis on the DAS events occurring in non-differentially expressed genes. 

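The *Afdn* exon rose from 45.3% ± 7.64 (SD, n = 3) at E18.5 to 87.8% ± 2.07 at P5 with an MV of 28%. The *Ctnnd1* exon went from 45.1% ± 1.05 at E15.5 to 60.1% ± 0.495 at P5 (MV 10%) and the *Baiap2* exon from 8.49% ± 3.31 to 33.0% ± 5.05 (MV 14%), and neither was called from E18.5 to P5 (MV 6% and 0%). For *Magi1*, an alternative 3′ splice site rose from 53.4% ± 10.2 at E15.5 to 90.3% ± 5.98 at P8 (MV 21%). The *Patj* exon had an MV of 11% from E18.5 to P5 (49.7% ± 17.9 to 90.9% ± 15.8), which was 1% over all 9 pairs of libraries. The *Amotl1* events, a linked pair of alternative 5′ splice sites, were called from P5 to P8 (MV 14% and -14%), with PSI of 40.6%, 0% and 30.6% at P5 and 62.0%, 39.2% and 66.9% at P8 for 1 of the sites, and an MV of 0% over all 9 pairs. The *Tead1* exon rose from 16.7% ± 14.6 at E15.5 to 63.2% ± 8.46 at P5 (MV 27%) and the *Yap1* exon from 25.4% ± 1.09 at E15.5 to 43.5% ± 1.48 at P8 (MV 11%). The *Llgl2* exon went from 69.6% ± 5.81 at E18.5 to 90.5% ± 3.01 at P8 with an MV of 9%, and its MV was not above 9% in any comparison with all replicates. The KEGG enrichment itself is not analysed here, because the deposited PSI values do not pair every tested event with a gene.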

Enriched terms reveal that AS occurs in genes that are associated with adherens junctions (such as *Afdn*, *Ctnnd1*, and *Baiap2*), tight junctions (such as *Magi1*, *Patj*, and *Amotl1*), and HIPPO signaling pathway (such as *Yap1*, *Tead1*, and *Llgl2*) (Fig 1F and Table S6). 

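From E18.5 to P5, the 165 DAS events were 114 alternative exons (75 higher and 39 lower in PSI at P5) of 97665 tested, 32 retained introns (23 higher and 9 lower) of 97088 tested, 8 alternative 3′ splice sites (4 and 4) of 80157 tested and 11 alternative 5′ splice sites (4 and 7) of 56408 tested. No difference in the share of events that rose was detected between retained introns and the other types (odds ratio 1.54, Fisher's exact test, two-sided, p = 0.41). After the *Col13a1* exon (MV 52%), the largest increases were in the exons of *Prickle1*, from 15.1% ± 1.01 (SD, n = 3) to 75.1% ± 4.79 (MV 44%), and *Aspn*, from 29.7% ± 12.7 to 85.1% ± 3.51 (MV 44%). Another *Aspn* exon was tied with these at an MV of 44%, from 30.3% ± 10.4 to 86.25% ± 1.86. The largest decreases were in a *Fn1* exon, from 61.7% ± 7.98 to 12.3% ± 1.64 (MV -36%), a *Glipr1* intron, from 95.9% ± 2.19 to 46.4% ± 7.36 (MV -35%), and an *Arhgef2* exon, from 72.3% ± 5.24 to 25.4% ± 1.86 (MV -35%). In each of these events, the MV over all 9 pairs lay within 4 percentage points of the MV given.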

In sum, our results show that significant AS changes occur in the developing mouse lung during the embryonic-to-postnatal transition, between E18.5 and P5. These changes occur in genes involved in cell–cell adhesion complexes and a signaling pathway known to mediate intercellular communication during lung development.

Table S6 Enriched KEGG pathway terms for differentially alternative splicing events occurring in non-differentially expressed genes.

### In silico analysis identifies RNA-binding protein (RBP) candidates for regulation of AS during lung development

The fact that most DAS occur between E18.5 and P5 suggests that these AS events may be regulated by a common regulatory mechanism. AS changes are often driven by changes in the levels of (RBPs) (Grosso et al, 2008; Baralle & Giudice, 2017). Thus, we sought to identify RBPs that could regulate the AS changes in lungs. We started by searching for motif enrichment/depletion on DAS events between E18.5 and P5 occurring in non-differentially expressed genes. We tested 250-nt sequences flanking the splice sites of all regulated splicing events (intronic and exonic) against all RBPs in the CISBP-RNA database (Ray et al, 2013) using Matt (Gohr & Irimia, 2019). For exon skipping events, we found a significant result (either enrichment or depletion) for 49 motifs, corresponding to 39 RBPs, whereas for intron retention events, we found 64 motifs corresponding to 45 RBPs (Fig 2A and Table S7). We then focused on RBPs that change their expression during development. From the 363 mouse RBPs listed on the CISBP-RNA database, we filtered those that undergo differential gene expression between E18.5 and P5. We identified 47 RBPs fulfilling this condition, 11 of which increased in expression and 36 decreased in expression from E18.5 to P5 (Fig 2B and Table S8). 

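All 47 RBPs of Table S8 were past both cutoffs from E18.5 to P5, with 11 higher and 36 lower at P5, and their log2 fold changes differed from those of Table S8 by at most 0.0049. Of the 47, 11 were under 5 CPM at both time-points. Several RBPs lay near the fold change cutoff, and 40 to 47 stayed past it with each library left out in turn, with the fewest without E18.5 replicate 3. The study chose the list on these same libraries.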

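*Hnrnpa1* was at 874 ± 62.1 CPM (SD, n = 3) at E18.5 and 341 ± 23.5 CPM at P5, a log2 fold change of -1.27 (standard error 0.066, edgeR FDR = 9.3e-09). Reads of *Hnrnpa1* that also match its pseudogenes could have been split or left out by the authors' counting. *Cpeb4* rose from 24.1 ± 3.00 to 56.4 ± 1.75 CPM (log2 fold change 1.31, standard error 0.14, edgeR FDR = 3.2e-06). *Elavl2* was expressed at a much lower level, 2.03 ± 0.586 CPM at E18.5 and 0.946 ± 0.272 CPM at P5, with a log2 fold change of -1.02 (standard error 0.28, edgeR FDR = 0.0059). Its fold change fell short of the cutoff when single libraries were left out, at -0.82 without E18.5 replicate 3, -0.88 without P5 replicate 1, -0.96 without P5 replicate 2 and -0.99 without E18.5 replicate 2. It also fell short with all libraries kept, at -0.99, when only genes with at least 10 counts in every library were tested. The motif enrichment itself is not analysed here.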

Remarkably, only 3 of 47 RBPs exhibit both a significant enrichment of their motifs and differential gene expression between E18.5 and P5: *Hnrnpa1* (down-regulated), *Cpeb4* (up-regulated), and *Elavl2* (down-regulated) (Fig 2C and D and Table S9). Our results show that included exons have more motifs for the up-regulated *Cpeb4* and for the down-regulated *Elavl2*, whereas retained introns have more motifs for the down-regulated *Hnrnpa1* (Fig 2E). Of note, we could validate the binding of hnRNP A1 to OGT intron 4 and its conservation in human cells using CLIP-seq profiles (Fig S2A), supporting the possibility that the binding events identified may indeed occur in cells. These results position Cpeb4, Elavl2/HuB, and hnRNP A1 as strong candidate RBPs for the regulation of the exon skipping and intron retention events detected in the mouse lungs on the embryonic to postnatal transition. Next, we re-analyzed the AS events that are associated with differentially expressed genes and searched for AS events enriched in Cpeb4, Elavl2/HuB, and hnRNP A1 binding motifs. Of 89 AS events, associated with 59 genes, we identified 21 AS events containing one or more of these binding motifs (Table S10), including genes such as *Abr*, *Aspn*, and *Vegfa*, which has previously been associated with lung development and/or pathology (Yamamoto et al, 2007; Yu et al, 2012; Tian et al, 2019; Ellis et al, 2020). 

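In all, 100 events were called in at least 1 comparison in which their gene was differentially expressed, and 73 of them are among the 89 of the paper's Table S4. Of the 100, 74 were called only in such comparisons, and 26 were also called where their gene was not differentially expressed. *Aspn* changed from 33.5 ± 5.93 CPM (SD, n = 3) at E18.5 to 213 ± 29.9 CPM at P5 (log2 fold change 2.75, standard error 0.15, edgeR FDR = 1.6e-08). It has 7 DAS events, all alternative exons, whose MV from E18.5 to P5 lay between 34% and 44%. For *Abr*, the exon that Table S10 lists went from 55.6% ± 3.75 to 84.1% ± 4.80 (MV 12%), and it was left out of the tested events by the coverage score. *Abr* itself was at 79.3 ± 1.50 CPM at E18.5 and 84.7 ± 2.22 CPM at P5, a log2 fold change of 0.18 (standard error 0.056, edgeR FDR = 0.011).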

In conclusion, we found a comprehensive and specific AS signature and potential AS regulators involved in the embryonic to postnatal transition.

**Figure 2.**
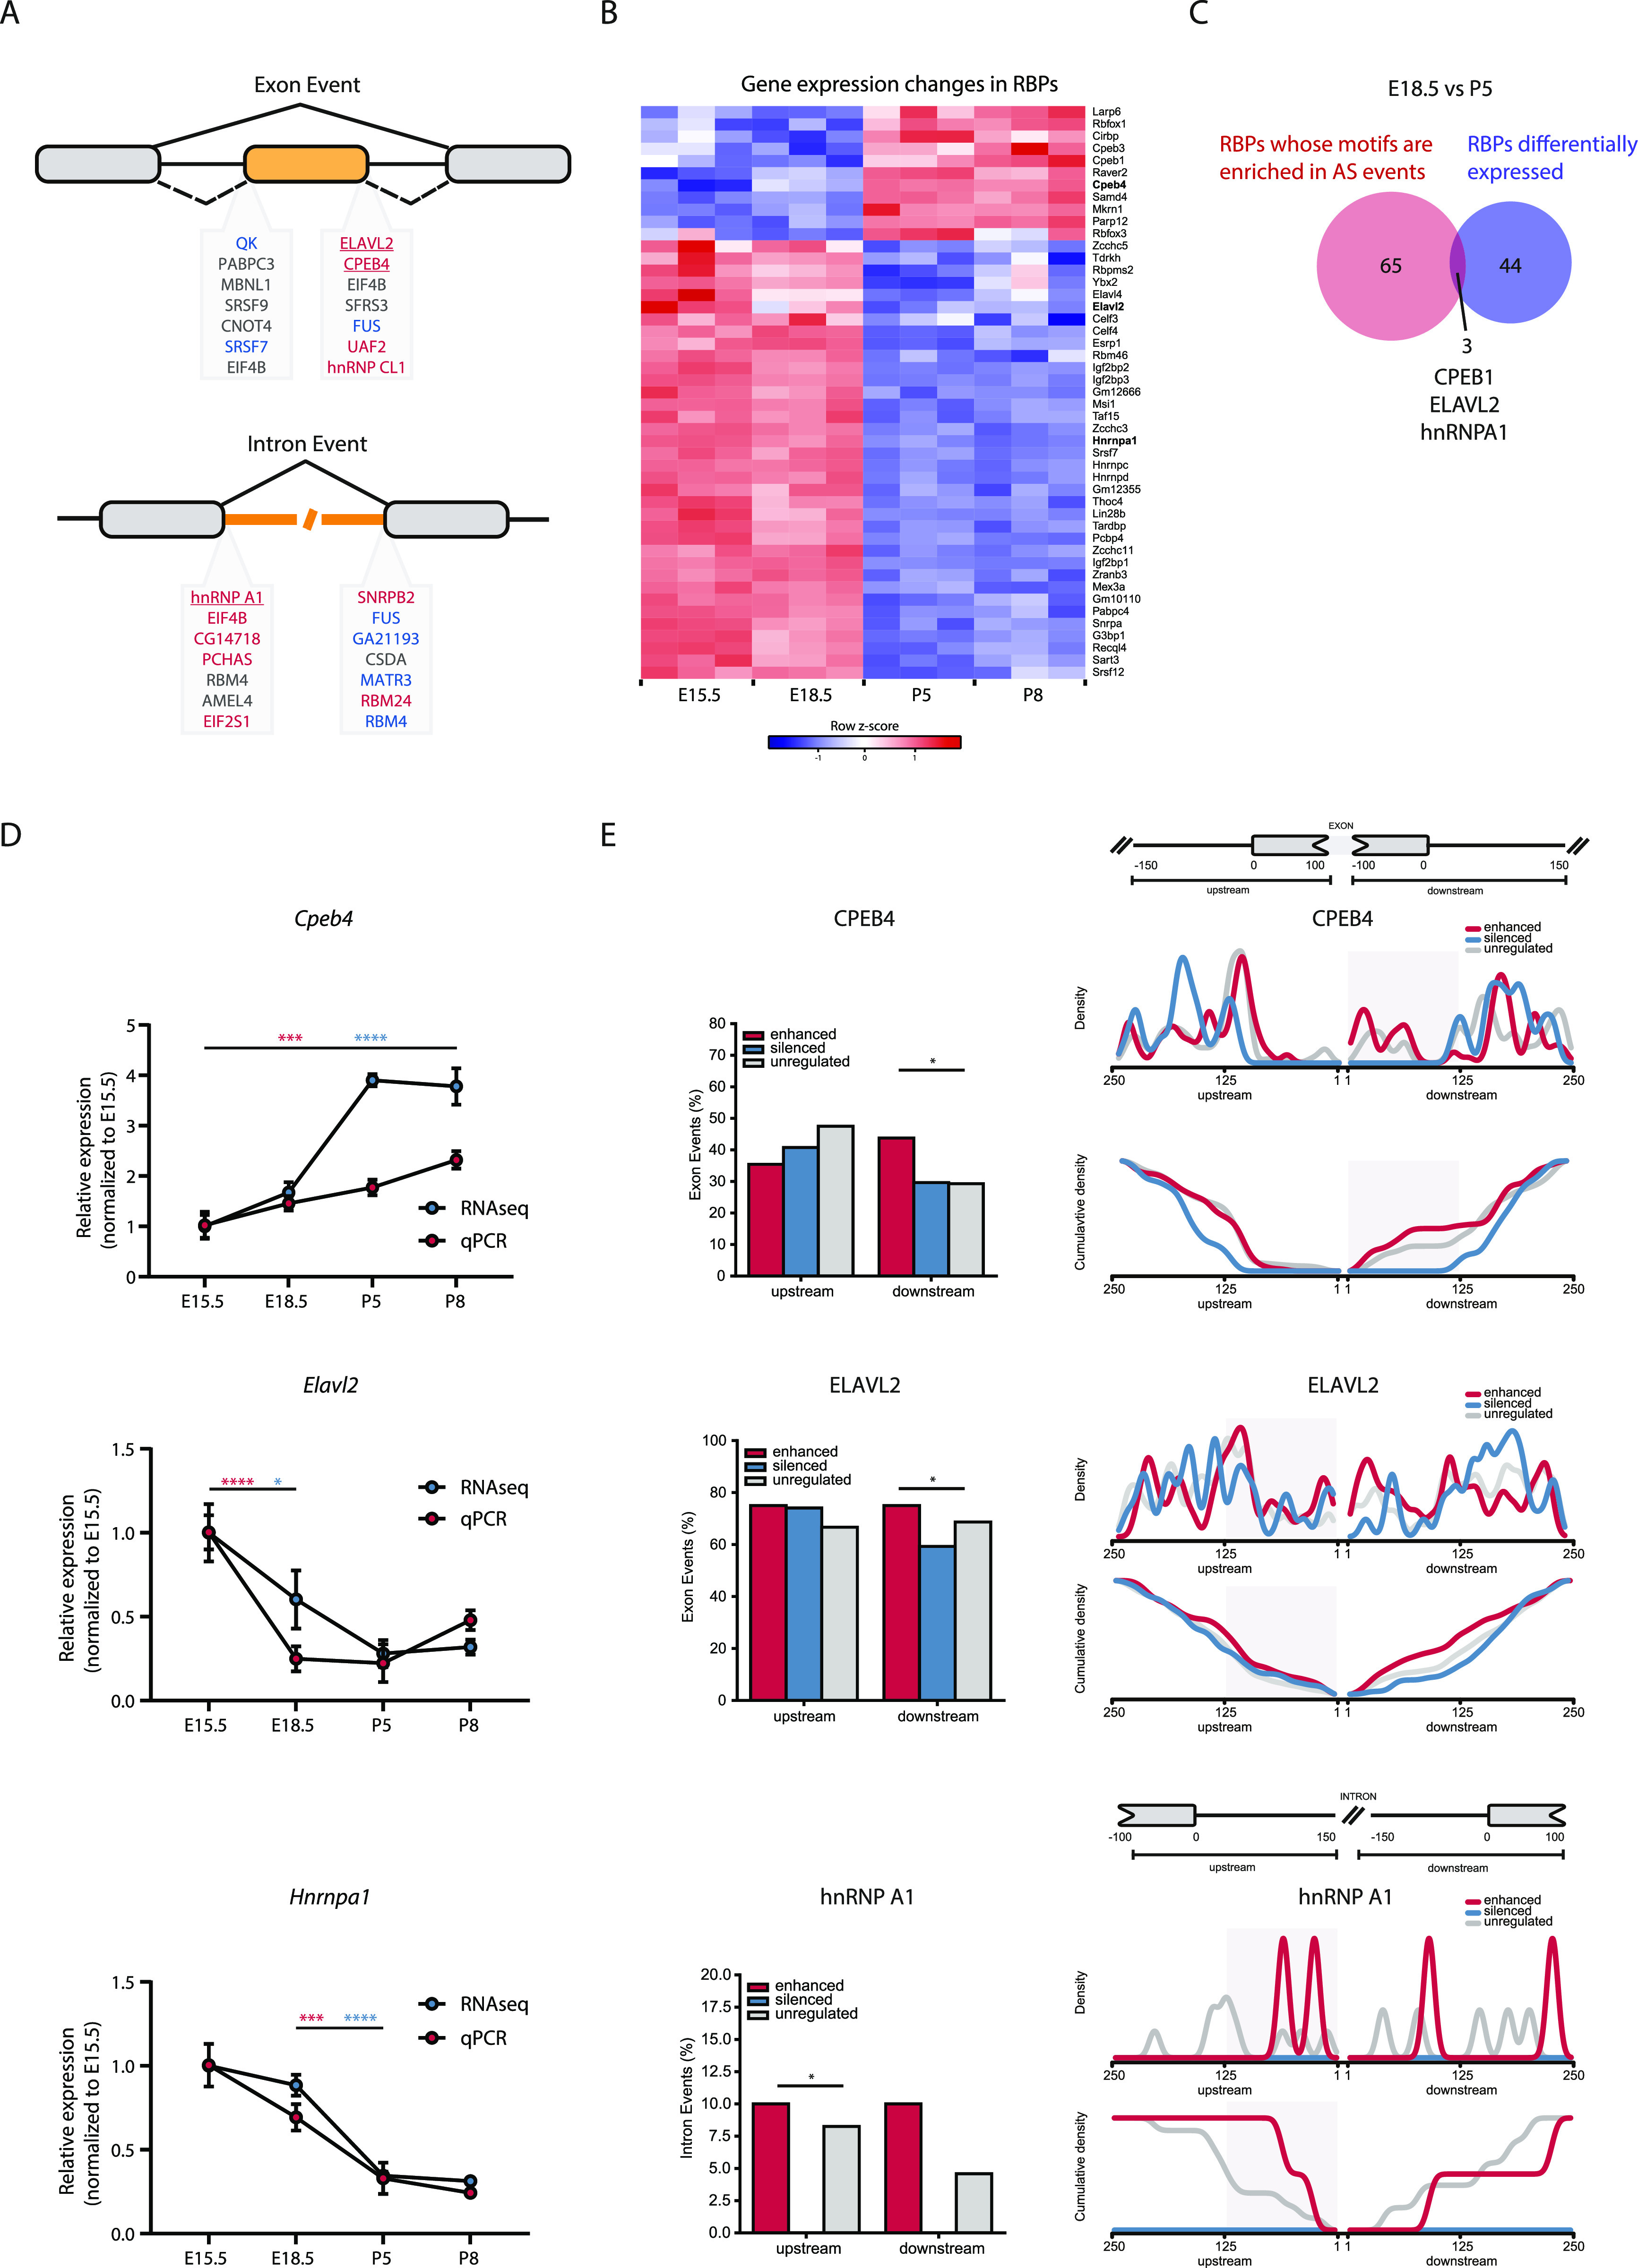
Candidate RNA-binding proteins (RBPs) for the regulation of differential alternative splicing (DAS) between E18.5 and P5. **(A)** RBPs whose motifs are enriched in DAS events occurring in non-differentially expressed genes between E18.5 and P5. Red, enrichment in enhanced versus unregulated. Blue, enrichment in silenced versus unregulated. Gray, depletion in silenced/enhanced versus unregulated. Bold and underlined, RBPs whose motifs are enriched and that undergo differential gene expression between E18.5 and P5. **(B)** Heat map representing gene expression changes of RBPs that undergo differential gene expression between E18.5 and P5 and whose motifs were enriched in the alternative splicing events. Blue and red represent decreased and increased gene expression, respectively, relative to the mean of each gene across the time course (row z-score calculated from log_2_ [CPMs + 1]). **(C)** Venn diagram representing the overlap between the RBPs with enriched motifs in DAS events occurring in non-differentially expressed genes between E18.5 and P5 and those that undergo differential gene expression genes between E18.5 and P5. **(D)** Expression changes of *Cpeb4*, *Elavl2*, and *Hnrnpa1* on bulk lungs at different developmental time-points analysed by RNAseq (blue) and RT-qPCR (red). N = 3 for each time-point. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(E)** Left: Bar plots show the relative number of events with at least one motif hit for each RBP normalized by the total number of respective events. Right: Density plots and cumulative density plots show the positional distribution of each RBP binding motif in regulated events against a background of unregulated events. These show where the motifs are more concentrated, and thus where the enrichment test was more significant (shaded area). Statistical significance was calculated using Matt *test_regexp_enrich* (*P* < 0.01).

Table S7 RNA-binding motifs enriched in differentially alternative splicing events occurring in non-differentially expressed genes between E18.5 and P5.

Table S8 RNA-binding proteins identified to undergo differential gene expression between E18.5 and P5.

Table S9 Differentially alternative splicing events between E18.5 and P5 that do not undergo differential gene expression in this same time interval (DAS_nonDEG) with enriched motifs for each differentially expressed RNA-binding protein.

**Figure S2.**
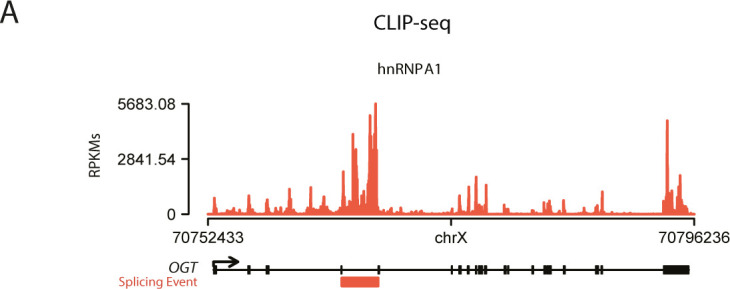
Conserved binding of hnRNP A1 on human cells. **(A)** CLIP-seq signals of hnRNPA1 at the genomic of the OGT represented as reads per kilobase million. The alternative splicing event is indicated in orange.

Table S10 Differentially alternative splicing events between E18.5 and P5 that undergo differential gene expression in this same time interval (DAS_DEG) with enriched motifs for each differentially expressed RNA-binding protein.

### Analysis of AS identifies a novel *Vegfa* isoform containing intron 5

Next, to further dissect DAS relevant for the transition between embryonic and postnatal time-points, we focused on *Vegfa* because it has been shown to be essential for lung development (Yamamoto et al, 2007; Ellis et al, 2020) by regulating blood vessel formation (Eichmann & Simons, 2012). Visual inspection of *Vegfa* RNAseq profile revealed an increase in the inclusion of *Vegfa* exon 6 and of intron 5 into processed mRNA transcripts from embryonic to postnatal time-points (Fig 3A). 

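In the GENCODE annotation of GRCm38, *Vegfa* lies on chromosome 17 from 46016993 to 46032369 on the minus strand, and the transcript with 8 exons spans 46018543 to 46032369. Exon 6 is the 72 nt from 46022277 to 46022348, between intron 5 (46022349 to 46024064, 1716 nt) and exon 7 (46020991 to 46021122, 132 nt), and exon 5 covers the 30 nt from 46024065 to 46024094. Read along the transcript, exon 5 is ACCAAAGAAAGACAGAACAAAGCCAGAAAA and exon 6 is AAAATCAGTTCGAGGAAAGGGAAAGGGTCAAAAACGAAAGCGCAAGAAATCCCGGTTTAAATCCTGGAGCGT. The exon 6 event was measured in all 12 libraries from reads over 3 junctions, those that join exon 6 to exon 5 and to exon 7 and the one that joins exon 5 to exon 7. The corrected reads of the event numbered between 179 and 1365 per library. The coverage of intron 5 is not analysed here.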

Whereas AS of *Vegfa* exon 6 has been previously described (Bowler & Oltean, 2019), the inclusion of intron 5 in *Vegfa* mature mRNA species has never been reported before. Thus, we characterized in more detail the existence of intron 5-containing isoforms. To identify which *Vegfa* isoform(s) contain(s) intron 5, we analysed RNA extracted from lungs at P5, a stage at which intron 5 retention was evident (Fig 3A). Specifically, from these RNA samples, we produced cDNA and performed end-point PCR amplification of the *Vegfa* intron 5-containing cDNA molecules. For that, we used primer pairs in which one primer anneals with intron 5 and the other anneals with the 5′UTR/exon 1 or with 3′UTR (Fig 3B). The size of the resulting PCR products and the fact that only one band per PCR reaction was obtained (Fig 3C), suggested that the *Vegfa* isoform containing intron 5 also contains all *Vegfa* exons from one to eight. We named this isoform *Vegfa i5*. The sequence of this newly identified isoform was further confirmed by Sanger sequencing of the amplified PCR products (Fig 3B, bottom panel).

**Figure 3.**
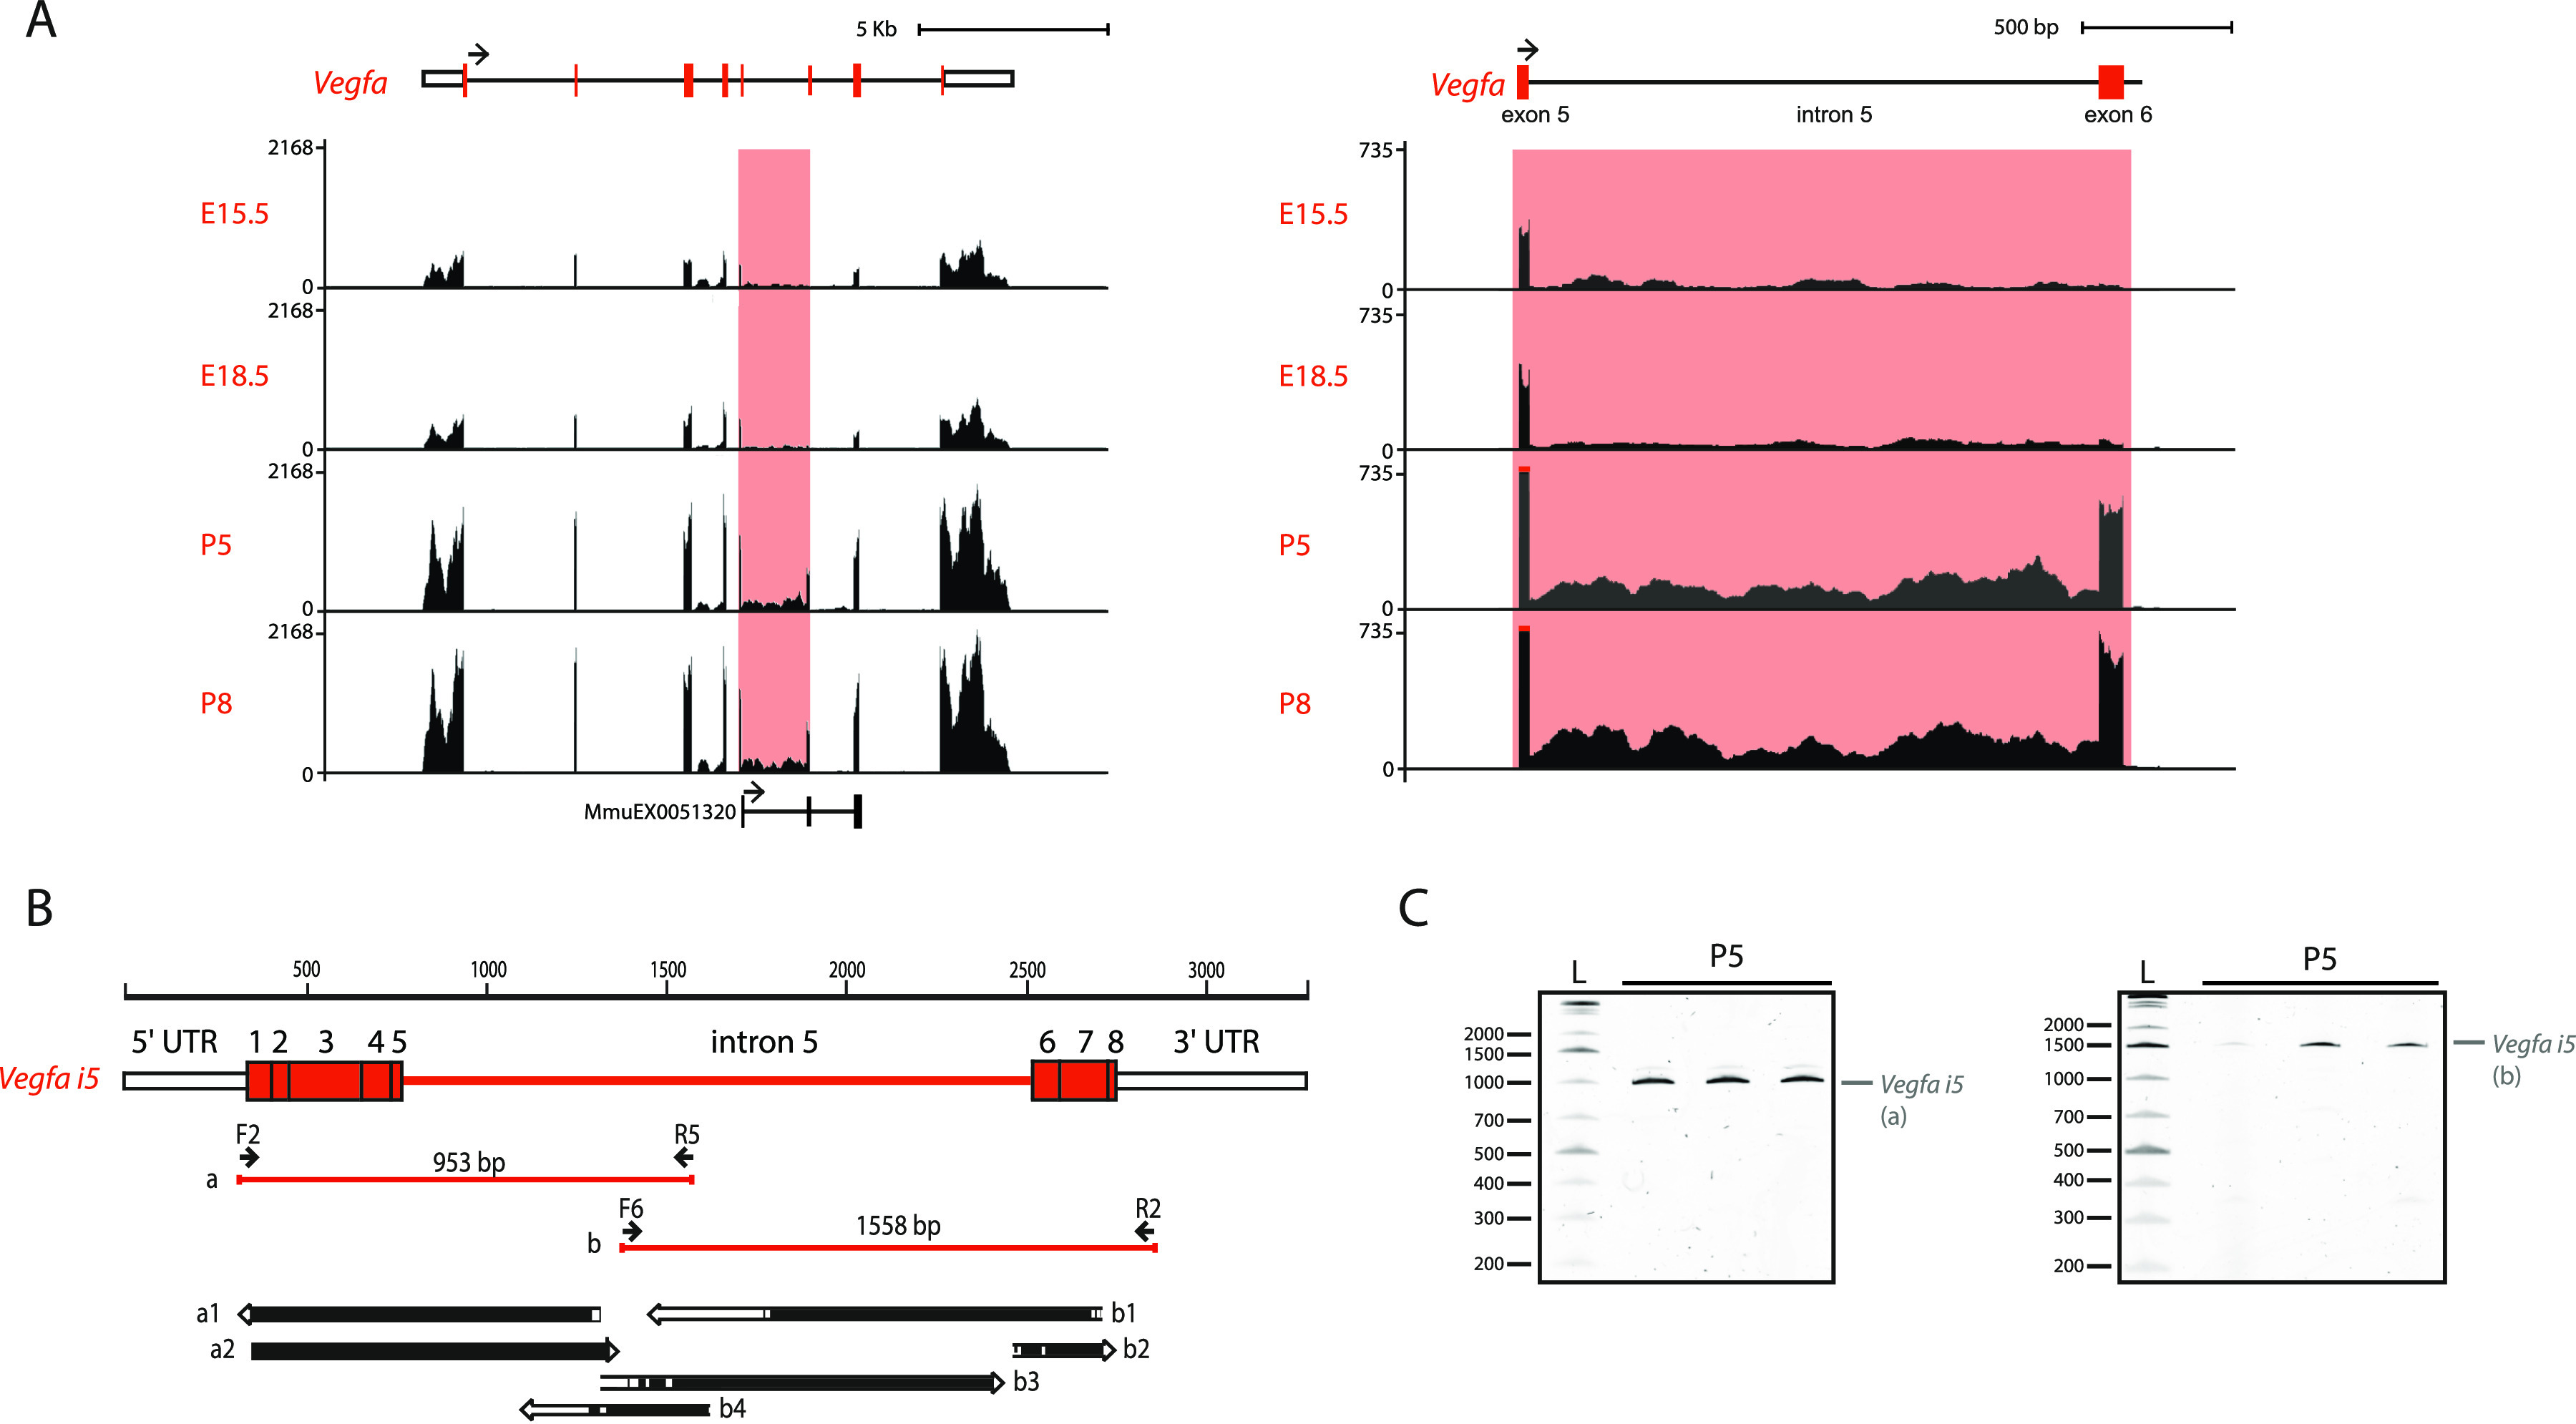
Identification of a novel *Vegfa* isoform – Vegfa *i5*. **(A)** Left: RNAseq profile of *Vegfa* from bulk lung at different developmental time-points. VAST-TOOLS tracks representing previously annotated alternative splicing events associated with *Vegfa*. Right: Higher magnification of the region containing intron 5 and exon 6. **(B)** Schematic representation of the identified *Vegfa i5* isoform. Primer pairs used and size of the respective end-point PCR amplicons obtained is indicated. The alignment of sequenced PCR products with the predicted *Vegfa i5* isoform is represented on the bottom panel. Black bars represent full alignment of the sequence, white bars indicate no alignment. Poor sequencing quality at the ends of the sequenced fragments justifies the predominance of non-aligned sequences in these regions. **(C)** TBE-urea PAGE gels of the *Vegfa i5* amplification products indicated in Fig 3B.

Interestingly, we predicted motif hits for all RBPs in the Catalog of Inferred Sequence Binding Preferences (CISBP-RNA) database along the Vegfa intron 5 sequence and found 19 matches that correspond to differentially expressed genes through development (Table S11). These include the RBPs above identified as candidate regulators of the AS changes, Elavl2/HuB, Cpeb4 and hnRNP A1, suggesting that these may also regulate *Vegfa i5* expression during mouse lung development. These results revealed that a previously unidentified *Vegfa* isoform, *Vegfa i5*, is expressed during lung development.

Table S11 RNA-binding proteins motifs enriched along *Vegfa* intron 5 sequence.

### *Vegfa* isoforms expression changes during lung development

To further identify which *Vegfa* isoforms, in addition to *Vegfa i5*, are expressed during lung development, we analysed the expression changes of the *Vegfa* isoforms previously annotated in ENSEMBL using Kallisto (Bray et al, 2016). Moreover, we manually annotated the newly identified *Vegfa i5* isoform on Kallisto index. We found that *Vegfa 120*, *164*, *188*, and *i5* are expressed during lung development and that all these isoforms increase in expression from embryonic to postnatal time-points (Fig 4A). This increase is concordant with the increase in total *Vegfa* expression levels in RNAseq during the perinatal period, from E18.5 to P5 (Fig S3A). 

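Total *Vegfa* (ENSMUSG00000023951) was at 105 ± 8.67 CPM at E15.5, 113 ± 19.6 at E18.5, 307 ± 32.7 at P5 and 353 ± 65.5 at P8 (SD, n = 3). The log2 fold change from E18.5 to P5 was 1.53 (standard error 0.14, edgeR FDR = 9.3e-07), and between 1.44 and 1.69 with each library left out in turn. From E15.5 to E18.5 and from P5 to P8, *Vegfa* changed by 0.11 and 0.18 on the log2 scale, neither past the FDR threshold (edgeR FDR = 0.61 and 0.38).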

Remarkably, the isoforms showing the most prominent increase are the ones containing exon 6: *Vegfa 188* and *i5* (absolute fold change from E18.5 to P5 of 7.06 and 4.18, respectively) (Fig 4A). Concordantly, the *Vegfa* Vast DB AS event undergoing changes is the inclusion of exon 6 (Fig S3B).

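The PSI of exon 6 was 14.0% ± 6.08 at E15.5, 9.44% ± 1.32 at E18.5, 45.6% ± 3.34 at P5 and 48.0% ± 1.69 at P8 (SD, n = 3). The shortest *Vegfa* isoform the paper names lacks exons 6 and 7, so it crosses none of the 3 junctions counted. This PSI is therefore not the share of all *Vegfa* transcripts that hold exon 6. The change from E18.5 to P5 was 36.2 percentage points with an MV of 30%, and the MV was 20% from E15.5 to P5, 25% from E15.5 to P8 and 33% from E18.5 to P8. Each P5 library lay above each E18.5 library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). From the raw junction reads, the change from E18.5 to P5 was 40.2 percentage points with an MV of 32%. At E15.5 the libraries were less alike, with a PSI of 17.5%, 17.5% and 6.97% (95% Wilson intervals 13.2 to 23.3, 12.8 to 23.5 and 3.88 to 11.4), and replicates 1 and 2 also had the highest levels of heart muscle genes. From P5 to P8 and from E15.5 to E18.5 exon 6 was not called (MV 0%).

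**Figure D3:**
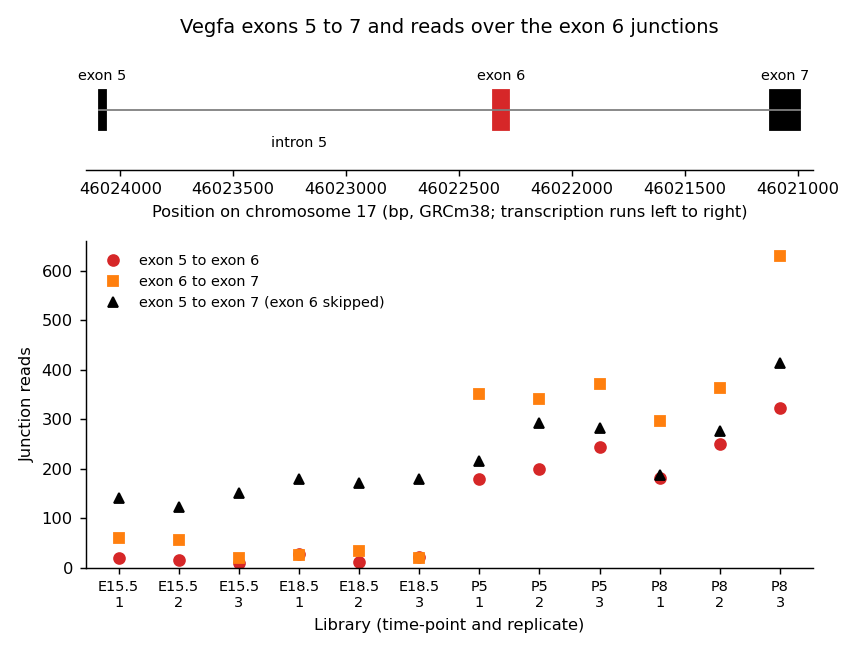
Top, exons 5 to 7 and intron 5 of *Vegfa* by position on chromosome 17 (GRCm38), drawn in the direction of transcription. Bottom, reads over the junctions of exon 6 with exon 5, of exon 6 with exon 7 and of exon 5 with exon 7 (vertical axis) in each of the 12 libraries (horizontal axis), where the reads that join exon 6 to exon 7 go from 19 to 60 in the embryonic libraries to 296 to 629 in the postnatal libraries.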

**Figure 4.**
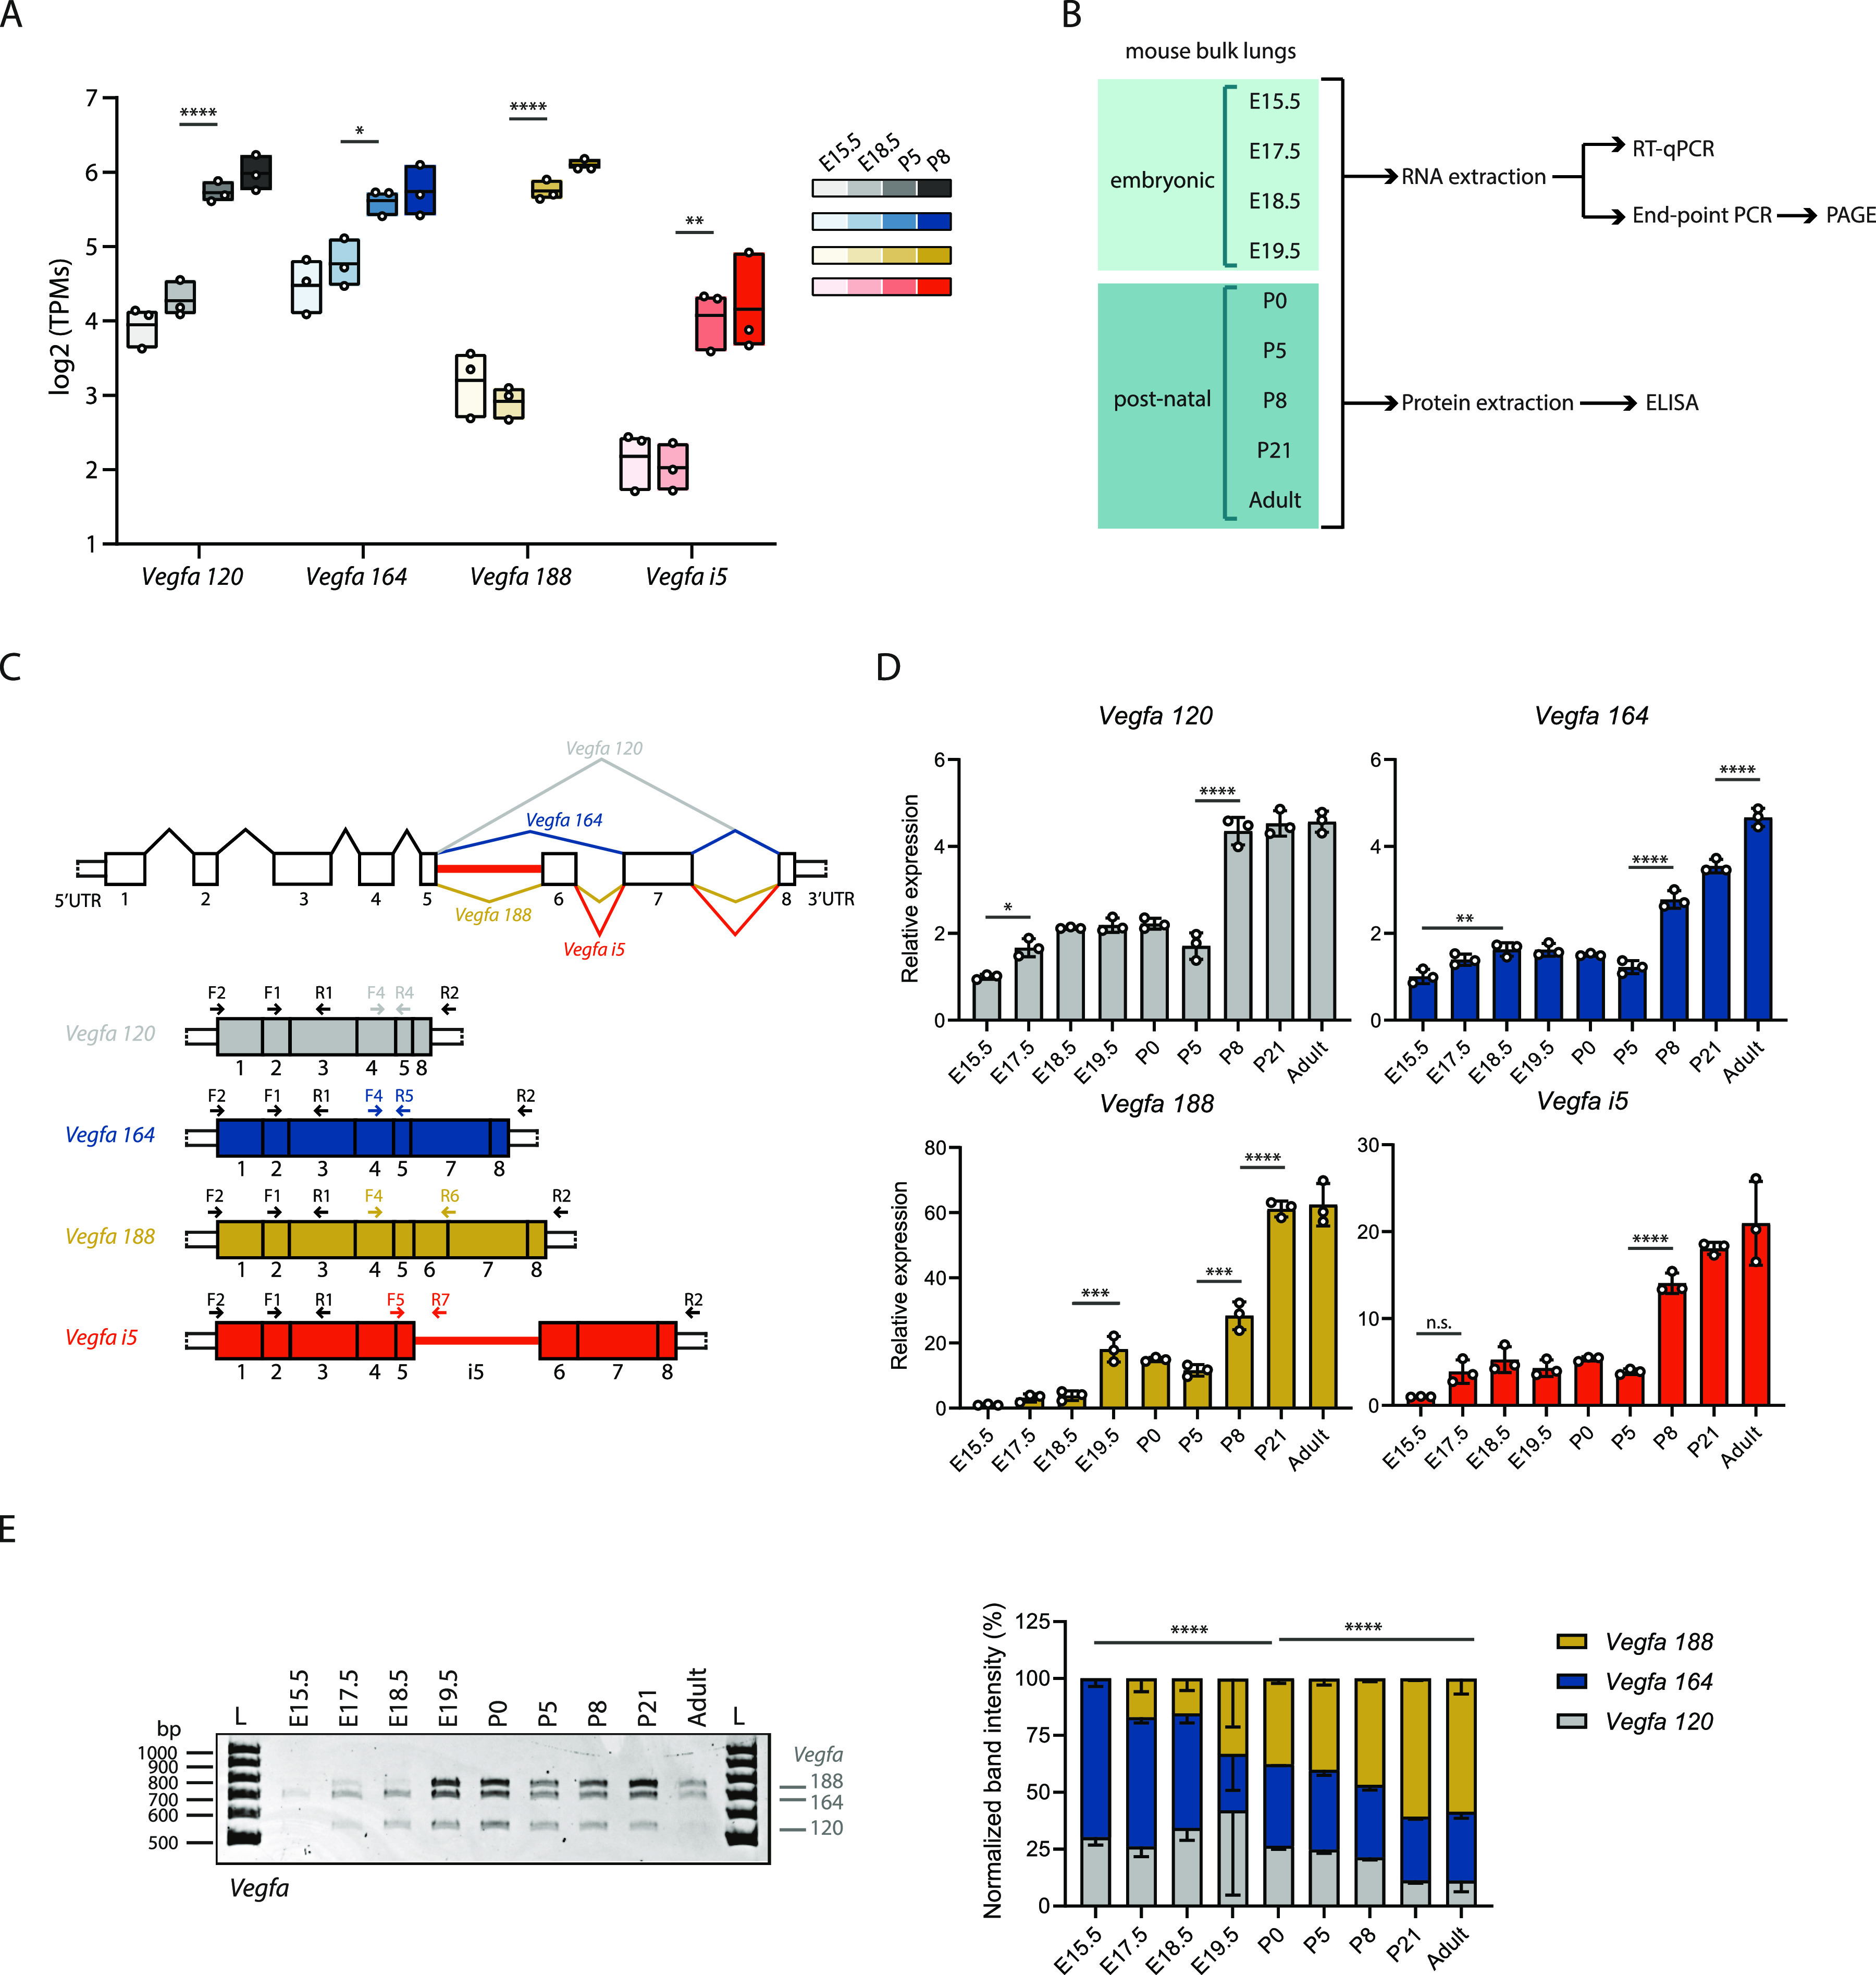
*Vegfa* isoforms are dynamically expressed during lung development. **(A)** Quantification of expression of *Vegfa* alternative splicing isoforms at different developmental time-points using Kallisto. TPM, transcripts per million. *P*-value from one-way ANOVA with Tukey correction for multiple testing. Data represented as mean ± max/min. **(B)** Schematic representation of workflow: Bulk lungs at different developmental time-points were collected. RNA or protein was extracted. cDNA was produced from RNA. Expression analysis was performed by RT-qPCR. Analysis of the relative proportions between the expression of different isoforms was performed by end-point PCR and PAGE. Protein levels were quantified by ELISA. **(C)** Schematic representation of the *Vegfa* isoforms analysed in this study. Each exon is represented by a number and *i5* represents intron 5. Primer pairs used to amplify all *Vegfa* isoforms and each isoform individually in RT-qPCR or end-point PCR are indicated in figure. **(D)** Expression changes of *Vegfa* isoforms from bulk lungs at different developmental time-points analysed by RT-qPCR. N = 3 for each time-point. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(E)** Left: Representative TBE-urea PAGE from PCR products obtained from cDNA samples from bulk lungs at different developmental time-points. Fragments were amplified using primer pair F2-R2. Bands represent *Vegfa 188*, *164*, and *120* isoforms. Right: Quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on bulk lungs at different developmental time-points. N = 3 for each time-point. *P*-value from chi-square test. TBE-urea PAGE gels used for this quantification is represented in Fig S3F.

**Figure S3.**
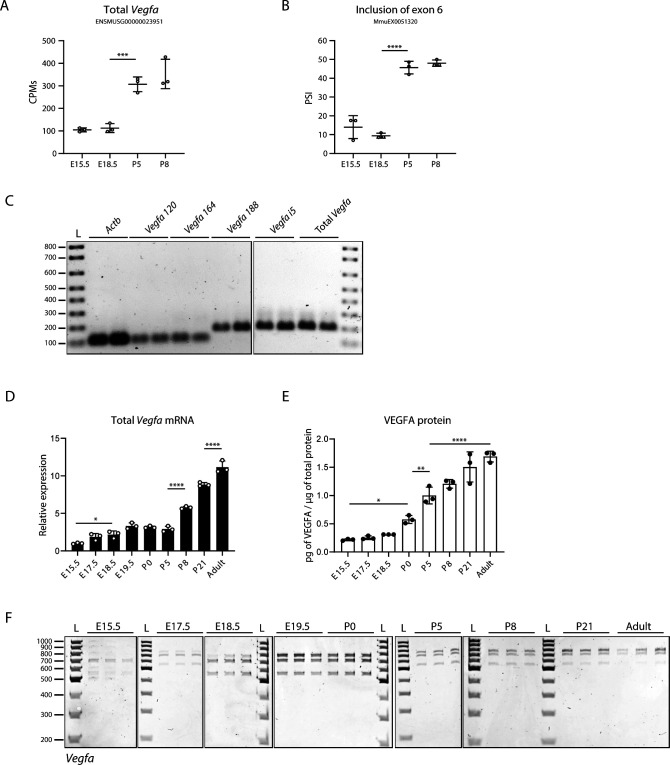
Analysis of *Vegfa* expression dynamics during lung development. **(A)** Quantification of *Vegfa* gene expression levels from bulk lung RNAseq at different developmental time-points. CPM, Counts per million. *P*-value from unpaired *t* test. **(B)** Quantification of alternative splicing at different developmental time-points of a previously annotated alternatively spliced event of *Vegfa* associated with inclusion of exon 6 in Vast-TOOLS. The event is identified in Fig 3A. PSI, percent spliced-in *P*-value from unpaired *t* test. **(C)** Analysis in agarose gels of the RT-qPCR amplification products obtained using the primer pairs indicated in Fig 4C. The presence of a single band of the correct size indicates that these primers pairs are specific. **(D)** Expression changes of total *Vegfa* from bulk lungs at different developmental time-points analysed by RT-qPCR. N = 3 for each time-point. **(E)** VEGFA protein levels in bulk lungs quantified by ELISA. N = 3 for each time-point. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(F)** TBE-urea PAGE gels used for the quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on bulk lungs at different developmental time-points. N = 3 for each time-point except for E19.5 (N = 2).

To characterize the temporal dynamics of AS of *Vegfa* with higher resolution, we collected lungs at E15.5, E17.5, E18.5, E19.5, P0, P5, and P8, as well as two later time-points: P21, at which alveologenesis is still occurring, and adult, at which alveologenesis has already ceased (Fig 4B). The analysis of the expression dynamics of each *Vegfa* isoform at different developmental stages was performed by RT-qPCR. For that, we designed primer pairs that specifically amplify each of the isoforms (Fig 4C). In addition, we designed a pair of primers that amplifies all *Vegfa* isoforms (Fig 4C, primers F2 and R2). The specificity of these primer pairs on the RT-qPCR was validated by the amplification of a single PCR product of the predicted size for each isoform (Fig S3C). This result also excluded the eventual occurrence of spurious amplification of genomic DNA.

In accordance with the RNAseq results, RT-qPCR analysis revealed a progressive increase in total *Vegfa* mRNA levels from E15.5 to the adult stage (Fig S3D), which is associated with an increase in the VEGFA protein levels, as assessed through ELISA analysis of whole lung protein lysates (Fig S3E). From the *Vegfa* isoforms, we found that there is a significant increase in *Vegfa 120* and *164* from E15.5 to P8 (fold change of 4.35 and 2.78, respectively) (Fig 4D). The expression levels of these isoforms remain high in P21 and adult lungs. On the other hand, *Vegfa 188* levels sharply increase at E19.5 (fold change of 18.09 between E15.5 and E19.5), just before birth and then increase even further at P8, P21 and adult (fold change of 28.38, 61.13, and 62.46 between E15.5 and P8, E15.5 and P21, and E15.5 and adult, respectively) (Fig 4D). *Vegfa i5* increases from E15.5 to E17.5 (fold change of 3.89), and further increases at P8 (fold change of 14.06 between E15.5 and P8), remaining high at P21 and adult (Fig 4D). Importantly, the increase in *Vegfa 188* and *i5* is much higher than that of *Vegfa 120* and *Vegfa* *164* (fold change of 28.38, 14.06 compared to 4.35, 2.78 between E15.5 and P8, respectively). These observations suggest that the relative proportion between *Vegfa* isoforms changes during lung development. Although RT-qPCR allows the accurate quantification of each isoform, it is not the most suitable method to compare relative changes in expression levels between multiple isoforms. To be able to perform this analysis, we performed end-point PCR followed by PAGE. For that, we used a single primer pair that hybridizes at *Vegfa* 5′ and 3′ UTRs and that amplifies the *Vegfa* isoforms *120*, *164* and *188* (Fig 4C, primers F1 and R1). The amplification of these three isoforms was detectable by the presence of three distinct bands with the size corresponding to each of these isoforms (Fig 4E). The absence of additional bands suggests that the *Vegfaxxxb* isoforms are either not expressed during mouse lung development or are expressed at very low levels. Although this pair of primers should theoretically be able to amplify the *Vegfa i5* isoform as well, it does not. This happens probably because of its larger size when compared with the other isoforms (2,511 bp versus 571, 703, and 775 bp), which makes it more difficult to be amplified when in competition with the lower size isoforms. Nevertheless, we could use this technique to evaluate changes in the proportions between the expression of isoforms *Vegfa 120*, *164* and *188*. This analysis revealed that *Vegfa 164* is the isoform more predominantly expressed in bulk lungs at the embryonic time-points, followed by *Vegfa 120*, with only a minor contribution from *Vegfa 188*. From E17.5 onwards, the proportion of *Vegfa 188* gradually increases, reaching a maximum of 70% in the adult. Reciprocally, the relative proportions of both *Vegfa* *120* and *Vegfa* *164* decrease (Figs 4E and S3F). These results are concordant with previously published results obtained using RNA protection assays from RNA extracted from mouse lungs during development (Ng et al, 2001).

In sum, we found that all the detected *Vegfa* isoforms start to progressively increase before birth and further increase after birth, which coincides with an overall increase in total *Vegfa* levels. However, they increase at distinct rates during lung development: *Vegfa 188* and *Vegfa i5* isoforms undergo a more pronounced differential increase than *Vegfa120* and *Vegfa164*. This demonstrates the occurrence of *Vegfa* AS during lung development towards the expression of the exon 6-containing isoforms. Remarkably, our fine-grained analysis shows an increase in the relative proportion of *Vegfa 188* starting before birth. These observations suggest that *Vegfa* AS coincides with a developmental adaptation to birth.

### *Vegfa* isoforms are differentially expressed between endothelial and epithelial cell populations during lung development

Our results showed that *Vegfa* undergoes AS changes during lung development. However, it was unclear which cell types express which *Vegfa* isoforms and what is their expression dynamics within the different cell types. Previously, *Vegfa* expression was documented in ECs, AT1 and AT2 cells by in situ hybridization (Ng et al, 2001; Compernolle et al, 2002; Greenberg et al, 2002). More recently, genetic LacZ reporters and scRNAseq analyses have reported the expression of *Vegfa* only in AT1 and ECs (Treutlein et al, 2014; Yang et al, 2016; Gillich et al, 2020; Ellis et al, 2020). Yet, these studies have only examined global levels of *Vegfa* transcripts. To unravel which cells express the different *Vegfa* isoforms, we isolated various lung cell types at different time-points of development and assessed how *Vegfa* isoforms expression varies within each cell type (Fig 5A). We examined lungs at E15.5, E17.5, E18.5, E19.5, P0, P5, P8, P21, and adult, in accordance with our analysis in bulk lungs. To isolate the different lung cell types, we dissociated the lung tissue into a single-cell suspension and performed FACS using antibodies for cell type–specific markers. The combination of these markers allowed the isolation of cell populations enriched for ECs (CD31 single positive [SP]: CD31^+^, EpCAM^−^, and CD45^−^), epithelial cells (EpCAM SP: CD31^−^, EpCAM^+^, and CD45^−^), immune cells (CD45 SP: CD31^−^, EpCAM^−^, and CD45^+^) and mesenchymal cells, such as alveolar myofibroblasts and pericytes (triple negative [TN]: CD31^−^, EpCAM^−^, and CD45^−^) (Fig S4A). The analysis of gene expression changes was performed by RNA extraction from the isolated cell populations followed by RT-qPCR or end-point PCR (Fig 5A).

**Figure 5.**
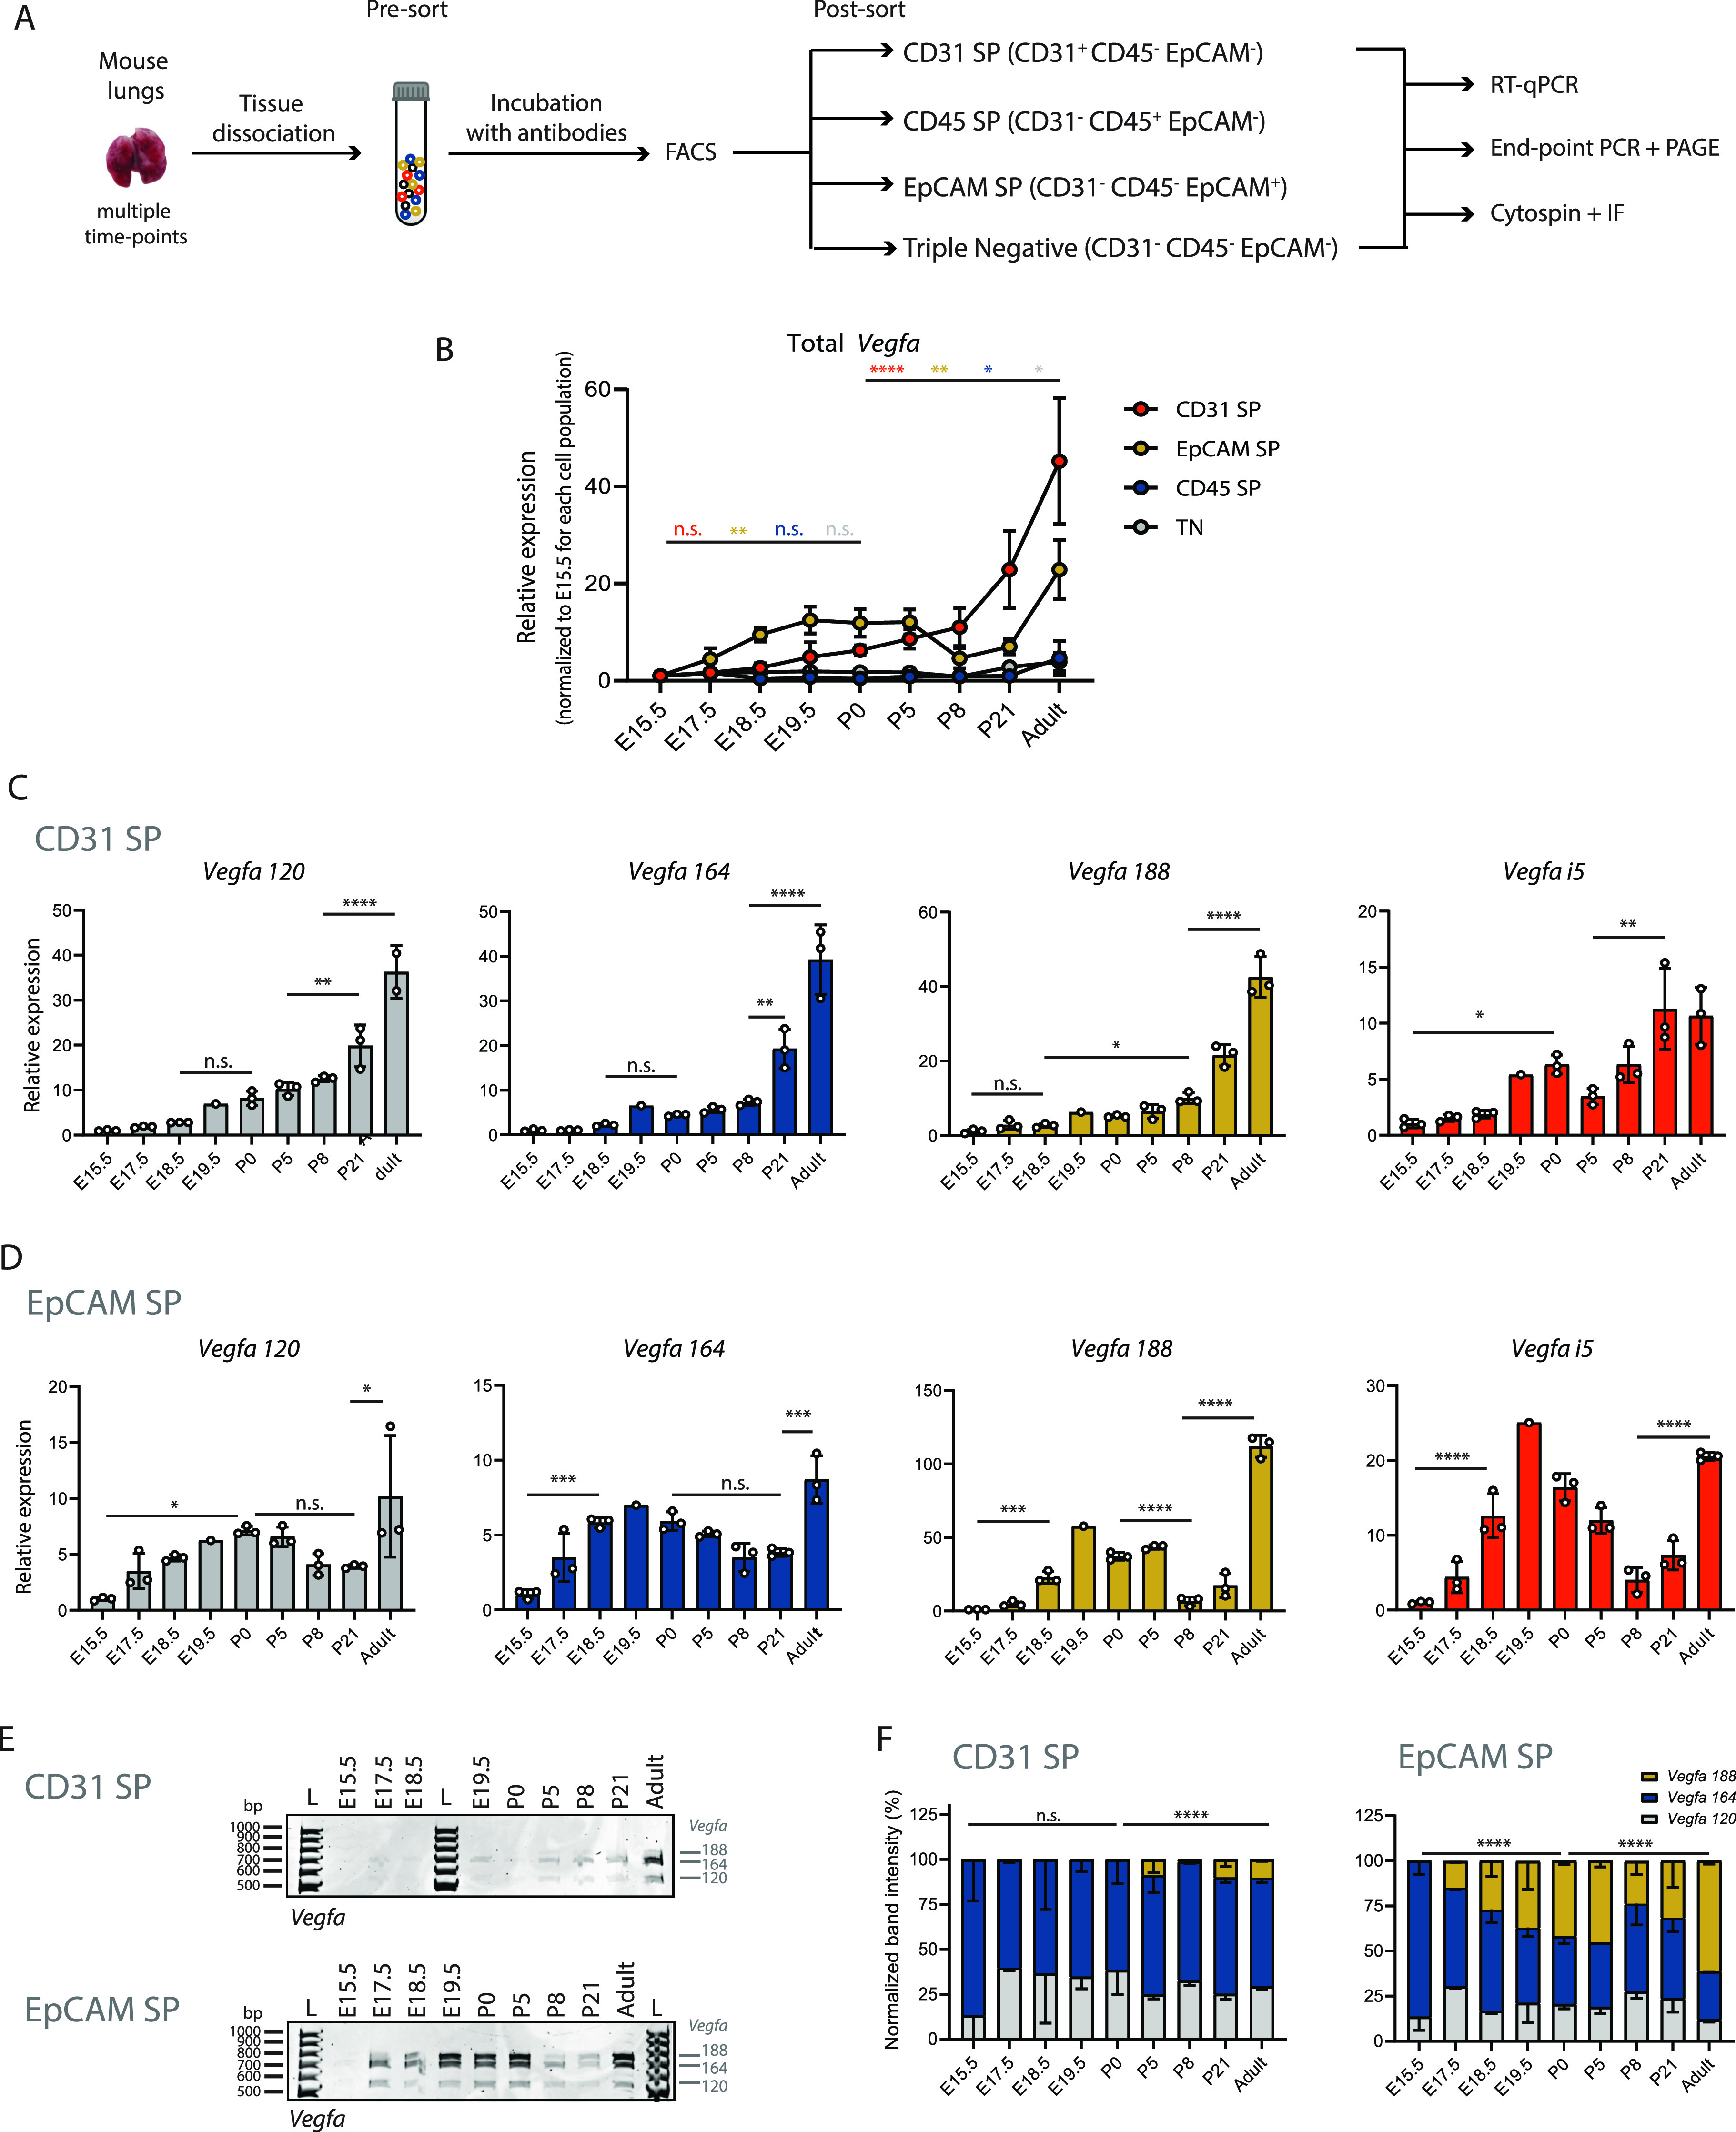
*Vegfa* isoforms are differentially expressed between CD31 SP and EpCAM SP populations during lung development. **(A)** Schematic representation of workflow: Cell suspensions from lungs at different developmental time-points were collected (pre-sort sample). Several lung cell populations were isolated by FACS. Samples were analysed for the expression of indicated surface markers (CD45, CD31, and EpCAM). CD31 SP populations are enriched for endothelial cells, CD45 SP populations are enriched for immune cells, EpCAM SP populations are enriched for epithelial cells, triple negative (TN) are enriched for mesenchymal cells. RNA was extracted from isolated cell populations and cDNA produced. Expression analysis was performed by RT-qPCR. Analysis of the relative proportions between the expression of different isoforms was performed by end-point PCR and PAGE. Alternatively, isolated cell populations were processed by cytospin and immunofluorescence (IF) was performed. **(B)** Expression changes of total *Vegfa* from sorted cell populations at different developmental time-points analysed by RT-qPCR. Expression values normalized to E15.5 for each cell population. N = 3 for each time-point. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(C)** Expression changes of *Vegfa* isoforms from CD31 SP cell population at different developmental time-points analysed by RT-qPCR. N = 3 for each time-point except for E19.5. N = 1 for E19.5. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(D)** Expression changes of *Vegfa* isoforms from EpCAM SP cell population at different developmental time-points analysed by RT-qPCR. N = 3 for each time-point except for E19.5. N = 1 for E19.5. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(E)** Representative TBE-urea PAGE from PCR products obtained from cDNA samples from CD31 SP and EpCAM SP cell population at different developmental time-points. **(F)** Quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on CD31 SP and EpCAM SP cell population at different developmental time-points. N = 3 for each time-point. *P*-value from chi-square test. TBE-urea PAGE gels used for this quantification are represented in Fig S5B and C.

**Figure S4.**
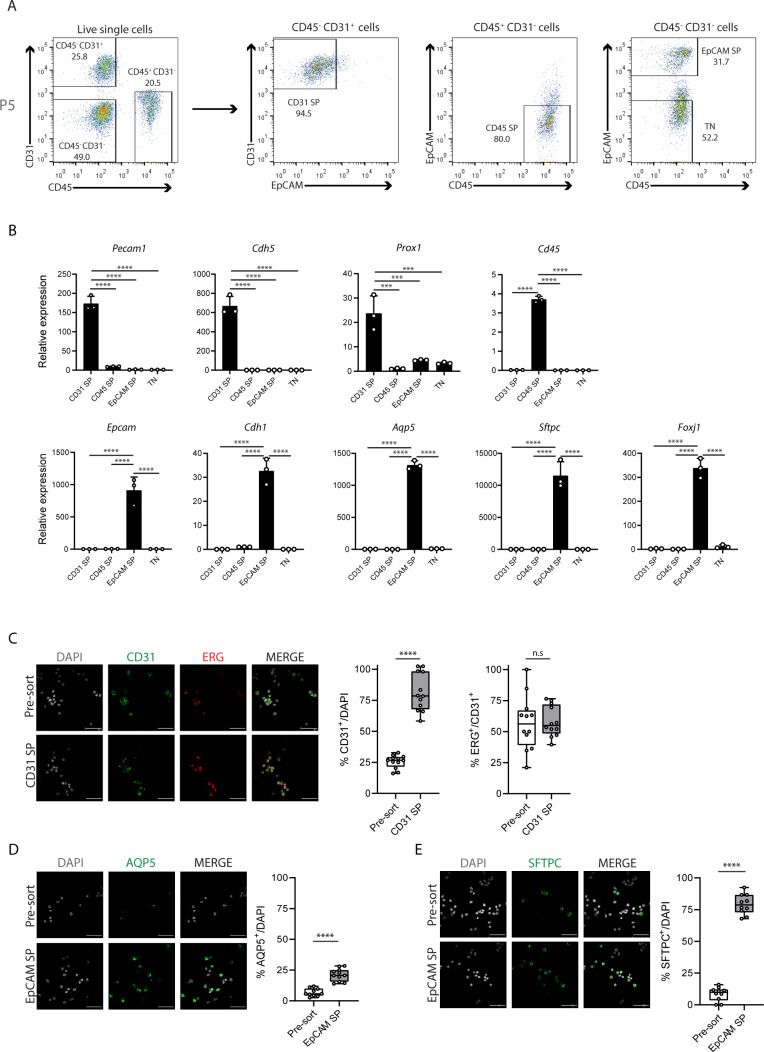
Isolation of distinct lung cell populations. **(A)** Representative FACS analysis plot from lung cell suspensions at P5. Dot plots represent cell populations from indicated gates. Live cells were gated using Live/Dead Fixable Viability Dye. Percentages from indicated populations are represented. **(B)** Expression changes of cell type–specific markers from sorted cell populations at P5 by RT-qPCR. N = 3 for each time-point. *Pecam1* (CD31) and *Cdh5* are markers for endothelial cells, *Prox1* is a marker for lymphatic endothelial cells, *Cd45* is a marker for immune cells, *Epcam* and *Cdh1* are markers for epithelial cells, *Aqp5* is a marker for epithelial AT1 cells, *Sftpc* is a marker for epithelial AT2 cells, and *Foxj1* is a marker for epithelial ciliated cells. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(C)** Left: immunofluorescence of CD31 (green) and ERG (red) in pre-sort and sorted CD31 SP populations at P5. Cell nuclei are labeled with DAPI (grey). Scale bar, 22 μm. Middle: quantification of the percentage of CD31-positive cells in pre-sort and sorted CD31 SP populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from unpaired *t* test. Right: quantification of the percentage of ERG-positive cells from CD31-positive cells in pre-sort and sorted CD31 SP populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from unpaired *t* test. **(D)** Left: immunofluorescence of AQP5 (green) in pre-sort and sorted EpCAM SP populations at P5. Cell nuclei are labeled with DAPI (grey). Scale bar, 22 μm. Right: Quantification of the percentage of AQP5-positive cells in pre-sort and sorted EpCAM SP populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from unpaired *t* test. **(E)** Left: Immunofluorescence of SFTPC (green) in pre-sort and sorted EpCAM SP populations at P5. Cell nuclei are labeled with DAPI (grey). Scale bar, 22 μm. Right: Quantification of the percentage of SFTPC-positive cells in pre-sort and sorted EpCAM SP populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from unpaired *t* test.

We first evaluated the quality of the isolation of the different cell populations. For that, we examined the expression of cell type–specific markers in the different cell populations collected at P5 by RT-qPCR. We analysed the mRNA levels of *Pecam1* (CD31) and *Cdh5* as pan-endothelial-specific markers, of *Prox1* as a marker for lymphatic ECs, of *Epcam* and *Cdh1* as pan-epithelial–specific markers, and of *Cd45* as a pan-immune cell marker. We identified that only CD31 SP population expresses *Pecam1* (CD31) and *Cdh5* (Fig S4B). However, this population also expresses high levels of *Prox1* (Fig S4B), suggesting that CD31 SP contains a mixture of blood and lymphatic ECs. We also showed that only EpCAM SP population expresses *Epcam* and *Cdh1*, and that only CD45 SP expresses *Cd45*, whereas TN cells do not express any of these markers (Fig S4B). In addition, by analyzing the mRNA levels of *Aqp5*, *Sftpc* and *Foxj1*, markers of epithelial alveolar AT1, AT2, and ciliated cells, respectively, we demonstrated that the EpCAM SP population is composed by a mixture of these lung epithelial subtypes (Fig S4B).

To estimate the contribution of each endothelial and epithelial subtypes in CD31 SP and EpCAM SP populations, we analysed the expression of cell type–specific markers at the protein level in single cell suspensions before sorting (pre-sort) and after sorting using cytospin preparation (Koh, 2013) and immunostaining. We observed that CD31 SP population is highly enriched for CD31-positive cells, as compared with the pre-sort sample. Of these, about 60% are also positive for ERG, a marker of blood ECs (Fig S4C). The remaining fraction of CD31-positive cells is likely composed of lymphatic ECs, as suggested by the enrichment in expression of the lymphatic ECs marker *Prox1* in this population (Fig S4B). EpCAM SP population is enriched for AQP5-positive and SFTPC-positive cells (21.2% and 79.2% on average, respectively), demonstrating that this population is enriched for both epithelial AT1 and AT2 cells (Fig S4D and E). Altogether, these results validate the quality of our method for isolation of different lung cell types.

We then analysed the expression changes of each *Vegfa* isoform in each cell population along lung development by RT-qPCR. Total *Vegfa* expression is highest in EpCAM SP at all time-points analysed, followed by CD31 SP population (Fig S5A). In addition, we found that CD31 SP and EpCAM SP populations reveal the highest fold changes in total *Vegfa* expression during development, when compared with CD45 SP and TN populations (fold change between E15.5 and adult of 45.21, 22.90, 4.70, and 3.87, respectively) (Fig 5B). Therefore, to characterize *Vegfa* AS, we focused our analysis on EpCAM SP and CD31 SP populations. We found that, in the CD31 SP population, *Vegfa 120*, *164*, *188* and *i5* steadily increase during lung development from E18.5 to adult (Fig 5C). The analysis of *Vegfa* isoforms relative proportions by end-point PCR and PAGE revealed that *Vegfa 164* is the most abundant isoform and that there was no significant change in the proportion between the *Vegfa* isoforms during lung development in CD31 SP population (Figs 5E and F and S5B). These results suggest that AS of *Vegfa* does not significantly change in the EC population.

**Figure S5.**
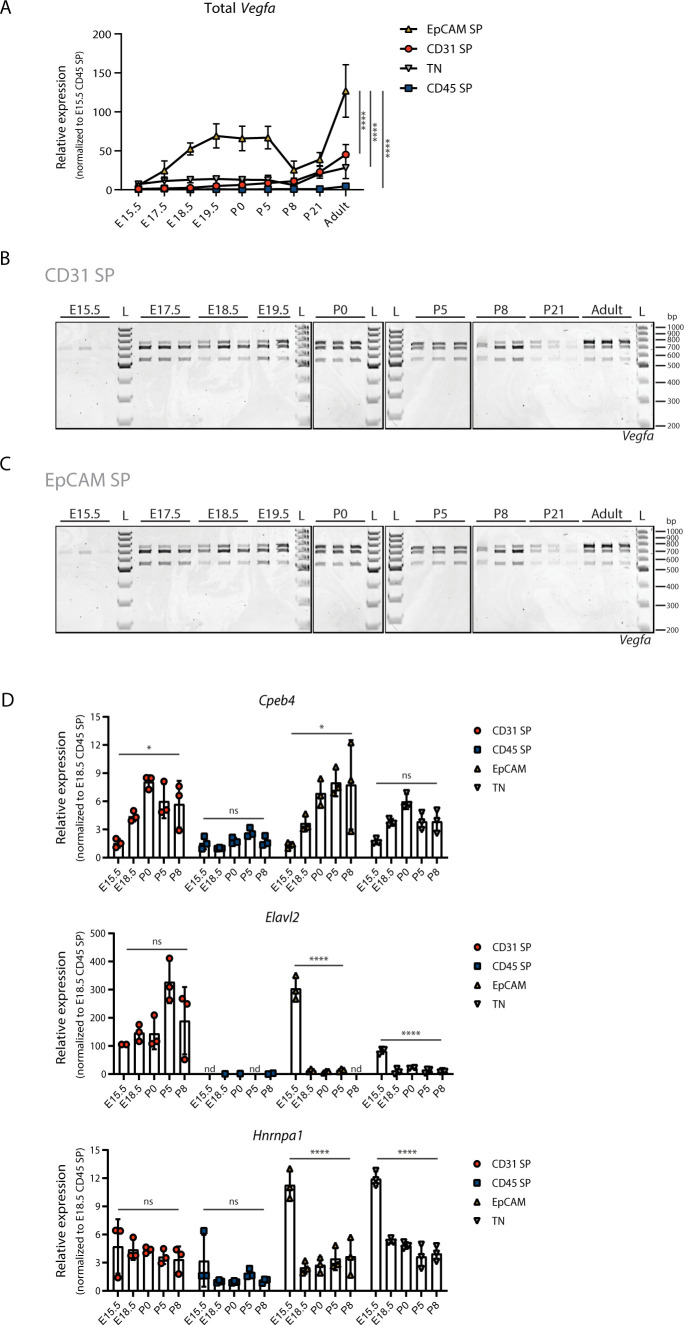
Analysis of *Vegfa* expression dynamics in distinct cell populations during lung development. **(A)** Expression changes of Total *Vegfa* from sorted cell populations at different developmental time-points analysed by RT-qPCR. Expression values normalized to E15.5 for CD45 SP population. N = 3 for each time-point. *P*-value from two-way ANOVA with Tukey correction for multiple testing. **(B)** TBE-urea PAGE gels used for the quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on CD31 SP cell population at different developmental time-points. N = 3 for each time-point. **(C)** TBE-urea PAGE gels used for the quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on EpCAM SP cell population at different developmental time-points. N = 3 for each time-point except E19.5 (N = 2). **(D)** Expression changes of *Cpeb4*, *Elavl2* and *Hnrnpa1* from sorted cell populations at different developmental time-points analysed by RT-qPCR. Expression values normalized to E18.5 for CD45 SP population. nd, non-detected. N = 3 for each time-point. *P*-value from one-way ANOVA with Tukey correction for multiple testing.

In EpCAM SP population, *Vegfa 120* and *Vegfa164* increase before birth from E15.5 onwards, peaking at P0, after which decrease until P21. *Vegfa 188* and *Vegfa* *i5* increase from E17.5 until P5 (Fig 5D). In the adult, *Vegfa 120*, *Vegfa* *164*, and *Vegfa* *188* exhibit the highest levels both in EpCAM SP and CD31 SP populations (Fig 5C and D).

Analysis of the relative proportions of *Vegfa* isoforms in EpCAM SP population through end-point PCR and PAGE showed that there is a prominent increase in the relative proportion of *Vegfa 188* in epithelial cells throughout lung development (Figs 5E and F and S5C). Whereas at embryonic time-points *Vegfa 164* and *Vegfa 120* are the predominant isoforms, the proportion of *Vegfa 188* increases progressively throughout development and, at postnatal time-points, it becomes the most abundant isoform expressed in EpCAM SP cells (Figs 5E and F and S5C). These results suggest that the signature of AS for *Vegfa* that we have detected on bulk lungs is associated with changes occurring specifically in the epithelial lineage.

In sum, our results suggest that the endothelial and epithelial lineages express the highest *Vegfa* levels and that *Vegfa* expression increases in both during lung development. Whereas in ECs, *Vegfa 164* is always the predominant isoform, in epithelial cells, there is a marked increase in the proportion of *Vegfa 188*, from E17.5 onwards. These results suggest a cell type–specific AS of *Vegfa* in epithelial cells during lung development at the perinatal period.

We performed expression analysis on sorted cell populations of the RBPs we have identified as candidate regulators of AS on the developing lung, *Cpeb4*, *Elavl2*, and *Hnrnpa1* (Fig 2). We found that *Cpeb4* increases in expression during lung development on CD31 SP, EpCAM SP, and TN cell populations, whereas *Elavl2* and *Hnrnpa1* decrease in expression during lung development in EpCAM SP and TN cell populations (Fig S5D). Remarkably, their highest expression fold changes within the developmental time interval analysed occur in EpCAM SP population from E15.5 to E18.5 (Fig S5D), supporting the hypothesis that the expression changes of these RBPs in EpCAM SP cell population may drive AS changes, including those observed for *Vegfa* in this same cell type (Fig 5D–F).

### *Vegfa* undergoes AS in epithelial AT1 cells during lung development

The EpCAM SP population is composed of multiple subtypes, such as epithelial alveolar AT1, AT2, and epithelial bronchiolar ciliated cells (Fig S4A and C–E). To dissect the contribution of each epithelial cell subtype for the expression of *Vegfa* isoforms, we further subdivided EpCAM-positive population into AT1- and AT2-enriched subpopulations by FACS in P5 lungs (Fig 6A), a stage at which *Vegfa* expression in the epithelial lineage is high (Fig S5A). For that, we used the marker major histocompatibility complex class II (MHC II) which, in combination with EpCAM, has been previously shown to discriminate between AT1 (EpCAM^low^ MHC II^−^), AT2 (EpCAM^high^ MHC II^+^), and ciliated cells (EpCAM^high^ MHC II^−^) (Hasegawa et al, 2017). We could identify within the EpCAM-positive cell population the presence EpCAM^low^ MHC II^−^ and EpCAM^high^ MHC II^+^ subpopulations putatively corresponding to AT1 and AT2, respectively (Fig S6A). We detected very few EpCAM^high^ MHC II^−^ cells, putative ciliated cells (Fig S6A), and therefore this subpopulation was not further analysed.

**Figure 6.**
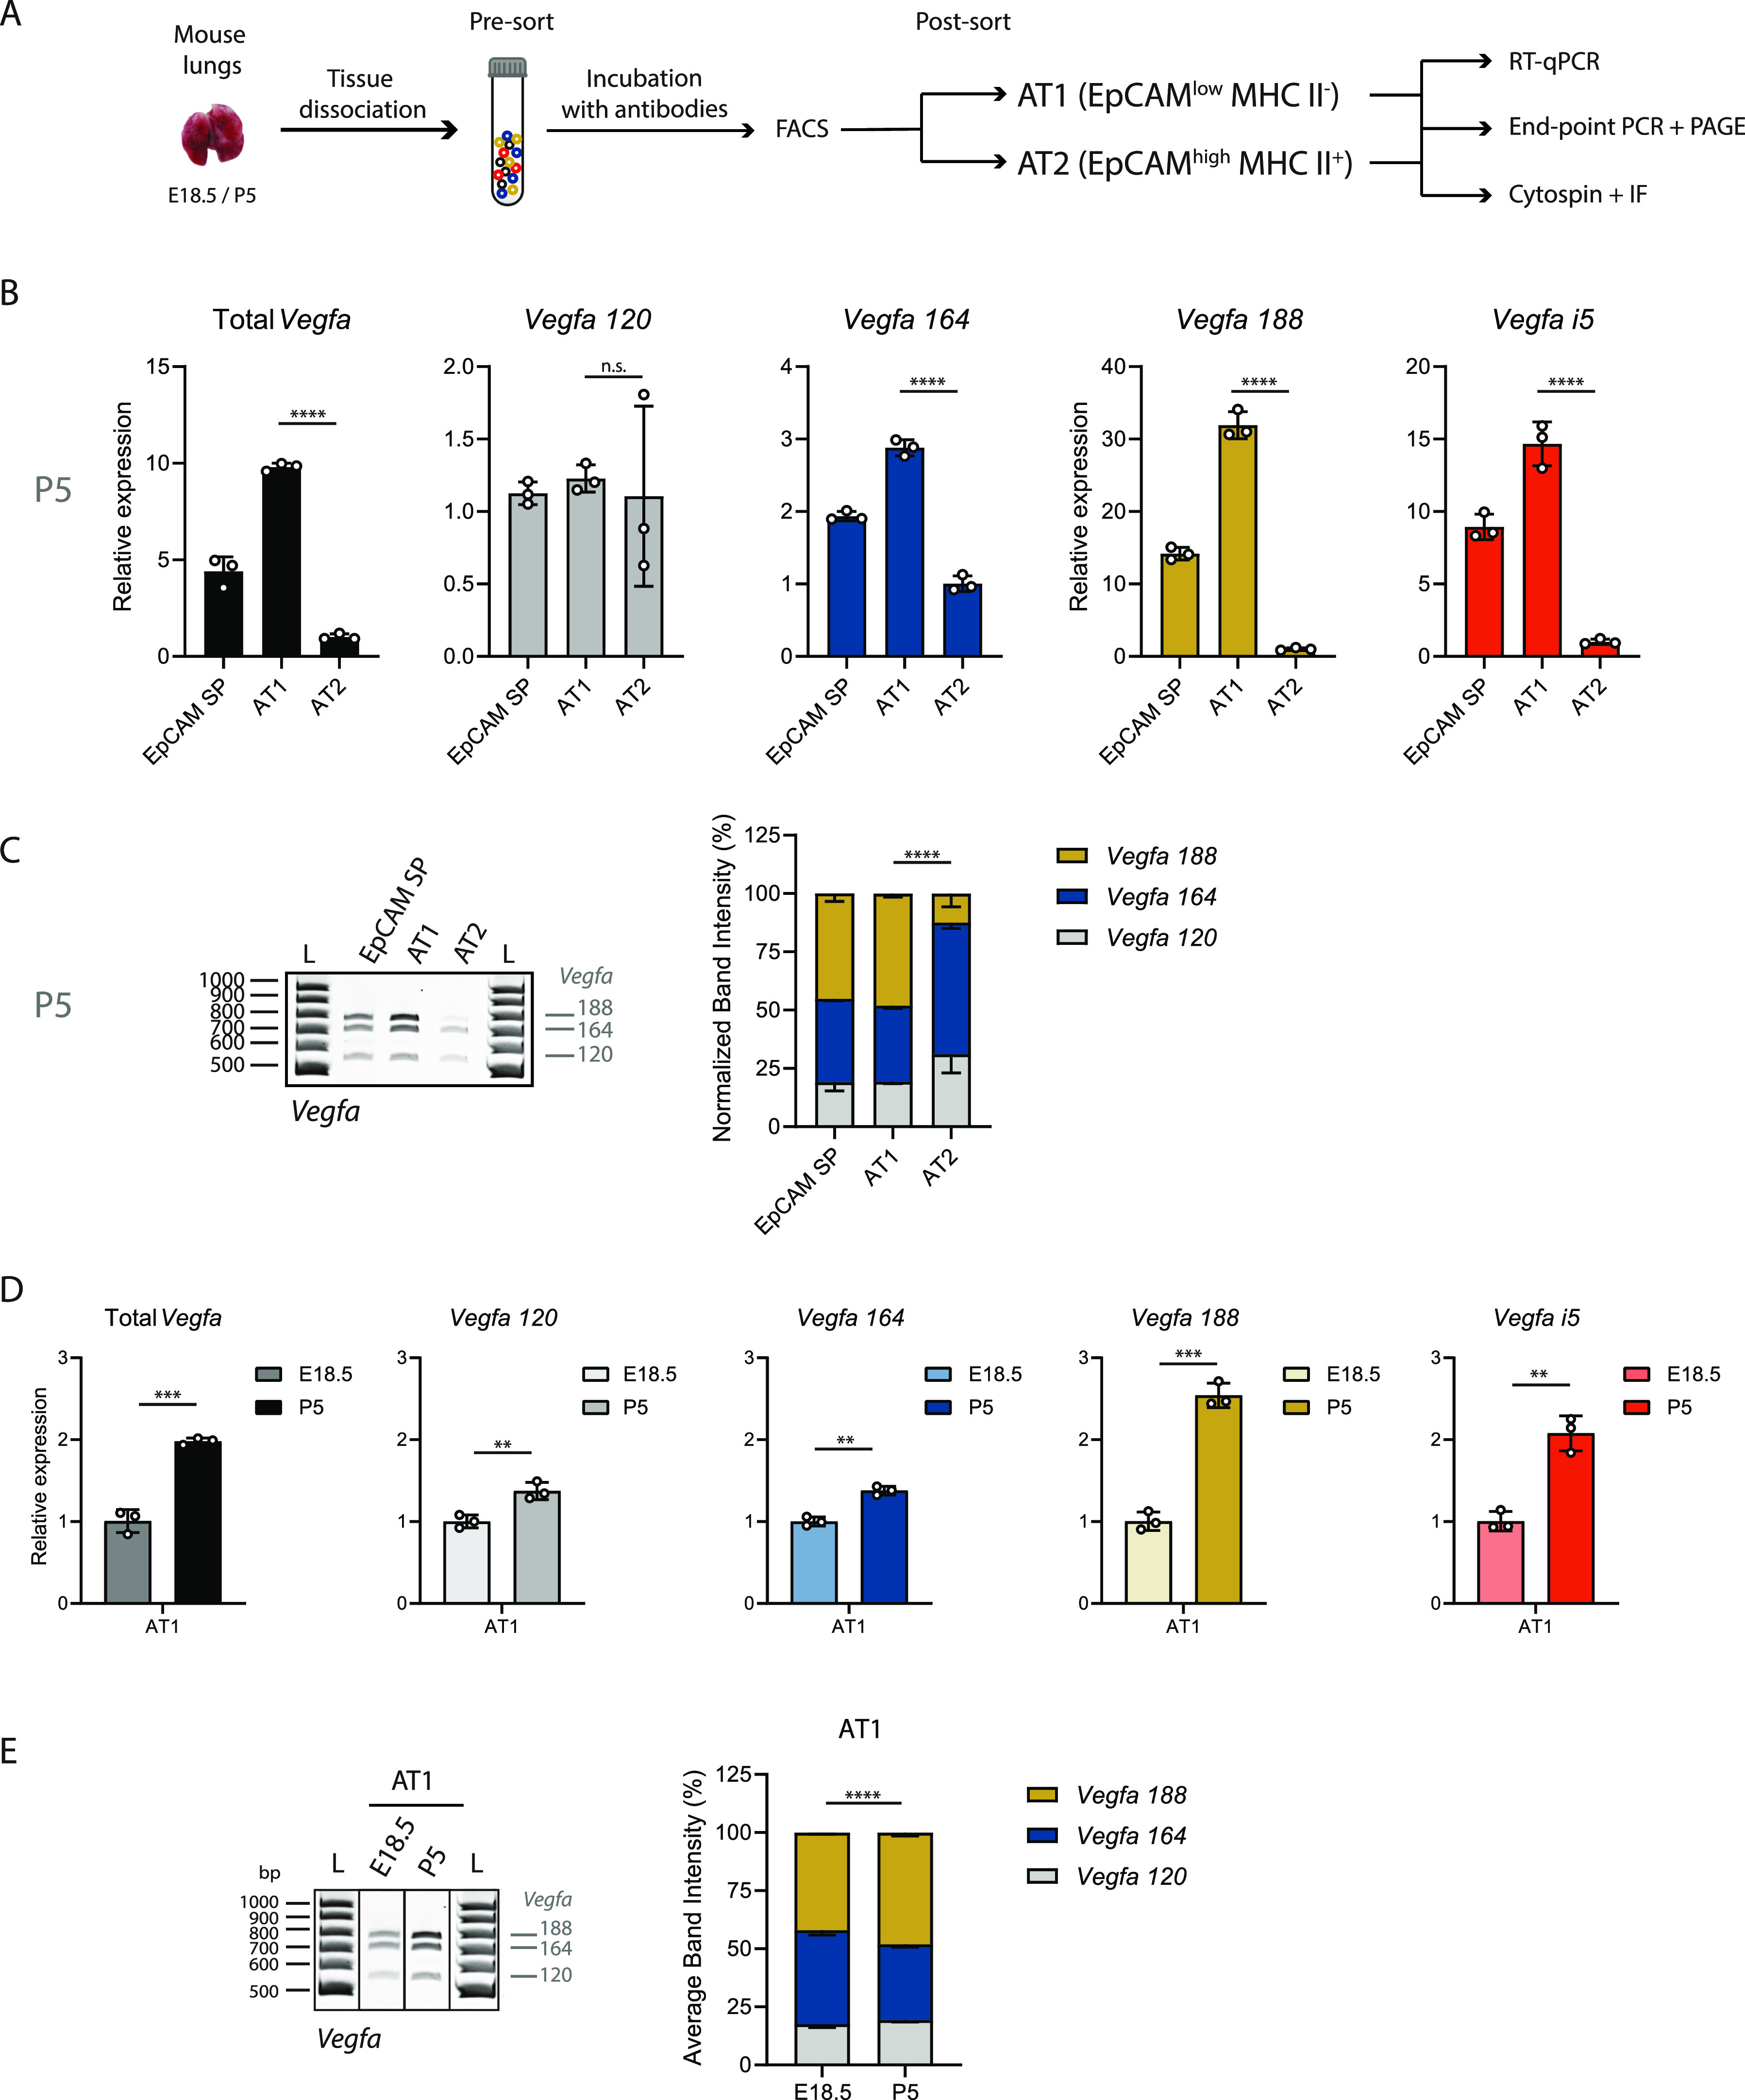
*Vegfa* undergoes alternative splicing towards *Vegfa 188* in epithelial AT1 during lung development. **(A)** Schematic representation of workflow: Cell suspensions from lungs at E18.5 and P5 were collected (pre-sort samples). Several lung cell populations were isolated by FACS. Samples were analysed for the expression of indicated surface markers (EpCAM and MHC II). EpCAM^low^ MHC II^−^ populations are enriched for AT1 cells, EpCAM^high^ MHC II^+^ populations are enriched for AT2 cells. RNA was extracted from isolated cell populations and cDNA produced. Expression analysis was performed by RT-qPCR. Analysis of the relative proportions between the expression of different isoforms was performed by end-point PCR and PAGE. Alternatively, isolated cell populations were processed by cytospin and immunofluorescence (IF) was performed. **(B)** Expression changes of *Vegfa* isoforms from EpCAM SP, AT1 and AT2 cell population at P5 were analysed by RT-qPCR. N = 3 for each time-point. *P*-value from unpaired *t* test. **(C)** Left: Representative TBE-urea PAGE from PCR products obtained from cDNA samples from EpCAM SP, AT1, and AT2 cell populations at P5. Right: Quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on EpCAM SP, AT1, and AT2 cell populations at P5. N = 3 for each time-point. *P*-value from chi-square test. TBE-urea PAGE gels used for this quantification are represented in Figs S5C and S6F. **(D)** Expression changes of *Vegfa* isoforms from AT1 cell population at E18.5 and P5 were analysed by RT-qPCR. N = 3 for each time-point. *P*-value from unpaired *t* test. **(E)** Left: Representative TBE-urea PAGE from PCR products obtained from cDNA samples from AT1 cell populations at E18.5 and P5. Right: Quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms on AT1 cell populations at E18.5 and P5. N = 3 for each time-point. *P*-value from chi-square test. TBE-urea PAGE gels used for this quantification are represented in Fig S6F.

**Figure S6.**
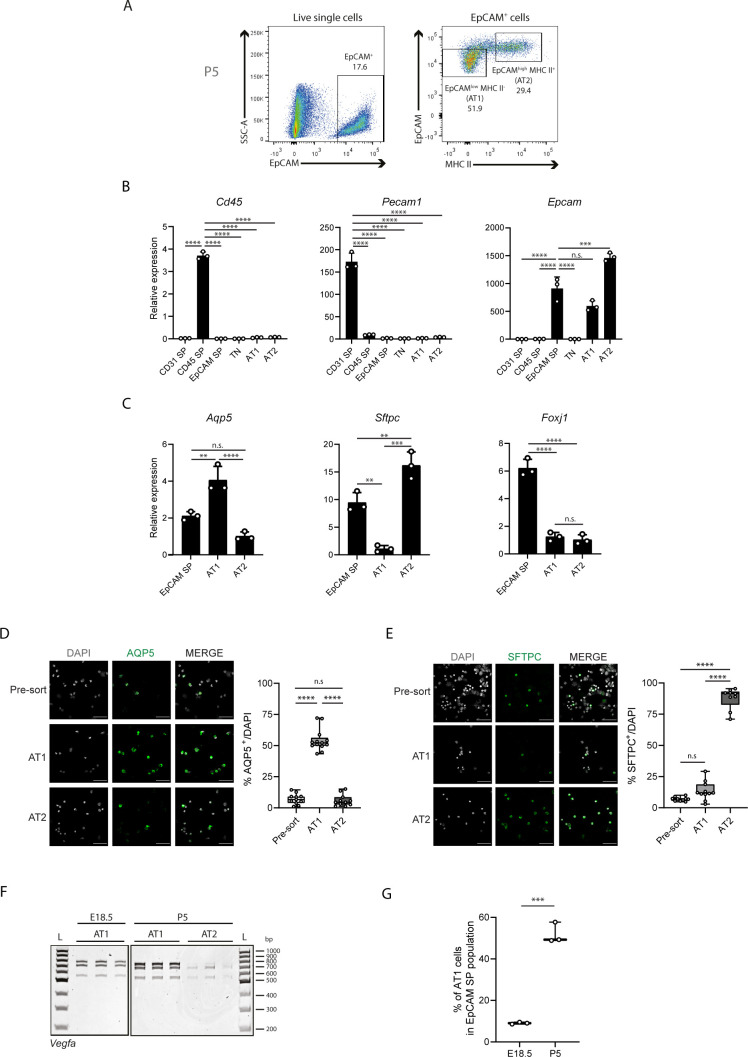
Isolation of distinct alveolar epithelial cell populations. **(A)** Representative FACS analysis plot from lung cell suspensions at P5. Dot plots represent cell populations from indicated gates. Live cells were gated using Live/Dead Fixable Viability Dye. Percentages from indicated populations are represented. **(B)** Expression changes of cell type–specific markers from sorted cell populations at P5 by RT-qPCR. N = 3 for each time-point. *Pecam1* (CD31) is a marker for endothelial cells, *Cd45* is a marker for immune cells, *Epcam* is a marker for epithelial cells. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(C)** Expression changes of cell type–specific markers from sorted cell populations at P5 by RT-qPCR. N = 3 for each time-point. *Aqp5* is a marker for epithelial AT1 cells, *Sftpc* is a marker for epithelial AT2 cells and *Foxj1* is a marker for epithelial ciliated cells. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(D)** Left: immunofluorescence of AQP5 (green) in EpCAM SP and sorted AT1 and AT2 populations at P5. Cell nuclei are labeled with DAPI (grey). Scale bar, 22 μm. Right: Quantification of the percentage of AQP5-positive cells in EpCAM SP and sorted AT1 and AT2 populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(E)** Left: immunofluorescence of SFTPC (green) in EpCAM SP and sorted AT1 and AT2 populations at P5. Cell nuclei are labeled with DAPI (grey). Scale bar, 22 μm. Right: quantification of the percentage of SFTPC-positive cells in EpCAM SP and sorted AT1 and AT2 populations at P5. Data from three independent experiments with at least 500 cells quantified per condition. Data are shown as mean ± SD. *P*-value from one-way ANOVA with Tukey correction for multiple testing. **(F)** TBE-urea PAGE gels used for the quantification of the normalized relative proportions between the expression levels of *Vegfa* isoforms at E18.5 on AT1 and for AT1 and AT2 cell populations at P5. N = 3 for each time-point. **(G)** Quantification of the FACS analysis of the percentage of EpCAM^low^ MHC II^−^ cells (AT1) within the EpCAM-positive population extracted from mouse lungs at E18.5 and P5. N = 3 for each time-point. *P*-value from unpaired *t* test.

mRNA analysis of the selected subpopulations by RT-qPCR revealed that none of these two subpopulations expresses *Pecam1* (CD31) nor *Cd45*, whereas both express *Epcam* mRNA (Fig S6B). In addition, by RT-qPCR, we found that EpCAM^low^ MHC II^−^ cells express high levels of *Aqp5* mRNA and low levels of *Sftpc* mRNA, whereas EpCAM^high^ MHC II^+^ cells express high levels of *Sftpc* mRNA and low levels of *Aqp5* mRNA (Fig S6C), suggesting that indeed they are enriched for AT1 and AT2 cells, respectively. None of these two subpopulations is enriched for a marker of epithelial bronchial ciliated cells, *Foxj1*, as compared with EpCAM SP population (Fig S6C), suggesting that this cell type is not present on these two sorted subpopulations. Complementarily, by cytospin and immunofluorescence, we found that 54.5% of EpCAM^low^ MHC II^−^ cells are AQP5-positive cells, whereas 87.8% of EpCAM^high^ MHC II^+^ cells are SFTPC-positive cells (Fig S6D and E). Thus, this analysis revealed that this FACS gating strategy enables the isolation of subpopulations enriched for epithelial AT1 and AT2 cells.

Analysis of *Vegfa* expression levels in AT1- and AT2-enriched subpopulations through RT-qPCR revealed that *Vegfa* isoforms expression is markedly higher in AT1 cells than in AT2 cells (Fig 6B), in agreement with published scRNAseq results (Yang et al, 2016; Raredon et al, 2019; Ellis et al, 2020). Whereas there is only a moderate increase in the expression of *Vegfa 164*, the levels of expression of *Vegfa 188* and *Vegfa i5* are markedly higher in AT1 than in AT2 (fold enrichment of 2.87, 31.60, and 14.53, respectively) (Fig 6B). The levels of *Vegfa 120* are not significantly distinct between both subpopulations (Fig 6B). Through end-point PCR and PAGE, we found that *Vegfa 188* is the isoform whose expression is predominant in AT1 cells at P5 (Figs 6C and S6F). Our results suggest that the expression of *Vegfa 188* in EpCAM SP population is due to its expression in AT1 cells.

*Vegfa 188* starts to be expressed in EpCAM SP population at E17.5 (Fig 5D). Interestingly, it is just before this time-point that AT1 cells start differentiating from AT1/AT2 progenitor cells (Yang et al, 2016; Wang et al, 2018; Vila Ellis & Chen, 2021). This led us to question if the increase in *Vegfa 188* proportion in EpCAM SP population is solely due to an increase in the fraction of AT1 within EpCAM SP population during development, as we detected by FACS (Fig S6G), or if the predominance of *Vegfa 188* in AT1 cells also increases during development. To disentangle between these two possibilities, we analysed *Vegfa* isoforms expression in AT1 cells at E18.5, a time-point just after their specification, and compared it to that in AT1 cells at P5. By RT-qPCR analysis, we found that *Vegfa* isoforms expression increases in AT1 cells from E18.5 to P5. This increase is mild for *Vegfa 120* and *164*, but it is higher for *Vegfa 188* and *Vegfa i5* (fold change of 1.37, 1.38, 2.54, and 2.08, respectively) (Fig 6D). Accordingly, although at E18.5 *Vegfa 188* proportion is already 42% of the total, its proportion further increases at P5 to 49% (Figs 6E and S6F). Altogether, our results suggest that *Vegfa* undergoes AS changes in epithelial AT1 cells during lung development.

### VEGFA 188 specifically drives the formation of a specialized type of alveolar capillary ECs—Car4-positive ECs

AT1-derived *Vegfa* expression is important for the specification of Car4-positive ECs (also known as aCap or aerocytes), a specialized alveolar EC subtype (Gillich et al, 2020; Ellis et al, 2020). Remarkably, the specification of aerocytes occurs just before birth, at around E19.5 (Ellis et al, 2020). It is, however, unclear if aerocyte differentiation depends on overall levels of *Vegfa* or if a specific *Vegfa* isoform drives this effect. In this study, we identified a significant increase in *Vegfa 188* expression from E17.5 to E19.5 in AT1 cells, reaching around 50% of total *Vegfa* transcripts. This observation led us to hypothesize that Car4-positive aerocyte differentiation may be controlled by *Vegfa 188* specifically in the developing lung alveoli. To test this, we cultured E17.5 mouse lung explants on an air-liquid interface (Prince et al, 2004). Explants were cultured in medium supplemented with either control, VEGFA 164 or VEGFA 188 for 24 h (Fig 7A). Immunofluorescence analysis revealed a significant increase in the fraction of Car4-positive aerocytes on explants cultured in medium supplemented with VEGFA 188, as compared with those cultured in that containing VEGFA 164 or on control conditions (Fig 7B–D). These results constitute the first evidence that aerocyte differentiation is specifically controlled by the VEGFA 188 isoform during lung development.

**Figure 7.**
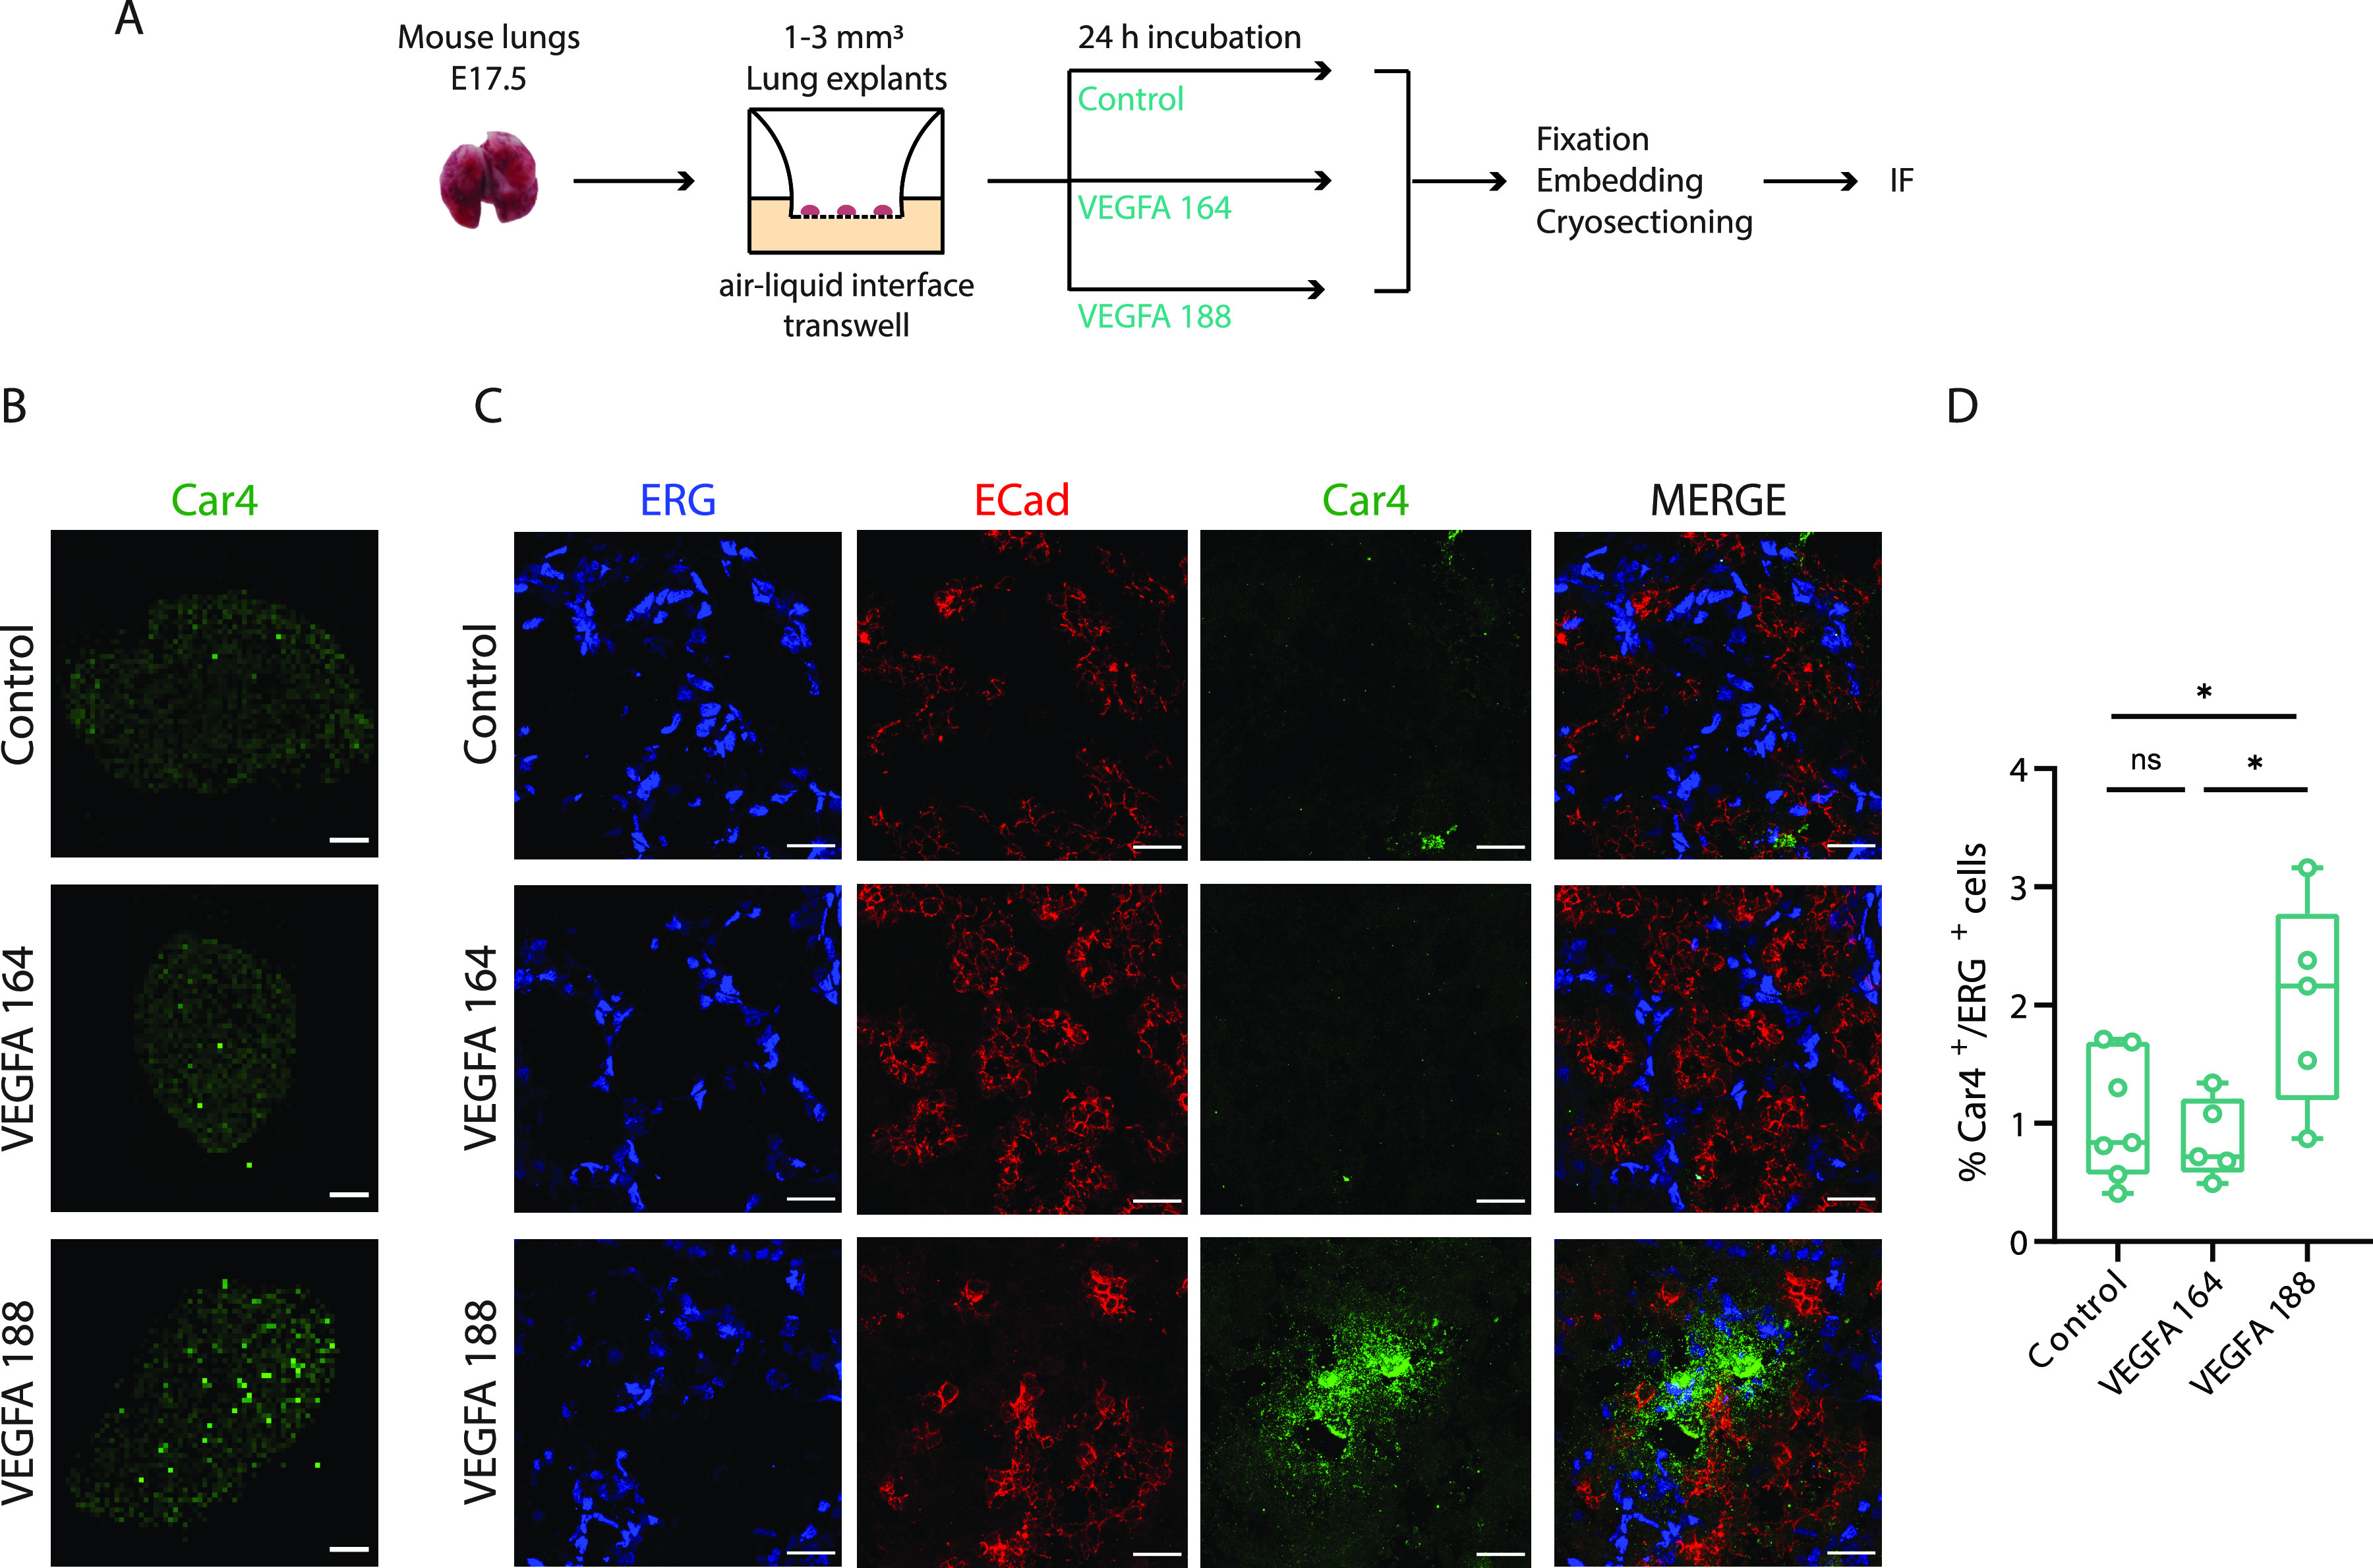
Vegfa 188 selectively induces the specification of Car4-positive endothelial cells. **(A)** Schematic representation of workflow: E17.5 lung explants were isolated and cultured on a Transwell at an air-liquid interface. Control and mouse recombinant VEGFA 164 or VEGFA 188 were added to the medium in contact with the explants. After 24 h, the explants were collected and processed for immunofluorescence (IF). **(B)** Low-magnification images of immunofluorescence of Car4 (green) in E17.5 mouse explants treated with control, VEGFA 164, or VEGFA 188 for 24 h. Scale bar, 200 μm. **(C)** High magnification images of immunofluorescence of ERG (gray), Ecad (red), and Car4 (green) in E17.5 mouse explants treated with control, VEGFA 164, or VEGFA 188 for 24 h. Scale bar, 20 μm. **(D)** Quantification of the percentage of Car4-positive/ERG-positive cells in E17.5 mouse explants treated with control, VEGFA 164 or VEGFA 188 for 24 h. Data from five to seven independent biological replicates for each condition with a total of at least 10,000 cells quantified per condition. Data are shown as mean ± SD. *P*-value from one-way ANOVA with Tukey correction for multiple testing.

## Discussion

Lung alveolar formation starts during late embryonic development and continues postnatally during the first weeks after birth. The distinct cell types that compose the developing alveoli experience dramatic changes at birth. Oxygen tension, mechanical stretch due to respiratory movements, and blood flow rates dramatically increase. However, how the distinct lung cell types adapt to such dramatic changes is still not fully understood.

AS is a wide phenomenon driving developmental changes. However, the regulation of AS during lung development at a genome-wide level had not been explored before. This work represents the first comprehensive analysis of the precise dynamics of AS during lung development at a genome-wide scale. Our analysis uncovered the occurrence of AS in the mouse lung during the embryonic-to-postnatal transition. We identified numerous genes that undergo AS at this transition, creating two clusters that exhibit distinct kinetics between embryonic and postnatal stages. We identified AS changes in key cell–cell adhesion complexes and signaling pathways known to regulate intercellular communication between epithelial, endothelial and other lung cell types during lung development: adherens and tight junctions, and VEGFA and Hippo signaling pathways (Yamamoto et al, 2007; Kato et al, 2018; Nantie et al, 2018; Ellis et al, 2020). Overall, this raises the hypothesis that regulation of AS can be a means of modulating intercellular communication in lungs towards functional respiration. Remarkably, the number of AS changes in genes that do not undergo gene expression changes was considerably higher than in genes that undergo gene expression changes. Thus, it is tempting to speculate that the program of adaptation to birth through AS is largely independent of the gene expression program operating at this stage. Therefore, we postulate that further investigation into the mechanisms governing AS in lung could be relevant for development and pathology. Supporting this vision, several studies have already associated AS and different lung conditions, such as lung cancer, idiopathic pulmonary fibrosis, and chronic obstructive pulmonary disease (Kusko et al, 2016; Coomer et al, 2019).

Through bioinformatics analysis, we identified Cpeb4, Elavl2, and hnRNP A1 as RPBs potentially regulating DAS in mouse lungs. Cpeb4 regulates polyadenylation of the 3′UTR of mRNA transcripts and thus, the stability and translational output and has previously been shown to bind to and regulate *Vegfa* (Calderone et al, 2016). hnRNP A1 has been shown to bind to intronic or exonic splice silencers to regulate splicing of alternative exons (Baralle & Giudice, 2017). Elavl2/HuB belongs to the family of Hu proteins that have been implicated in the regulation of AS and alternative polyadenylation (Pascale et al, 2008). *Cpeb4* or *Elavl2* knockout mice are viable (Liu et al, 2017; Kato et al, 2019), thus suggesting a mild effect in lung development, whereas *Hnrnpa1* knockout mice die perinatally with cardiac defects but analysis of lungs was not reported (Liu et al, 2017). Thus, further investigation on the biological relevance of each of these factors, and combinatorial effects, is warranted to validate their roles in lung development.

We have further explored AS of *Vegfa* gene. Although changes in the relative proportion of *Vegfa* isoforms have previously been described to occur during lung development (Healy et al, 2000; Ng et al, 2001; Greenberg et al, 2002), it was not known which cell types in the lung express the different *Vegfa* isoforms, nor if the switch in *Vegfa* AS occurs in a tissue- or cell type–specific manner. We identified that *Vegfa* transcript levels increase both in ECs and in AT1 cells during alveolar development. However, whereas in the embryonic period, *Vegfa 164* is the predominant isoform expressed in both cell populations, in the postnatal period, *Vegfa 188* becomes predominant specifically in AT1 cells. Our results suggest the occurrence of a cell type–specific AS of *Vegfa* in AT1 cells during late lung development. Finally, we have shown that VEGFA 188, and not VEGFA 164, drives the specification of Car4-positive alveolar ECs. This result suggests the existence of a developmental program driving AS and the sharp increase in *Vegfa 188* isoform expression from E18.5 to E19.5 in AT1 cells. The alteration in *Vegfa* AS pattern results in a change in the intercellular communication between epithelial AT1 and EC types to promote organotypic endothelial cell specification in the developing mouse alveoli. This mechanism may constitute a pre-birth adaptation of lungs to the postnatal life.

We also found a marked increase in *Vegfa* expression during lung development in ECs, in which *Vegfa 164* is the predominant isoform in all time-points analysed. However, it remains to be determined what is the role of EC-derived *Vegfa* both during development and at the adult stage. Previous results from different authors on the effects in the lung of EC-specific *Vegfa* deletion are conflicting. On one hand, Lee et al (2007) reported that non-inducible *Vegfa* EC-specific knock out resulted in premature death and, in the case of surviving mice, these exhibited lungs with increased chronic inflammation and fibrosis, EC rupture, and collapsed lumen (Lee et al, 2007). On the other hand, Ellis et al (2020) reported that the EC-specific deletion of *Vegfa* at P3 elicits no defects in lung alveolar morphology at P9 (Ellis et al, 2020). The reasons for this discrepancy are unclear. It is possible that the *Vegfa* deletion in ECs is compensated by the endogenous or ectopic expression of *Vegfa* in AT1 cells in the latter mouse model.

Another intriguing observation is that *Vegfa* expression in alveolar AT1 and ECs keeps increasing after birth. In many tissues, the formation of new blood vessels usually occurs in response to hypoxia. Under low oxygen tension, hypoxia-inducible factors are protected from proteolytic degradation, become stable, and activate the expression of a myriad of transcriptional targets, among which is *Vegfa* (Krock et al, 2011). Yet, after birth, lung alveoli become filled with oxygen-rich air. This suggests that *Vegfa* expression in the postnatal lungs must be independent of hypoxia. Understanding the mechanisms that allow the uncoupling between hypoxia and *Vegfa* levels in postnatal lungs deserves attention in the future.

In addition to the previously described *Vegfa* isoforms, we have identified a novel *Vegfa* isoform that has undergone splicing of all introns except of intron 5, to which we called *Vegfa i5*. This isoform is expressed during lung development both in ECs and AT1 cells. Intron retention is a widespread phenomenon shown to have a functional impact in development, physiology, and disease (Wong et al, 2016; Jacob & Smith, 2017; Yue et al, 2020). According to literature on transcripts with these characteristics, there are three main possibilities: (i) the spliced transcript containing intron 5 is targeted for nonsense-mediated mRNA decay, however, if this mRNA species were rapidly eliminated after its production, the probability of detecting it through RNAseq would be very low, so this hypothesis is unlikely; (ii) it corresponds to a pre-spliced mRNA with a retained intron, whose excision from the pre-spliced mRNAs has been shown to allow a rapid production of the mature mRNA in response to extracellular stimuli (Mauger et al, 2016; Jacob & Smith, 2017); (iii) in rarer cases, transcripts containing premature stop codons may encode truncated proteins (Jacob & Smith, 2017). In this case, the *Vegfa* intron 5 contains multiple premature stop codons, thus, the putative protein codified by *Vegfa i5* should contain exon 1–5 only. According with what has been described (Peach et al, 2018a), it would be able to bind to VEGFRs (contains exons 3 and 4) but not to NRP1 or to the extracellular matrix (does not contain exons 6 and 7). It will be relevant to identify how the generation of this novel *Vegfa* mRNA isoform is controlled, and to address its functional significance during lung development. In addition, it has been described that gene expression changes and RNA polymerase II elongation rate may be coupled with changes in AS (Bentley, 2014). Because we found that both *Vegfa* gene expression and its AS pattern change during lung development, it will be interesting to address if the occurrence of these events on *Vegfa* is interdependent.

In sum, our work contributes for a better understanding of the mechanisms driving alveologenesis and lung adaptation to breathing and sets the ground for the study of the role of AS dynamics during lung development.

## Materials and Methods

**Table:** Key resources table.

Reagent or resource	Source	Identifier
Antibodies		
Rat anti-Mouse APC CD31	BD Pharmingen	551262
Mouse anti-Mouse FITC CD45	Covance	109806
Rat anti-Mouse PE CD326 (Ep-CAM)	Covance	118206
Rat anti-Mouse PerCP/Cy5.5 MHC II	BioLegend	107626
Pro-SFPTC, Rabbit	SevenHills BioReagents	WRAB-9337
CD31 (PECAM1), Goat	R&D	AF3628
Aquaporin 5, Rabbit	Merck	178615
ERG, Rabbit	Abcam	ab92513
E-cadherin (ECCD-2), Rat	Invitrogen	13-1900
Carbonic Anhydrase IV/CA4 (Car4), Goat	R&D	AF2414
Donkey anti-Rabbit Alexa 568	Thermo Fisher Scientific	A10042
Donkey anti-Goat Alexa 647	Thermo Fisher Scientific	A21447
Donkey anti-Goat Alexa 555	Thermo Fisher Scientific	A21432
Donkey anti-Rabbit Alexa 488	Thermo Fisher Scientific	A21206
Chemicals, and recombinant proteins		
PBS	Sigma-Aldrich	P4417
HBSS	Gibco	14175-053
DMEM	Gibco	11320-074
DMEM/F-12, no phenol red	Gibco	21041-025
L-Ascorbic acid	Merck	A4544-25G
Penicillin–streptomycin (10,000 U/ml)	Gibco	15140-122
Mouse VEGFA 164	ReliaTech	M30-004
Mouse VEGFA 188	ReliaTech	M30-095
Albumin bovine fraction V (BSA)	Nzytech	MB04602
RNase-OFF	Enzifarma	9037
Liberase Research Grade	Roche	5401119001
DNase I, grade II, from bovine pancreas	Roche	10104159001
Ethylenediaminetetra–acetic acid (EDTA)	VWR	VWRC20301.290
RBC lysis buffer 10×	BioLegend	420301
RNase-free water	Sigma-Aldrich	3098
Trypan Blue	Sigma-Aldrich	T8154
Live/Dead Fixable Near-IR Dead Cell Stain Kit	Invitrogen	LTI L10119
Hepes	Sigma-Aldrich	H3375-250G
TRIzol Reagent	Alfagene/Ambion	15596026
Chloroform	Merck Millipore	1.02445.1000
Glycogen	Sigma-Aldrich	G1767-1VL
3M Sodium acetate	VWR	27653,26
Ethanol absolute	VWR	20821,33
Phenol-chloroform-isoamyl alcohol (25:24:1)	Sigma-Aldrich	P2069
Isopropanol	VWR	1.09634.1000
Power SYBR Green PCR Master Mix	Thermo Fisher Scientific	4368706
Tris base	Nzytech	MB01601
Agarose	Nzytech	MB14402
GreenSafe Premium	Nzytech	MB13201
DNA Gel Loading Dye (6X)	Thermo Fisher Scientific	R0611
GeneRuler 1 Kb Plus DNA ladder	Thermo Fisher Scientific	SM1333
GeneRuler 100 bp DNA ladder	Thermo Fisher Scientific	SM0241
Urea	Sigma-Aldrich	U5378
Ammonium persulfate	Sigma-Aldrich	A3678-25G
Ficoll 400	Enzymatic	BP525-25
Sodium chloride	VWR	27810,295
Triton X-100	Sigma-Aldrich	T8787
DTT	Enzo Life Sciences	ALX 280 001 G010
Halt protease and phosphatase inhibitor cocktail	Thermo Fisher Scientific	78446
Acrylamide/bis-Acrylamide (29:1 solution)	Nzytech	MB04501
Hydrochloric acid	VWR	20252,335
N,N,N′,N′-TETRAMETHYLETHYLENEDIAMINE	Sigma-Aldrich	T9281-25ML
Bromophenol blue	Merck	108122
RNeasy plus mini kit	QIAGEN	50974136
RNeasy plus micro kit	QIAGEN	50974034
DNase I recombinant, RNase-free	Roche	4716728001
High-capacity RNA-to-cDNA Kit	Applied Biosystems	LTAB 4387406
Q5 Hot Start High-Fidelity DNA polymerase	BioLabs	M0493S
GoTaq G2 flexi DNA polymerase	Promega	PROMM7805
Wizard SV gel and PCR clean-up system	Promega	A9281
Pierce BCA protein assay kit	Thermo Fisher Scientific	23227
Mouse VEGFA Quantikine ELISA kit	R&D	MMV00
Paraformaldehyde 16% solution	Electron Microscopy Sciences	15710
Sucrose	Sigma-Aldrich	S7903-1KG
OCT compound mounting medium	VWR	VWRC361603E
Fetal bovine serum	Gibco	10500-064
Experimental model organisms		
C57Bl/6J mice (*Mus musculus* Linnaeus)	Charles River Laboratories	N/A
Oligonucleotides		
Primers used in PCR are listed in the methods section	Sigma-Aldrich and Eurofins	This manuscript
Bioinformatics tools and software		
Kallisto		https://github.com/pachterlab/kallisto
VastDB		https://vastdb.crg.eu/wiki/Main_Page
VAST-TOOLS		https://github.com/vastgroup/vast-tools
Matt		http://matt.crg.eu/
DAVID		https://david.ncifcrf.gov/tools.jsp
QuantStudio real-time PCR software	Applied Biosystems	4486400
Prism 8 Software	GraphPad	https://www.graphpad.com/scientific-software/prism/
Image Lab Software	Bio-Rad	1709690
SnapGene Software	GSL Biotech	https://www.snapgene.com
FLOW JO Software	BD Life Sciences	https://www.flowjo.com/
ZEN software (black edition)	Carl Zeiss	N/A
Fiji/ImageJ Software	NIH	https://imagej.nih.gov/
Microsoft Excel 2016	Office	N/A
Others		
Sanger sequencing	Eurofins|genomics/GATC services	N/A

### Mice and sample collection

Wild-type C57Bl/6 mice (*Mus musculus Linnaeus*) were used in this study. Both female and male mice were used for sample collection.

Timed matings were performed and mouse lungs were collected at different time-points for different procedures. Biological replicates of each time-point were collected from the same litter.

### RNA extraction from bulk lungs

Immediately after isolation, the lungs were transferred to an Eppendorf tube, snap frozen in liquid nitrogen, and stored at −80°C. The lungs were thawed and mechanically disrupted using a pestle. To extract and purify RNA, we used the RNeasy Plus Mini Kit (QIAGEN), following the manufacturers’ instructions. For further dissociation of the tissue, after RLT plus lysis buffer addition, we used the pestle and a 20-G needle on a 3-ml syringe (passing the tissue roughly 10 times). RNA concentration was measured using Thermo Fisher Scientific NanoDrop 2000. A fraction of the purified RNA was used to produce cDNA and the remaining volume of RNA was stored at −80°C.

### Lung tissue dissociation and FACS

For cell sorting, the lungs were collected and transferred to a 50-ml falcon with 1 ml of cold (+4°C) DMEM supplemented with 1% BSA. Disruption of the tissue was performed on ice using sterile scissors and a sterile scalpel blade until no clear tissue pieces were visible. The dissociated lung tissue was incubated with 2 ml of Liberase (200 μg/ml) and DNase I (10 μg/ml) in DMEM + 1% of BSA in an Eppendorf tube and incubated in a rotator for 40 min at 37°C. During this enzymatic digestion period, the tissue was further disrupted mechanically by passing 4 times through a 20-G needle on a 2-ml syringe. We added 2 ml of cold FACS buffer (EDTA 1 mM, BSA 0.5%, and dPBS 1×) and aspirated the suspension into a 10-ml syringe through a 20-G needle. Cell suspension was forced to pass through a 70-μm cell strainer. We centrifuged the samples at 200*g* for 5 min at 4°C. The supernatant was discarded. To lyse RBCs, each pelleted lung was re-suspended in 1 ml of RBC lysis buffer 1× and incubated for 5 min at RT. Cell suspension was forced to pass through a 40 μm cell strainer. The number of cells was counted and the cell suspension was centrifuged at 200*g* for 5 min at 4°C. The pelleted cells were re-suspended in FACS buffer to a density of 16 × 10^6^ cells/ml. Incubation with antibodies and Live/Dead Fixable Viability dye was performed for 20 min in the dark at +4°C in the following dilutions: Live/Dead APC-Cy7 (1:2,000); Rat anti-Mouse APC CD31 (1:100); Mouse anti-Mouse FITC CD45 (1:200); Rat anti-Mouse PE CD326 (Ep-CAM) (1:100); and Rat anti-Mouse PerCP/Cy5.5 MHC II (1:500). Single color and unstained controls were used to set up the gatings.

After antibody incubation, cells were centrifuged at 300*g* for 5 min at 4°C and washed by re-suspending in FACS buffer to a concentration of 1 × 10^6^ cells/200 μl and centrifugation at 300*g* for 5 min at 4°C. Finally, pelleted cells were re-suspended in FACS buffer to a final concentration of 1 × 10^6^ cells/250 μl for the single colors, and unstained fraction, and 8 × 10^6^ cells/ml for the fraction to be sorted. FACS was performed in BD FACSAria III cell sorter with a nozzle of 100 μm and a pressure of 20 PSI. Dead cells were excluded using Live/Dead Fixable Viability dye. We collected different cell populations, in RNase-free Eppendorf tubes filled with 500 μl of collection buffer (Hepes 25 mM, BSA 2.5% in DMEM) and centrifuged at 2,400*g* for 5 min at 4°C. The supernatant was discarded and the pellet was re-suspended in 1 ml of Trizol Reagent by pipetting up and down several times and vortexed for 1 min. After homogenization, cells were incubated at RT for 5 min to allow the complete dissociation of nucleoprotein complexes. Cell lysates were stored at −80°C until RNA extraction of sorted cells was performed.

### RNA extraction from sorted cells

The samples in 1 ml of Trizol were thawed on ice and incubated at RT for 5 min. 200 μl of chloroform was added to each Eppendorf. The tubes were shaken by hand for 30 s and incubated at RT for 5 min. After incubation, the tubes were centrifuged at 12,000*g* for 15 min at 4°C. The upper aqueous phase was carefully transferred to a new RNase-free Eppendorf tube. To precipitate and wash RNA, 1.5 μl of glycogen and 50 μl of 3 M sodium acetate were added to each tube. Tubes were briefly vortexed and 500 μl of isopropanol was added. The Eppendorf tubes were vortexed and incubated at RT for 15 min and centrifuged at 12,000*g* for 8 min at 4°C. The supernatants were discarded and the pellets were washed with 1 ml of 75% ethanol. The tubes were centrifuged at 12,000*g* for 5 min at 4°C and the supernatant was carefully discarded after centrifugation. The pellets were allowed to dry at RT and were resuspended in 20 μl of RNase-free water. After suspension, all samples were kept on ice and RNA was quantified using Thermo Fisher Scientific NanoDrop 2000. Samples were treated with recombinant DNase I (RNase-free). For each reaction, 5 μl of DNase I buffer, 1 μl of DNase I, and 24 μl of RNAse-free water were added to 20 μl of RNA (up to 10 μg) from each sample making a final volume of 50 μl per reaction and incubated for 20 min at 30°C. To inactivate DNase I and purify the RNA, we added one volume of phenol–chloroform–isoamyl alcohol mixture (25:24:1). The tubes were vortexed and centrifuged at 12,000*g* for 10 min at 4°C. The upper aqueous phase was transferred to a new RNase-free Eppendorf tube. 1 volume of chloroform was added to each sample, the samples were then vortexed and centrifuged at 12,000*g* for 10 min at 4°C. The upper aqueous phase was transferred to a new RNase-free Eppendorf. To precipitate RNA, we added 1.5 μl of glycogen and 50 μl of 3 M sodium acetate to each tube and vortexed them. 500 μl of isopropanol was added, the tubes were vortexed and incubated at RT for 15 min. After incubation, the tubes were centrifuged at 12,000*g* for 20 min at 4°C to precipitate RNA and the supernatant was discarded. To wash the pellets, we added 1 ml of 75% ethanol and centrifuged the tubes at 12,000*g* for 5 min at 4°C. We discarded the supernatant carefully and repeated this step once to further wash the RNA. Pellets were dried at RT and re-suspended it in 15 μl of RNase-free water. Each sample was kept on ice and quantified using Thermo Fisher Scientific NanoDrop 2000. A fraction of the purified RNA was used to produce cDNA and the remaining volume of RNA was stored at −80°C.

### Production of cDNA

Production of cDNA from RNA extracted from both bulk lungs and sorted cells was performed using the High-Capacity RNA-to-cDNA Kit (Applied Biosystems), following the manufacturers’ protocol. The cDNA was stored at −20°C and used for end-point PCR and RT-qPCR reactions.

### End-point PCR

Specific target regions were amplified through standard end-point PCR. Primers used to amplify the distinct *Vegfa* isoforms through end-point PCR are presented in the table below. PCR was performed using Q5 Hot Start High-Fidelity DNA Polymerase. To perform each reaction we added 10 μl of 5X Q5 reaction buffer, 1 μl of dNTPs (10 mM), 2.5 μl of forward primer (10 μM), 2.5 μl of reverse primer (10 μM), 0.5 μl of Q5 Hot Start High-Fidelity DNA Polymerase, cDNA as template and nuclease-free water up to 50 μl. PCR was run on T100 Thermal Cycler (Bio-Rad) using the following PCR program: an initial denaturation step of 98°C for 30 s, 26 cycles of 10 s at 98°C, 30 s at 65°C, and 2 min at 72°C, followed by a final extension of 2 min at 72°C. PCR products were analysed by performing electrophoresis in a 2% agarose gel or in a TBE-UREA-polyacrylamide gel, as described below.

To validate a fraction of AS events identified on RNAseq, 20 specific target regions were amplified through end-point RT-PCR on cDNA from triplicate samples of bulk mouse lungs at E18.5 and P5 (AS events ID and primers used are presented on the table below). PCR was performed using GoTaq G2 Flexi DNA Polymerase, according to the manufacturers’ instructions.

PCR was run on T100 Thermal Cycler (Bio-Rad). The PCR program was adapted to the characteristics of each primer pair and PCR product, as follows: an initial denaturation step of 95°C for 2 min, 32–40 cycles of 40 s at 95°C, 34 s at 59–61°C and 15–55 s at 72°C, followed by a final extension of 5 min at 72°C. PCR products were analysed by performing electrophoresis in a 2% agarose gel or in a TBE-UREA-Polyacrylamide gel as described below. The relative intensity of the bands obtained was quantified using Fiji/ImageJ software and used to calculate the ΔPSI for each gene.

**Table:** Primers used in standard end-point PCR.

Target	Sequence	Reference
*Vegfa* (E3/E4)	**F1: 5′**-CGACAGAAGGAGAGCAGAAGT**-3′**	This article
	**R1: 5′**-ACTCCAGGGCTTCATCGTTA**-3′**	
Universal *Vegfa*	**F2: 5′-**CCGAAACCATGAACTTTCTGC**-3′**	This article
	**R2: 5′-**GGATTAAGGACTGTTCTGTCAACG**-3′**	
*Vegfa Intron 5 (a)*	**F2: 5′-**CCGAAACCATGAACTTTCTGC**-3′**	This article
	**R3: 5′-**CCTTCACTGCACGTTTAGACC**-3′**	
*Vegfa Intron 5 (b)*	**F3: 5′-**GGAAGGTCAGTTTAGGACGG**-3′**	This article
	**R2: 5′-**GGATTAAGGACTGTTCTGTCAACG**-3′**	
Gene_AS Event ID	Sequence	Reference
*Col13a1*_MmuEX0012150	**F: 5′-**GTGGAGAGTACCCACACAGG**-3′**	This article
	**R: 5′-**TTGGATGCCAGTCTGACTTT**-3′**	
*Palm*_MmuEX0033522	**F: 5′-**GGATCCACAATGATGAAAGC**-3′**	This article
	**R: 5′-**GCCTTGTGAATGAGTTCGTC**-3′**	
*Arfip1*_MmuEX0005740	**F: 5′-**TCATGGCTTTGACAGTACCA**-3′**	This article
	**R: 5′-**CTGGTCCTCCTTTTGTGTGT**-3′**	
*Plod2*_MmuEX0035870	**F: 5′-**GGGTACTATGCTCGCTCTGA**-3′**	This article
	**R: 5′-**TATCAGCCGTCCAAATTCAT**-3′**	
*Afdn*_MmuEX0029239	**F: 5′-**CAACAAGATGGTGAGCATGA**-3′**	This article
	**R: 5′-**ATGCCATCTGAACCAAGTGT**-3′**	
*Polr2b*_MmuINT0123847	**F: 5′-**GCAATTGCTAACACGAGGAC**-3′**	This article
	**R: 5′-**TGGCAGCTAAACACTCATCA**-3′**	
*Hdac7*_MmuEX0022512	**F: 5′-**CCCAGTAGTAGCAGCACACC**-3′**	This article
	**R: 5′-**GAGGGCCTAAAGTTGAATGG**-3′**	
*Slain2*_MmuEX0042523	**F: 5′-**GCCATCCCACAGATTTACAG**-3′**	This article
	**R: 5′-**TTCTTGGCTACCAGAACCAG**-3′**	
*Rbm26*_MmuEX0039116	**F: 5′-**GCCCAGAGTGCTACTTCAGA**-3′**	This article
	**R: 5′-**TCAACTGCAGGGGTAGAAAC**-3′**	
*Mbnl1*_MmuEX0028097	**F: 5′-**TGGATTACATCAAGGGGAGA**-3′**	This article
	**R: 5′-**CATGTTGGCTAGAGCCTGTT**-3′**	
*Macf1*_MmuEX0027473	**F: 5′-**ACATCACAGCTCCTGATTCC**-3′**	This article
	**R: 5′-**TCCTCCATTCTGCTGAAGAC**-3′**	
*Col6a3*_MmuEX0012337	**F: 5′-**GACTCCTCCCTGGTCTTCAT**-3′**	This article
	**R: 5′-**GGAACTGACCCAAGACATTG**-3′**	
*Papola*_MmuEX0033600	**F: 5′-**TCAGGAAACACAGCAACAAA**-3′**	This article
	**R: 5′-**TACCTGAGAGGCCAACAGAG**-3′**	
*Myo9b*_MmuEX0030598	**F: 5′-**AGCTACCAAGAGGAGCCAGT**-3′**	This article
	**R: 5′-**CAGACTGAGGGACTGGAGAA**-3′**	
*Bnip2*_MmuEX0008099	**F: 5′-**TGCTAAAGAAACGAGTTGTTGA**-3′**	This article
	**R: 5′-**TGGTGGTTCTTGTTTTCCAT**-3′**	
*Crlf1*_MmuEX0012750	**F: 5′-**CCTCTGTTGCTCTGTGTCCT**-3′**	This article
	**R: 5′-**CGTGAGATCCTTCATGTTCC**-3′**	
*Kif13a*_MmuEX0025416	**F: 5′-**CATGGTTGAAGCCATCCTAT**-3′**	This article
	**R: 5′-**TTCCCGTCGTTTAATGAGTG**-3′**	
*Psd*_MmuINT0127657	**F: 5′-**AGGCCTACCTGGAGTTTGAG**-3′**	This article
	**R: 5′-**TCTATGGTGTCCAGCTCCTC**-3′**	
*Nexn*_MmuINT1024226	**F: 5′-**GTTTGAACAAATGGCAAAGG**-3′**	This article
	**R: 5′-**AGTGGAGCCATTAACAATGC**-3′**	
*Pecam1*_MmuEX0034408	**F: 5′-**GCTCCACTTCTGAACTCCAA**-3′**	This article
	**R: 5′-**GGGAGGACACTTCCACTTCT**-3′**	

### PCR product purification and Sanger sequencing

To sequence the *Vegfa* isoform comprising intron 5, *Vegfa i5*, several end-point PCR reactions using different primer pairs were performed to obtain partially overlapping DNA fragments covering all the *Vegfa i5* sequence. From the total volume of each PCR product, we saved a fraction (10 μl) to run on a 2% agarose gel to confirm if the amplification of each fragment was successful. The remaining volume (40 μl) was purified using the Wizard SV Gel and PCR Clean-Up System (Promega) following the manufacturers’ protocol. DNA Sanger sequencing was performed by GATC services (Eurofins). DNA sequences obtained from the sequencing results of fragments amplified from *Vegfa *i*5* (FASTA file) were imported into the SnapGene software (GSL Biotech).

### Gene expression analysis using real-time quantitative PCR (RT-qPCR)

Quantitative gene expression analysis was performed by RT-qPCR using intron-spanning primer pairs. Two housekeeping genes, *Actb* and *Gusb*, were analysed as housekeeping genes. All primers used for RT-qPCR are indicated in the table below. A standard curve for each primer pair was obtained in every RT-qPCR run alongside with the samples to be analysed. To obtain the standard curve, we mixed cDNA from all time-points collected and prepared different dilutions (1:10, 1:100, 1:500, 1:1,000).

**Table:** Primers used in RT-qPCR.

Gene	Sequence	Reference
*Actb*	**F: 5′-**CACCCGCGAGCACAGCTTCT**-3′**	This article
	**R: 5′-**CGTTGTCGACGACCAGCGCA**-3′**	
*Gusb*	**F: 5′-**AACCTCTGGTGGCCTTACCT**-3′**	This article
	**R: 5′-**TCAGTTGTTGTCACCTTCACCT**-3′**	
*Vegfa 120*	**F4: 5′-**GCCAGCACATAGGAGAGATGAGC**-3′**	This article
	**R4: 5′-**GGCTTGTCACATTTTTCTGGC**-3′**	
*Vegfa 164*	**F4: 5′-**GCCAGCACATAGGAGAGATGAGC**-3′**	This article
	**R5: 5′-**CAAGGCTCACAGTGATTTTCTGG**-3′**	
*Vegfa 188*	**F4: 5′-**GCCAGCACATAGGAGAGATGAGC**-3′**	This article
	**R6: 5′-**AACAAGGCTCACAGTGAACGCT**-3′**	
*Vegfa Intron 5*	**F5: 5′-**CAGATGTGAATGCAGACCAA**-3′**	This article
	**R7: 5′-**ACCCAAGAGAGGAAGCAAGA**-3′**	
*Total Vegfa*	**F1: 5′-**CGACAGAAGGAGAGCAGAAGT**-3′**	This article
	**R1: 5′-**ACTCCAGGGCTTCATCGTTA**-3′**	
*CD31*	**F: 5′-**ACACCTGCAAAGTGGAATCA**-3′**	This article
	**R: 5′-**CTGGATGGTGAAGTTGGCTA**-3′**	
*CD45*	**F: 5′-**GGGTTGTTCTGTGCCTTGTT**-3′**	This article
	**R: 5′-**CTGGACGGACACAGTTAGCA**-3′**	
*EpCam*	**F: 5′-**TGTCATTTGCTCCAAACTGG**-3′**	This article
	**R: 5′-**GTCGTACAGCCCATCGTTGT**-3′**	
*Aqp5*	**F: 5′-**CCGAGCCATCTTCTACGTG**-3′**	This article
	**R: 5′-**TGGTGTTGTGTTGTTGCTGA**-3′**	
*Sfptc*	**F: 5′-**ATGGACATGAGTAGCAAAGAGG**-3′**	This article
	**R: 5′-**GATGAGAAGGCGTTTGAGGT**-3′**	
*Foxj1*	**F: 5′-**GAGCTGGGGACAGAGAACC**-3′**	This article
	**R: 5′-**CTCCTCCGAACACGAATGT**-3′**	
*Prox1*	**F: 5′-**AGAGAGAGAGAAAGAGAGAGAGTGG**-3′**	This article
	**R: 5′-**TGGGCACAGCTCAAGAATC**-3′**	
*Cdh5*	**F: 5′-**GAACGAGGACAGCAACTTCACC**-3′**	This article
	**R: 5′-**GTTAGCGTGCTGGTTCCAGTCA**-3′**	
*Cdh1*	**F: 5′-**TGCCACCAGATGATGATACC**-3′**	This article
	**R: 5′-**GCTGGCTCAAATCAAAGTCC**-3′**	
*Car4*	**F: 5′-**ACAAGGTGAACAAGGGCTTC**-3′**	This article
	**R: 5′-**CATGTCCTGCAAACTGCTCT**-3′**	
*Cpeb4*	**F: 5′-**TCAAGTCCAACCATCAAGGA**-3′**	This article
	**R: 5′-**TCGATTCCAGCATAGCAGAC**-3′**	
*Elavl2*	**F: 5′-**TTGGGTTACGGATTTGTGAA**-3′**	This article
	**R: 5′-**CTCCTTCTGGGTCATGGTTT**-3′**	
*Hnrnpa1*	**F: 5′-**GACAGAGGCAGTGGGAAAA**-3′**	This article
	**R: 5′-**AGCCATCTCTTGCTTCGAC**-3′**	

In addition, in each plate, we used a calibrator sample. The calibrator sample, which was prepared once and used in every plate, was generated by mixing equal quantities of each cDNA sample (all time-points) from bulk lungs (1:200). For each individual reaction, we added 7 μl of Power SYBR Green PCR Master Mix, 0.3 μl of previously diluted primer pairs (final concentration of 100 nM), 2 μl of diluted cDNA, and 4.85 μl of RNase-free water resulting in a final volume of 14 μl per well. We used Applied Biosystems VIIA 7 Real-Time PCR system, the conditions for the reaction were 1 × 50°C for 2 min, 95°C for 10 min; 45 × 95°C for 15 s, 60°C for 1 min, 1 × 95°C for 15 s, 60°C for 1 min; and 1 × 95°C for 15 s. The software used to analyze each RT-qPCR experiment was QuantStudio Real-Time PCR Software (Applied Biosystems). Standard curves, Melting curve and amplification plots were all generated in this software. Pfaffl method (Pfaffl, 2001) was used to quantify gene expression. To avoid inter-plate variations, when we needed to compare across different plates, we used an adaptation of the method used in qbase+ software (Biogazelle) that allows relative quantification of gene expression through a modified method based on ΔΔCt and through the normalization to a calibrator sample (Calibrated Normalized Relative Quantity, CNRQ). All graphics presented were elaborated with Graph Pad Prism 8 software.

### TBE-urea-PAGE

6% of TBE-urea-polyacrylamide gels were prepared by using: 1.5 ml of 10× TBE buffer, 2.25 ml of 40% polyacrylamide/bisacrylamide reagent, 7.2 g of urea, and ddH_2_O up to 15 ml. After completely dissolving the urea, we added 15 μl of TEMED and 150 μl of fresh 10% (wt/vol) APS. The mixture was poured into a 15-mm-thick gel support and a 15-well comb was inserted. After polymerization, we mounted the gels in an electrophoresis apparatus filled with 1× TBE buffer. Before loading the samples, urea traces and gel pieces were washed from the wells with 1× TBE Buffer and the gel was pre-ran for 30 min at 25 V. We loaded 30 μl of sample in each well: 15 μl of PCR product diluted in 15 μl of homemade 2× TBE-urea sample buffer (10% 10× TBE running buffer; 6% Ficoll Type 400; 1% bromophenol blue; 7 M urea). The gel was run at 25 V until the samples moved past the wells into the gel, after which the voltage was increased to 100 V. After running, the gel was incubated in 1× TBE for 10 min and after stained with Green Safe reagent dye (5 μl/100 ml of TBE 1×) for 30 min and visualized on ChemiDoc XRS+ system (Bio-Rad).

### Cytospin

Single-cell suspensions from lungs at P5 before sorting (pre-sort sample) and after sorting were used in cytospin (Koh, 2013). 80,000–100,000 cells/200 μL FACS buffer were used per slide. Samples were centrifuged in Shandon Cytospin 2 for 5 min at 500*g*. The resultant slide was fixed with 4% PFA for 10 min at RT, washed twice in PBS, and stored in PBS 0.01% Azide at +4°C until further use.

### Lung explants culture

E17.5 mice were euthanized, the fetal mouse lungs dissected free of surrounding structures, and washed in ice-cold HBSS supplemented with 50 units/ml of penicillin–streptomycin. The lung tissue was minced into 1–3 mm^3^ cubes using a sterile blade, and mouse lung explants were cultured on an air–liquid interface using Transwell cell culture inserts of 12 mm diameter, PES membrane, 0.4 μm pore size (Corning, 3460). Explants were cultured for 24 h in DMEM/F-12, 50 units/ml of penicillin–streptomycin, and 0.25 mg/ml ascorbic acid at 37°C in 95% air/5% CO2, supplemented with control, recombinant mouse VEGFA 164 or VEGFA 188 at a final concentration of 5.26 nM.

### Immunofluorescence

For immunostaining in cytospin slides (all steps at RT), slides were blocked in 3% BSA 0.1% triton X-100 in PBS (PBST-BSA) for 30 min. Primary antibody incubation was performed in PBST-BSA for 2 h. Slides were washed three times in PBS 0.1% Triton X-100 (PBST). Secondary antibody incubation was performed in PBST-BSA for 1 h. Slides were washed three times in PBST. Nuclei were stained with DAPI (1:10,000) for 5 min. Slides were washed once with PBS and mounted in Mowiol/Dabco mixture.

For immunofluorescence of mouse lung explant slices, cultured mouse lung explants were collected, washed in PBS and fixed in 2% PFA in PBS for 30 min at +4°C on a swinging platform. After fixation, explants were washed in PBS overnight at +4°C on a swinging platform. For cryopreservation, the explants were incubated PBS with 20% (wt/vol) sucrose and 33% (vol/vol) optimal cutting temperature compound (OCT) in PBS for 48 h at +4°C on a rotator platform, after which were embedded in OCT and frozen. OCT explant blocks were cut into 10 μm slices using a Cryostat Leica CM3050S, mounted on SuperFrost Plus slides (Thermo Fisher Scientific), and stored at −20°C until further use.

For immunofluorescence, lung slices were rehydrated in PBS for 10 min. Lung slices were blocked for 30 min at RT in blocking buffer (5% FBS, 0.5% Triton X-100 in PBS). Primary antibodies incubation was performed in blocking buffer on a humidified chamber overnight at +4°C. After three washes with PBS for 15 min each, sections were incubated with secondary antibodies in blocking buffer for 60–90 min at RT. After three washes with PBS for 15 min each, slices were counterstained with DAPI (1:10,000) for 5 min, washed once in PBS, and mounted using a Mowiol/Dabco mixture.

The antibodies used in immunofluorescence were: Rabbit Pro-SFPTC (1:1,000; SevenHills BioReagents), Goat CD31 (PECAM1) (1:400; R&D), Rabbit Aquaporin 5 (1:200; Merck), Rabbit ERG (1:200; Abcam), Goat Car4 (1:150; R&D), Rat E-cadherin (ECCD-2) (1:1,000; Invitrogen), Donkey anti-Rabbit Alexa 568 (1:500; Thermo Fisher Scientific), Donkey anti-Goat Alexa 647 (1:500; Thermo Fisher Scientific), Donkey anti-Goat Alexa 555 (1:400; Thermo Fisher Scientific), and Donkey anti-Rabbit Alexa 488 (1:500; Thermo Fisher Scientific).

Images were acquired on a Zeiss LSM 710 inverted laser scanning confocal microscope (Carl Zeiss) equipped with a motorized stage, using an EC Plan-Neofluar DIC 40×/1.3 oil objective or on a Zeiss LSM 980 inverted laser scanning confocal microscope (Carl Zeiss) equipped with a motorized stage, using a Plan-Apochromat 20×/0.8 dry objective. Image analysis was performed with Fiji/ImageJ software.

### ELISA

After collection, lungs were snap-frozen in liquid nitrogen. Ice-cold lysis buffer (150 mM NaCl; 1 mM EDTA; 50 mM Tris–HCl pH = 7.4; 1% Triton X-100 diluted in ddH_2_O and supplemented with 1 mM DTT and proteinase and phosphatase inhibitors [1861282; Thermo Fisher Scientific]) was added to the Eppendorf tube with the frozen lungs. Volume of lysis buffer was adjusted according to lung size (500 μl/150 mg). To mechanically disrupt the tissue, we used a pestle and pipetted up and down. We incubated the mixture on ice for 15 min and centrifuged at maximum speed for 15 min at +4°C. We transferred the supernatant to a new ice-cold Eppendorf tube. To quantify protein concentration, we used the Pierce BCA Protein Assay Kit following the manufacturers’ protocol. For analysis of VEGFA protein levels, we used the Mouse VEGFA Quantikine ELISA Kit (MMV00; R&D), following the manufacturers’ protocol.

### RNAseq and bioinformatics analysis

#### RNA isolation and sequencing library preparation

We performed RNAseq using mouse lungs at four developmental stages (E15.5, E18.5, P5, and P8) in triplicates. After RNA extraction, RNA integrity was evaluated in Fragment Analyzer and all RNA samples revealed to have an RNA quality number >9.8. Library preparation was performed by using Truseq RNA Library protocols. Samples were barcoded, pooled and redistributed into three lanes. RNA sequencing was performed using HiSeq 4000 sequencing platform at BGI Genomics. In total, we obtained 897 million paired-end (PE) 101-nt reads (59.8 million per sample on average) (Fig S1A).

#### RNAseq data alignment and differential gene expression

The ∼56.8 M raw reads generated per sample were uniquely mapped to the mm10 assembly and annotated to the Gencode vM14 transcriptome using TopHat2 (version 2.1.1) (Kim et al, 2013), with Bowtie2 (version 2.3.4) (Langmead & Salzberg, 2012).

For gene expression analysis, gene expression levels were quantified with HTSeq-count (version 0.10.0) (Anders et al, 2015). Data preprocessing was done in R, using *limma* and *edgeR* packages, as follows: genes were removed when weakly expressed or associated to noninformative features (“no_feature,” “ambiguous,” “too_low_aQual,” “not_aligned,” “alignment_not_unique”); and for features without at least one read per million in three of the samples (minimum number of replicates). After applying these quality criteria, we obtained 16,152 expressed genes for downstream analysis. The counts per gene were normalized to counts per million (CPMs) by dividing it by the total number of mapped reads per sample and multiplying by 10^6. The CPM normalized data were then transformed with log_2_ using an offset of one. Pairwise analysis of differential gene expression was performed using the generalized linear model workflow (Robinson et al, 2010) and the cutoffs |log_2_(FC)| > 1 and FDR < 0.05. Row z-scores for each gene represented in the heat maps were calculated using log_2_ (CPMs + 1) values and using *heatmap.2* function from gplots package in R.

#### AS analysis

For AS event-level analysis, raw reads were mapped to previously annotated AS events for the mouse reference assembly (mm10 vastdb.mm2.23.06.20) from VastDB (VastDB v2 released). Abundance of AS events in PSI values was estimated using VAST-TOOLS (version 2.5.1) *align* and *combine* commands (Irimia et al, 2014; Tapial et al, 2017).

AS events in which the read coverage based on corrected reads (quality score 2) does not meet the minimum threshold (N) and those in which PSI could not be determined (NA) in at least one sample, and those in which minimum number of reads < 10 in at least three samples were excluded from subsequent analysis. To calculate differential AS between each pair of time-points for the AS events, we used VAST-TOOLS *diff* command. Vast *diff* uses Bayesian inference followed by differential analysis to calculate ΔPSI and minimum value difference (MV) between two samples for each AS event. We used a confidence interval of 95%, MV ≥ 10%. After these criteria, we obtained 460 events identified as being differentially AS in at least one pairwise comparison between time-points, associated with 355 genes (Table S1).

To analyze the expression levels of genes undergoing differential AS in at least one pairwise comparison between time-points, we divided the 16,152 expressed genes into four bins of equal size according to their absolute level of expression (CPMs) (low expression, medium-low expression, medium–high expression, and high expression). Then, we distributed the genes undergoing differential AS in at least one pairwise comparison between time-points (355 genes) within these bins.

To select genes that undergo differential AS in at least one pairwise comparison between time-points but do not undergo changes in gene expression in the same time interval, we used a confidence interval of 95% with MV ≥ 10% (differential AS) and |log_2_(FC)| > 1 with FDR < 0.05 (differential gene expression). After this cutoff, we obtained 371 AS events associated with 295 genes.

Clustering of AS events into distinct sets based on their kinetics along lung development was performed by two methods: K-means and hierarchical clustering. K-means clustering was performed using the *kmeans* function (amap package) in R using Spearman correlation as a correlation method for each pair of AS events based on their PSI values at the different time-points. The average silhouette width method was used to find the best number of clusters, using the *fviz_nbclust* function (factoextra package) in R. The AS events included in each cluster are listed in Table S5. Hierarchical clustering was performed using *hclust* function (stats package) in R using Spearman correlation as a correlation method for each pair of AS events based on their PSI values at the different time-points and the complete-linkage method as clustering method.

Heat maps of clustered AS events were represented in heat maps using the *heatmap.2* function in R. For the heat map representation, logit (PSI) values were used and were scaled by row by calculating row z-scores.

For transcript-level analysis, transcripts isoform abundance in RNAseq datasets in transcripts per million (TPM) was estimated using Kallisto (version 0.44.0) (Bray et al, 2016). *Vegfa* *i5* isoform was manually annotated in Kallisto index built with reference transcriptome before performing the pseudo-alignment.

#### Pathway analysis

KEGG pathway analysis was carried out using DAVID v6.8 (Huang et al, 2009a, 2009b). KEGG terms with a modified Fisher exact *P*-value (EASE score) < 0.05 and FDR < 0.1 were considered. The set of 16,152 genes we identified to be expressed in the lungs during the time-points analysed was used as control background list.

#### RBP motif enrichment analysis

To identify potential RPBs regulators of the AS events detected during lung development, we used Matt, a unix toolkit that searches for RBPs motifs in genomic sequences (Ray et al, 2013). Briefly, we used the *get_vast* command to extract subsets of reported AS events generated by VAST-TOOLS. We considered only AS events in non-differentially expressed genes. Then, we filtered the table for intron retention events (IR) and exon skipping events of type S, C1 and C2, with PSI values with a minimum quality flag of LOW. We defined categories for each event (enhanced or silenced) based on the ΔPSI values obtained from VAST-TOOLS (confidence interval of 95% with MV ≥ 10%). A set of unregulated events was randomly selected from the same genes with significant AS events to be used as control in the enrichment analysis. Upstream and downstream sequences of each event were obtained with Matt’s *get_seqs* command, comprising the 250 nt flanking each splice site (150 nt towards the intron and 100 nt towards the exon). Then, we performed an enrichment test using Matt’s *test_cisbp_enrich* function, which compares the positional density of motifs from the database (Ray et al, 2013) in enhanced or silenced AS events against the background set of unregulated exons or introns, predicting the number of hits between the two groups of sequences associated with each RBP motif (Gohr & Irimia, 2019). The Matt function performs a permutation test to determine significant enrichment/depletion of RBP motifs (*P*-value < 0.005). Finally, we used a custom python script based on the *regex* package to find the number of events containing hits for each RBP motif, and plotted these values normalized by the total number of events of each type. In addition, we used Matt’s function *get_regexp_prof* to plot the positional distributions of motif hits across sequences. We selected RBPs that undergo changes in gene expression between E18.5 and P5 (|log_2_FC| > 1 and FDR < 0.05).

To reinforce the results of the putative regulators, we explored the CLIP-seq profiles of 356 RBPs in human cancer cells (HepG2 and K562), previously published and available in ENCODE (Van Nostrand et al, 2020). First, mouse AS events were converted to the respective human homologous exons using VastDB (Tapial et al, 2017), and the equivalent genomic intervals (250 nt flanking each splice site) were crossed with the different CLIP-seq profiles for the enriched RBPs. Individual CLIP-seq profiles for each locus were produced using Bedtools (Quinlan & Hall, 2010) and R (https://www.r-project.org/) (R Core Team, 2022).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8. Measurements were taken from distinct samples, and statistical details of experiments are reported in the figures and figure legends. Sample size is reported in the figure legends. The biological replicate is defined as the number of cells, images, explants or animals, as stated in the figure legends. Comparisons between two experimental groups were analysed with two-tailed unpaired *t* test, whereas multiple comparisons between more than two experimental groups were assessed with one-way ANOVA with Tukey correction for multiple comparisons. Unless otherwise specified, data are represented as mean ± SD; n.s.: *P* > 0.05; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. We considered a result significant when *P* < 0.05.

### Ethics

Animal experimentation: Mice were maintained at the Instituto de Medicina Molecular under standard husbandry conditions and under national regulations, under the license AWB_2015_11_CAF_Polaridade/ex vivo_surplus_not of use. Animal procedures were performed under the DGAV project license 0421/000/000/2016.

## Data Availability

The RNAseq data have been deposited into the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE175403.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

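RNA from whole lungs of C57Bl/6 mice of both sexes was sequenced at 2 embryonic time-points (E15.5 and E18.5) and 2 postnatal ones (P5 and P8), with 3 replicates at each and paired-end reads of 101 nt. The 12 libraries were grouped by time-point, and the 6 pairs of time-points were compared. The replicates of a time-point came from 1 litter, so litter and time-point are confounded and no fit with litter as a term can be made.

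The authors aligned the reads to mm10 with TopHat2 2.1.1 and Bowtie2 2.3.4 and counted them per gene with HTSeq-count 0.10.0 on the Gencode annotation, and the count table they deposited holds whole-number counts of 16152 genes without normalization. The paper's text does not name whether the counting used strand, so the values of overlapping and antisense genes, and of genes that share reads with paralogs or pseudogenes, are uncertain. The CPM values that the authors deposited are counts divided by the total mapped reads of the library, and every CPM value was a whole number of reads (100%). The count table holds between 84.8% and 87.9% of the reads behind the CPM values, and no line of it names something other than a gene. The authors computed PSI, in percent, with VAST-TOOLS 2.5.1 and deposited it for 661162 events with a coverage score and the corrected inclusion and exclusion reads. All columns of per-sample values in these tables were used.

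Differential expression was tested with edgeR 4.0.16 (R 4.3.3), with TMM factors between 0.950 and 1.04 and the quasi-likelihood test in 1 fit of the 12 libraries without a replicate term. Genes with at least 1 CPM in at least 3 libraries were tested (15994), and the cutoffs were an absolute log2 fold change above 1 and an FDR under 0.05, as in the paper's methods. The standard error of a log2 fold change was taken as its size divided by the square root of the quasi-likelihood F. A fold against a group with at most 3 counts in each library is given as a lower bound. On simulated counts for 15994 genes, of which 200 were changed by a log2 fold change of 3, the test called 200 of the 200 and 3 unchanged genes. Here too, the changed genes were drawn from the better expressed genes and no difference between litters was simulated.

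The MV was computed with numpy 2.4.6 and scipy 1.17.1 from a Beta posterior of inclusion and exclusion reads per library, taken at 667 quantiles, at a probability of 0.95 and in steps of 1 percentage point. The coverage rule left out events with an unknown PSI or the lowest coverage score in any library, or with under 10 reads in 3 or more libraries. The matching of libraries by replicate number was found from Table S1 before the deposited values were seen. On simulated reads for 4000 events, of which 200 changed by 50 percentage points, the MV called 199 of the 200 with matched numbers and 198 over all pairs, and a quasi-binomial model called 163. As in the simulation with smaller changes, the starting PSI values and their spread between libraries were chosen. K-means used 2 clusters and 50 starts on ranks of PSI. Tables were made with pandas 2.3.3 and figures with matplotlib 3.10.9.

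Intervals of shares are Wilson 95% intervals, which cover counting error only. The libraries differ in depth, between 41337443 and 53901957 counts, which sets the precision of genes at low levels, and the reads of an event limit which PSI changes can be called. The rule for the genes named in the text takes every gene the paper names from these libraries, the genes of the tissue lists, the 3 genes with the largest increase and the 3 with the largest decrease from E18.5 to P5 (past the cutoffs, at least 10 CPM on average, no overlap between the groups), and the 3 events with the largest MV in each direction. The lists of genes of thymic epithelium, thymocytes, heart muscle, skeletal muscle, red blood cells, liver and the sex chromosomes were written after the top of Table S2 had been seen and before the deposited values were. A *Clk1* exon was named after its values were seen.

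The alternatives for expression were the edgeR likelihood ratio test, DESeq2 1.42.0, library size only, other gene filters, the 6 libraries of a comparison alone, the replicate number as a block, an FDR cutoff alone and each library left out. Those for splicing were all 9 pairs of libraries, other MV thresholds and coverage rules, a quasi-binomial model, each replicate number left out and other clusterings. Added after the data had been seen were the counts recovered from the CPM values, limma 3.58.1 on logit PSI (pseudocount of 0.5 reads), the RBP list with each library left out and the share and odds ratio of differentially expressed genes at an MV of at least 20%. The planned background of genes with a tested AS event was not run, because the deposited PSI values do not pair each event with a gene, and all genes tested were used in its place. For the same reason, results by gene were not run at an MV of 5% or with replicate numbers left out. The planned motif counts were not run, because the genome sequence was not used here.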

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

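All tests in this part were chosen only after the results they measure had been seen. What drew attention to these 5 results was signal from genes of other tissues, which the paper does not analyse, in single libraries of a time-point.

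The summed CPM of 6 thymic epithelium genes was 78.9 in P8 replicate 2, 44.2 in P8 replicate 1 and 69.6 in E15.5 replicate 2, and between 2.52 and 7.14 in the other 9 libraries. For 13 thymocyte genes it was 495 in P8 replicate 2 and 261 in P8 replicate 1, beside 30.3 in P8 replicate 3, and 48.2 in E15.5 replicate 2, beside 5.33 and 5.98 in the other E15.5 libraries. The same sum was between 4.66 and 5.15 at E18.5 and between 19.7 and 29.6 at P5. In P8 replicate 2, *Prss16* was at 36.7, *Ccl25* at 16.9 and *Rag1* at 156 CPM, against 1.02, 2.38 and 4.19 CPM in P8 replicate 3. Of the 19 genes, 1 of each list is at 1 CPM or more in all 12 libraries, and *Cd3e* is also a marker that the paper names. More T cells in the lungs of these animals would leave the thymic epithelium genes unchanged, and their sum was 19.4-fold higher in P8 replicate 2 than in replicate 3, which argues against T cells alone. All 19 genes of both lists were at least 3 times the lowest P8 library in P8 replicate 2, and 15 of the 19 were at least 3 times the lowest E15.5 library in E15.5 replicate 2, so a candidate explanation is RNA of thymus tissue taken with the lung. Animals of both sexes were used, and *Xist* was at 470 and 540 CPM in P8 replicates 1 and 2, where *Ddx3y* was at 93.6 CPM in P8 replicate 3. A difference that goes with these 2 genes at every time-point is argued against by the sum for thymic epithelium, which at E15.5 was 10.5-fold higher in replicate 2, the library with high *Ddx3y*, than in the mean of the other 2, and which in libraries with high *Xist* was 1.05 times that of the others at E18.5 and 0.804 times at P5. At P8 alone, where the sum was 15.2-fold higher in the mean of the 2 libraries with high *Xist*, RNA of thymus tissue and a difference between the sexes cannot be told apart, because the same libraries differ in both.

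The summed CPM of 12 heart muscle genes was 1551 in E15.5 replicate 2 and 1232 in replicate 1, against 63.1 in replicate 3. It was between 60.7 and 101 at E18.5, between 151 and 334 at P5 and between 150.2 and 446 at P8. *Actc1* was at 526 and *Myl4* at 262 CPM in E15.5 replicate 2, against 35.2 and 6.49 CPM in replicate 3, and 7 of the 12 genes are at 1 CPM or more in all 12 libraries. All 12 genes were at least 3 times the lowest E15.5 library in replicate 2, so RNA of heart muscle in these libraries may explain the difference. Heart muscle cells also line the pulmonary veins of mice, and the lists do not separate these from the heart. Replicates 1 and 3 both had high *Xist* and their sums differed 19.5-fold, which argues against a difference between the sexes as the whole cause.

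The summed CPM of 11 skeletal muscle genes was 540.2 in P8 replicate 1, 146 in P8 replicate 2 and 168 in P5 replicate 3, against 7.66 in P8 replicate 3 and 6.90 and 13.1 in the other P5 libraries. At E15.5 it was 48.3, 85.7 and 5.33, and at E18.5 between 2.37 and 3.49. *Acta1*, at 293 CPM in P8 replicate 1 and 1.64 CPM in P8 replicate 3, was among them, and 1 of the 11 genes is at 1 CPM or more in all 12 libraries. In P8 replicate 1, 10 of the 11 genes were at least 3 times the lowest P8 library, so RNA of skeletal muscle is a candidate explanation. P5 replicates 2 and 3 both had high *Ddx3y* and differed 12.9-fold, which argues against a difference between the sexes as the whole cause at P5, and at P8, where the mean of the 2 libraries with high *Xist* was 44.8-fold that of replicate 3, the 2 explanations cannot be told apart for the same reason as above. The summed CPM of 6 liver genes was 111 in P8 replicate 2, 36.6 in P8 replicate 3 and 11.8 in P8 replicate 1, and at most 5.31 in the other 9 libraries. *Alb* was at 70.7 CPM in P8 replicate 2 and 7.31 CPM in P8 replicate 1, and none of the 6 genes is at 1 CPM or more in all 12 libraries. All 6 liver genes were at least 3 times the lowest P8 library in replicate 2, so RNA of liver may be part of this library. P8 replicates 1 and 2 both had high *Xist* and differed 9.41-fold in this sum, which argues against a difference between the sexes as the whole cause.

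A difference in scaling between 2 libraries would move every gene by the same factor. Against the library of the time-point with the lowest sum, the lists of thymic epithelium (P8 replicates 1 and 2 and E15.5 replicate 2), heart muscle (E15.5 replicates 1 and 2), skeletal muscle (P8 replicates 1 and 2 and P5 replicate 3) and liver (P8 replicate 2) rose at least 9.05 times as much as 7 red blood cell genes (lowest for thymic epithelium in P8 replicate 1, at 10.9-fold against 1.20-fold), which argues against scaling.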

How the results depend on the processing

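The alternatives were set before the data were examined, except for the recovered counts, limma, the RBP list with each library left out and the share and odds ratio of differentially expressed genes at an MV of at least 20%, which were chosen after seeing the data. Of the counts of differentially expressed genes, none moved by over 1.5 times with the edgeR likelihood ratio test, DESeq2, library size only, all genes of the count table, genes with at least 10 counts in every library, or the counts recovered from CPM. With only the 6 libraries of the 2 time-points, 291 genes were called from E15.5 to E18.5 in place of 487. At an FDR under 0.05 alone, the counts were 3441, 12007, 12197, 11369, 11792 and 2872 (E15.5 to E18.5, E15.5 to P5, E15.5 to P8, E18.5 to P5, E18.5 to P8 and P5 to P8). With each of the 6 libraries of a comparison left out in turn, the counts ranged from 284 (without E18.5 replicate 2, and 310 without E18.5 replicate 1) to 572, 4938 to 5084, 5050 to 5171, 4095 to 4314, 4457 to 4638 and 198 (without P8 replicate 2) to 682 (without P8 replicate 3) in the same order. From P5 to P8 there were 274, 309 and 258 genes without P5 replicates 1, 2 and 3 and 268 without P8 replicate 1. The cause was not tested.

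The counts of DAS events over the same 6 comparisons and over any of them were 35, 213, 213, 165, 170, 16 and 452. At an MV of at least 5% they were 151, 518, 509, 421, 398, 51 and 1163, and at an MV of at least 20% they were 4, 52, 58, 43, 50, 2 and 101. With the coverage score ignored, they were 71, 305, 322, 249, 264, 27 and 696, as more events are tested. With 1 replicate number left out, more events were called, from 128 to 197, 377 to 415, 357 to 401, 286 to 323, 302 to 363, 58 to 70 and 944 to 1019. Under the quasi-binomial model, only events with a PSI change of at least 10 percentage points were counted. Of these, 0 passed an adjusted p of 0.05 in each of the 6 comparisons, and 485, 1192, 1062, 1053, 943 and 345 had an unadjusted p under 0.05. In simulated reads that model called 0 of 200 changes of 30 percentage points and 163 of 200 of 50. With limma on logit PSI and the same minimum PSI change, the counts were 2, 285, 254, 151, 141 and 0, and from P5 to P8 295 events with a PSI change of at least 10 percentage points had an unadjusted p under 0.05. In a simulation of 14034 events, limma called 85 of 200 changed events and no unchanged event. With at least 20 reads in every library, no count moved by over 1.5 times.

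Replicate numbers link no samples here, and same-numbered libraries did not deviate together (r from -0.361 to 0.287 over genes in 18 pairs, with 3 pairs above 0.1, and from -0.017 to 0.025 over events). With the replicate number as a block, the counts of differentially expressed genes were 456, 5099, 5171, 4308, 4626 and 414, and 46 RBPs were past both cutoffs. Without the block, as MV over all 9 pairs of libraries, 15, 184, 179, 148, 141, 10 and 346 DAS events were called, and 72.4% of the events in genes that were not differentially expressed had their largest PSI change from E18.5 to P5. The odds ratio of differential expression for genes with a DAS event was 0 from E15.5 to E18.5 (12 genes, in place of 3.04) and 0.564 from E15.5 to P8 (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.033, against 1, 0.26, 0.49, 0.50 and 1 in the other comparisons). The cause was not tested.

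The DAS events in genes that were not differentially expressed numbered 159 with an FDR under 0.05 alone, 69 at an MV of at least 20% and 268 over all 9 pairs. With an FDR under 0.05 alone, the odds ratio turned to 1.16 from E15.5 to P5, 1.43 from E15.5 to P8 and 1.16 from E18.5 to P5. At an MV of at least 20%, it turned to 1.19 from E15.5 to P5, 1.43 from E18.5 to P5 and 1.08 from E18.5 to P8, so its direction depends on the fold change cutoff and on the MV threshold. The share of genes with a DAS event that were differentially expressed was 39.1%, 77.8%, 82.0%, 74.0% and 72.7% with an FDR under 0.05 alone (the comparisons in the order above without P5 to P8). At an MV of at least 20%, this share was 50% from E15.5 to E18.5 (1 of 2 genes), 35.7% from E15.5 to P5 and 34.3% from E18.5 to P5, and over all 9 pairs it was 0% from E15.5 to E18.5 (0 of 12 genes). The share of genes in the upper 2 expression bins and the share of events in the rising cluster stayed within their intervals under the alternatives run, and 42 RBPs were past both cutoffs under DESeq2 and 38 of 45 tested RBPs with at least 10 counts in every library.

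From E18.5 to P5, over 25 single genes and 225 values, 217 kept their direction and their side of the threshold and 8 were weaker, in *Pecam1* and *Elavl2*. In the same comparison, over 41 single events and 164 values, 158 did so, 4 were weaker (3 of the *Patj* and 1 of the *Nexn* event) and 2 were stronger (*Magi1* with an MV of 15% without replicate 2, *Tead1* with 10% without replicate 3), and none was reversed. Of the MV given for single events in other comparisons, those of the linked *Amotl1* events from P5 to P8 fell from 14% to 0% over all 9 pairs, and that of *Llgl2* from E18.5 to P8 rose from 9% to 10% without replicate 2 or without replicate 3. The odds ratios and results by gene were not run at an MV of 5% or with replicate numbers left out, nor was the motif share.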

Differences from the paper's values

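Of the 75 values compared with the paper's, 52 of them log2 fold changes, none differed beyond the limits set before the data were examined. These limits were wide enough to take in the total reads, 897 M in the paper and 661.6 M behind the CPM values. The paper names *Abr* among genes with changes in both splicing and expression. Its log2 fold change from E18.5 to P5 was 0.18, and its exon failed the coverage rule and was called with the coverage score ignored (MV 12%). The paper lists *Llgl2* among genes with DAS events, and its largest MV was 9% with all replicates and 10% without replicate 2 or without replicate 3. The paper gives *C1qa* among the immune cell markers that increase at birth. Its log2 fold change of 0.34 from E18.5 to P5 did not pass the FDR threshold, while its rise from E18.5 to P8 did. Table S4 holds 63 gene IDs and 70 gene names, and Tables S3 and S4 together 355 gene IDs and 362 gene names, where the paper counts fewer genes for the events of Table S4.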

Other observations

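The tests in this part were chosen only after the results had been seen, except the shares in P8 replicate 3 and P5 replicate 3 and in the libraries with high *Xist* at E18.5 and P5, which were set before their results were seen.

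From P5 to P8, 460 genes were called higher and 14 lower. Of the 460, 63.7% had their lowest P8 value in replicate 3, against 33.9% of all tested genes, so RNA of other tissues in P8 replicates 1 and 2 may account for part of these calls. In a test on libraries left aside, 986 genes were at least 2-fold higher in P8 replicates 1 and 2 than in P5 replicates 1 and 2, and 66.4% of them (655) were also higher in P8 replicate 3 than in P5 replicate 3, against 47.4% of all tested genes. This is 19.1 percentage points apart, where the 6 pairs of libraries of E15.5 or of E18.5, a comparison added after the share was seen, were at most 11.2 points apart for the same genes. Their median log2 ratio was 0.46 in the libraries left aside and 1.46 in the others. The share argues against RNA of other tissues in P8 replicates 1 and 2 as the whole cause, and, since both libraries left aside had high *Ddx3y*, against a difference between the sexes as the whole cause. Of the 460 genes, 39.8% were higher in the library with high *Xist* than in the mean of the other 2 at E18.5 and 33.5% at P5, whose libraries also entered the calls, against 51.4% and 49.0% of all tested genes, but with 1 library against 2 this decides nothing about sex. A difference between the sexes as part of these calls and a change of the lung between P5 and P8 stay open and untested. Of the 233 genes called lower at E18.5 than at E15.5, 153 (65.7%) had their highest E15.5 value in replicate 2, against 41.7% of all tested genes, 59 in replicate 1 and 21 in replicate 3.

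The PSI of *Vegfa* exon 6 was 10.5 percentage points higher in E15.5 replicates 1 and 2 than in replicate 3. The first 2 of these libraries also had more signal of heart muscle genes, and RNA of heart muscle and other differences between these animals cannot be told apart with 1 library of low signal. A *Clk1* exon, chosen after its values were seen, had a PSI of 71.8% ± 3.15 (SD, n = 3) at E15.5, 44.2% ± 10.1 at E18.5, 69.7% ± 5.42 at P5 and 45.6% ± 2.18 at P8 (MV -13% from E15.5 to E18.5, -18% from E15.5 to P8 and -11% from P5 to P8). The rise from E18.5 to P5 was not called with all replicates (MV 2%), although each P5 library lay above each E18.5 library. Without replicate 2 the MV of this rise was 26%, so the missing call rests on that replicate number.

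Each comparison of 3 against 3 libraries has 10 splits, so a share under 0.1 is out of reach. For differentially expressed genes, 1 of the 10 splits, the real one, gave as many genes in each of the 6 comparisons, and the largest other split gave 0, 0, 1, 0, 0 and 38 genes (E15.5 to E18.5, E15.5 to P5, E15.5 to P8, E18.5 to P5, E18.5 to P8 and P5 to P8). For DAS events over all 9 pairs, 2 of the 10 splits gave as many events from E15.5 to E18.5 and from P5 to P8, and 1 in each of the other comparisons, and the largest other split gave 15, 15, 11, 9, 8 and 11 events. For the first and last of these comparisons, the real split gave 15 and 10 events.

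The count table holds 158 genes with at least 1 CPM in fewer than 3 of the 12 libraries, of which 38 are under 1 CPM in all 12, so the expression filter of the methods applied to these libraries alone does not give this list. *Xist* was at 464 to 962 CPM in E15.5 replicates 1 and 3, E18.5 replicate 3, P5 replicate 1 and P8 replicates 1 and 2, and at 1.03 to 11.5 CPM in the other 6 libraries, where *Ddx3y* was at 73.8 to 98.3 CPM. The summed CPM of 7 genes of red blood cells was between 4043 and 5215 in the embryonic and between 10447 and 19560 in the postnatal libraries, and 5 of the 7 are at 1 CPM or more in all 12.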
